# Genetic Responses of Metabolically Active *Limnospira indica* Strain PCC 8005 Exposed to γ-Radiation during Its Lifecycle

**DOI:** 10.3390/microorganisms9081626

**Published:** 2021-07-30

**Authors:** Anu Yadav, Laurens Maertens, Tim Meese, Filip Van Nieuwerburgh, Mohamed Mysara, Natalie Leys, Ann Cuypers, Paul Jaak Janssen

**Keywords:** *Limnospira*, *Arthrospira*, gamma radiation, expression analysis, RNA-Seq, radiation resistance, morphology, genomics, genetic response

## Abstract

Two morphotypes of the cyanobacterial *Limnospira* *indica* (formerly *Arthrospira* sp.) strain PCC 8005, denoted as P2 (straight trichomes) and P6 (helical trichomes), were subjected to chronic gamma radiation from spent nuclear fuel (SNF) rods at a dose rate of ca. 80 Gy·h^−1^ for one mass doubling period (approximately 3 days) under continuous light with photoautotrophic metabolism fully active. Samples were taken for post-irradiation growth recovery and RNA-Seq transcriptional analysis at time intervals of 15, 40, and 71.5 h corresponding to cumulative doses of ca. 1450, 3200, and 5700 Gy, respectively. Both morphotypes, which were previously reported by us to display different antioxidant capacities and differ at the genomic level in 168 SNPs, 48 indels and 4 large insertions, recovered equally well from 1450 and 3200 Gy. However, while the P2 straight type recovered from 5700 Gy by regaining normal growth within 6 days, the P6 helical type took about 13 days to recover from this dose, indicating differences in their radiation tolerance and response. To investigate these differences, P2 and P6 cells exposed to the intermediate dose of gamma radiation (3200 Gy) were analyzed for differential gene expression by RNA-Seq analysis. Prior to batch normalization, a total of 1553 genes (887 and 666 of P2 and P6, respectively, with 352 genes in common) were selected based on a two-fold change in expression and a false discovery rate FDR smaller or equal to 0.05. About 85% of these 1553 genes encoded products of yet unknown function. Of the 229 remaining genes, 171 had a defined function while 58 genes were transcribed into non-coding RNA including 21 tRNAs (all downregulated). Batch normalization resulted in 660 differentially expressed genes with 98 having a function and 32 encoding RNA. From PCC 8005-P2 and PCC 8005-P6 expression patterns, it emerges that although the cellular routes used by the two substrains to cope with ionizing radiation do overlap to a large extent, both strains displayed a distinct preference of priorities.

## 1. Introduction

Due to the large-scale industrial production of the cyanobacterium *Limnospira* with its high nutritive value as a feed and food supplement and its use as a major cell factory for a range of biopharmaceuticals and added-value chemical compounds, a thorough understanding of the various genetic and cellular mechanisms in response to variable environmental parameters is important. Hence, the behavior of *Limnospira* under different environmental conditions has been studied by whole-genome transcriptomic analysis including nitrogen deprivation [1,2], elevated temperature [3], and sulfate deficiency [4]. These transcriptomic analyses were enabled by concurrent genome sequencing efforts across the globe, with the genomic sequences of at least seven strains now available [5].

About three decades ago the cyanobacterial *Arthrospira* sp. strain PCC 8005 was chosen by the European Space Agency as a principal organism in the Micro-Ecological Life Support System Alternative (MELiSSA) (https://www.melissafoundation.org/*)* for efficient O_2_ production and recycling of CO_2_, and the production of biomass as a highly nutritional end product [6]. It recently was given the status of type strain to the newly proposed species *Limnospira indica* [7]. The strain’s genome was fully sequenced by us [8,9] and annotated using the MicroScope/MaGe platform [10] rendering an assembly of six ordered contigs spanning together 6,228,153 bp and holding the genetic information for 6345 coding regions (CDS) and 337 genes transcribed in non-coding RNA (ncRNA) (currently known as ARTHROv5—updated version 5 of 15 February 2014, available at NCBI under GenBank assembly accession number GCA_000973065.1; also available from Table S1 or from the MicroScope/MaGe platform [10] upon simple request to the corresponding author for conditional access). During our subsequent studies, we found that strain PCC 8005 was tolerant to extremely high doses of gamma rays withstanding cumulative radiation doses of up to 5000 Gy, albeit with a delayed recovery in growth [11,12]. From this earlier work, it became clear that *L. indica* PCC 8005 deploys a cascade of modes in its response to high doses of gamma radiation: an emergency mode in which cells quickly try to adapt to the sudden radiation stress by shutting down central processes such as photosynthesis, carbon fixation, and nitrogen assimilation, a survival mode redirecting the freed-up cellular resources towards detoxification, protein protection, and DNA repair, and a recovery mode in which vital pathways for energy maintenance and metabolic activity are gradually restarted. The results of Badri et al. [11,12] also suggested that *L. indica* PCC 8005 may not primarily rely on enzymatic systems to overcome oxidative stress incited by ionizing radiation (IR) (i.e., through the action of so-called reactive oxygen species or ROS) but rather that non-enzymatic systems are at play, and that compounds such glutathione and other short aromatic peptides, lycopene, β-carotene, α-tocopherol, and Mn^2+^-complexes have a critical role in *Limnospira* IR resistance which is likely achieved by a “metabolic route” deploying a combination of highly coordinated physiological processes. In a more recent study, we observed an irreversible morphological change in PCC 8005 subcultures, i.e., from only helical to only straight trichomes; these morphotypes displayed differences in growth rate, buoyancy, and resistance to gamma radiation [13]. We also found marked differences between these subtypes in antioxidant capacity, pigment content, and trehalose concentration, while whole-genome comparison revealed a difference of 168 SNPs, 48 indels and four large insertions affecting 41 coding regions across both genomes [13].

The doubling time of *L. indica* PCC 8005 is about 3 days and the relatively short exposure periods (minutes to hours) of gamma irradiation applied in our previous studies (Table 1) can only be related to acute responses to IR, i.e., in a quasi non-metabolically active state as these studies were also performed in the dark. Therefore a number of parameters in our current study differ from our earlier transcriptomic studies on IR-exposed *Limnospira* (Table 1). First, we applied a much lower dose rate of 80 Gy·h^−1^ allowing IR exposure to extend over a full life cycle (~72 h). To attain this we had to use another irradiation facility at SCKCEN, GEUSE II. This facility operates under the same working principles as the previously used BRIGITTE and RITA facilities and consists of an irradiation container surrounded by up to 18 standard spent nuclear fuel (SNF) assemblies. Although nuclear fuels are composed of many radioactive isotopes, with a full spectrum of IR energies, the most important contribution of SNF from the BR2 nuclear reactor at SCKCEN (i.e., of one year old or older) to the gamma activity comes from ^137^Cs [14]. Second, we performed our experiment with light-emitting diodes (LEDs) as a continuous light source; hence *Limospira* cells are metabolically active in contrast to previous irradiation experiments. Third, we exposed both morphotypes mentioned above (nominated as P6 and P2 subtypes, with respectively helical and straight trichomes) of *L. indica* PCC 8005 in an attempt to associate the genomic differences between these subtypes with the different metabolic and physiological responses displayed by them when exposed to IR. Finally, fourth, we used RNA-Seq technology to overcome the intrinsic limitations of microarrays and to cover also small non-coding (nc) and regulatory RNAs.

## 2. Materials and Methods

### 2.1. Culture and Exposure

Axenic *Limnospira indica* PCC8005 cultures of helical (P6) and straight (P2) morphotypes were grown in a large volume (1 L) in an Erlenmeyer flask (Thermo Fisher Scientific, Merelbeke, Belgium) at a constant temperature of 30 °C in a Binder KBW400 growth chamber (Analis SA, Namur, Belgium), using a Heidolph Unimax 2010 rotatory shaker (Analis SA) at 121 rpm and a photon irradiance of 45 μmol photons per square meter per second (μE·m^−2^·s^−1^) produced by Osram Daylight fluorescent tubes. When cultures reached an OD_750_ of 0.5 as measured on a Genesys UV-Vis Spectrophotometer (Thermo Fisher Scientific) they were divided as triplicates into three separate volumes of 50 mL each using 250 mL Erlenmeyer flasks and subjected to a dose rate of 80 Gy·h^−1^ gamma radiation for a period of 3 days at the GEUSE II facility of SCKCEN [14].

This facility makes use of an underwater vessel surrounded by a preset number of spent nuclear fuel (SNF) rods of approximately 1-year-old. The dominant photonic energies in the applied SNF spectrum are from ^137^Cs (662 keV), with additional, minor gamma peaks originating from ^134^Cs and ^154^Eu (undisclosed BR2 reports, SCKCEN; see also [15,16]). An inbuilt LED light chamber (Figure 1) was used in the experiment for a continuous white light exposure of 45 μE·m^−2^·s^−1^ irradiance (SMD-LED warm white 1300 mcd, type NESL064AT, Nichia Corporation, Tokushima, Japan). Although the light chamber was placed on a small shaker (PSU-10i Orbital Shaker, BioSan, Riga, Letvia) to provide gentle movement of the cultures, this shaker broke down within the first 15 h of the experiment (we cannot tell at what exact cumulative dose) most likely because radiation-induced deterioration of the PIC flash memory of the display (later replacement of this module reinstalled this shaker to full operation). Yet from our experience the most determining factor for normal growth of *L. indica* in Zarrouk medium is the light source, and LEDs were unaffected by the high doses of gamma radiation. Hence, although gamma-irradiated cultures grew less well than the control cultures (grown in triplicate under irradiation-free but otherwise equal conditions), exemplified in a 15–20% lower biomass yield after 3 days, we believe this to be unrelated to the lack of agitation but mainly to be due to the prolonged exposure to gamma radiation, i.e., the increase in cumulative dose over time.

Triplicates of a non-irradiated control per dose were kept at otherwise analogous conditions in the lab. The *L. indica* P2 and P6 culture samples were collected in time intervals at three prechosen time points T1 to T3 of exposure (~15, ~40, and ~71.5 h) corresponding to approximate cumulative doses of respectively 1450, 3200, and 5700 Gy, with the actual doses for the individual samples determined by dosimetry using Harwell Amber-3042 radiation-sensitive polymethylmethacrylate dosimeters attached to the culture tubes. For sake of simplification the doses mentioned above and throughout the text for time points T1, T2, and T3 roughly correspond to the arithmetic means taken across the two series of biological triplicates; the dose rate is not constant across the exposure area inside the GEUSE II vessel, owing to the setup asymmetry and the non-uniformity of SNF rods, and due to the limitation of space inside the GEUSE II facility, P2 and P6 series of samples were irradiated at different days. Although all experimental conditions were kept as equal as possible during the two irradiation campaigns, such minor variations in the actual received doses for P2 cells versus P6 cells are inevitable. Yet we are confident that this variance does not significantly impact the outcome and interpretation of the obtained gene expression data.

### 2.2. Post-Irradiation Growth and Recovery

Small inoculants (1 mL) of irradiated and non-irradiated *L. indica* cultures were grown in 30 mL of fresh Zarrouk media in T-75 tissue flasks (Thermo Fisher Scientific). All cultures were grown in triplicates per exposed dose with their respective non-irradiated cultures under standard laboratory conditions. Recovery was followed at OD_750_ every alternate day for a period of 30 days. The proliferation curve was plotted as OD_750_ versus time using Graphpad Prism v7 (GraphPad Software, La Jolla, CA, USA—https://www.graphpad.com/)

### 2.3. RNA Extraction

The RNA extraction was performed as described before [11,12]. Three replicates of 30 mL each of the retrieved irradiated cultures and the non-irradiated control cultures were immediately put on ice after gamma irradiation and centrifuged for 20 min at 10,000 g and 4 °C, to collect the cell pellets in 15 mL conical Falcon^TM^ centrifuge tubes (BD Biosciences, Erembodegem, Belgium). Most of the Zarrouk medium was removed and resuspended cell pellets were transferred to 2 mL Eppendorf centrifuge tubes (Thermo Fisher Scientific). The remaining Zarrouk medium was entirely removed by additional centrifugation for 2 min at maximal speed. The pellets were washed three times with 1× Phosphate-Buffered Saline (PBS) and finally flash-frozen in liquid nitrogen until further analysis. A temperature of 4 °C was maintained throughout all RNA extraction procedures. Cell lysis was achieved by the RiboPure^TM^-Bacteria kit (Ambion-Life Technologies, Gent, Belgium) using Zirconia Beads in the lysis RNAwiz solution (both are kit components). The final volume of the lysis solution was adjusted according to the volume of the pellet. The released RNA was separated from cell debris by centrifugation at 10,000× *g* for 10 min at 4 °C. The further purification of the released RNA was performed with the Direct-zol^TM^ RNA Miniprep kit (Zymo Research, BaseClear Lab Products, Leiden, The Netherlands) maintaining a 1:1 ratio of organic and aqueous phase, following the manufacturer’s instructions. DNA was degraded with DNase 1 treatment (1 U/μL) and incubating at 37 °C for 30 min (Turbo DNA-free kit—Ambion-Life). Obtained RNA was concentrated with the RNA Clean and Concentrator-25 kit (Zymo Research).

The quality and integrity of the RNA were analyzed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Diegem, Belgium). The RIN (RNA integrity number) value was calculated according to the manual’s instruction taking into account the ratio of two peaks of 23S rRNA (the rRNA profile of *L. indica* PCC 8005 contains three fragments instead of two, representing 16S and 23S rRNA [17]).

### 2.4. Library Preparation and RNA Sequencing

RNA sequencing was performed by NXTGNT (https://nxtgnt.ugent.be/) in collaboration with the Department of Pharmaceutical Sciences, University of Gent, Belgium). RNA quantification and quality control were performed with the Quant-iT^TM^ Ribogreen RNA Assay kit (Invitrogen) and the Agilent 2100 Bioanalyzer RNA 6000 Nano LabChip. The RiboMinus^TM^ Plant Kit for RNA-Seq (Thermo Fisher Scientific) was used for transcriptome isolation and enrichment of the whole transcriptome, through selective depletion of ribosomal RNA, according to the manufacturer’s instructions. Library preparation was done using the TruSeq Stranded Total RNA kit (Illumina, Brussels, Belgium) with fragmentation at 94 °C for 3 min instead of 8 min as to generate long fragments and with first-strand synthesis prolonged for 50 min at 42 °C instead of the normal 15 min (being adaptations to the supplier’s protocol). The libraries were amplified in an enrichment PCR with 14 cycles using standard procedures. The quality check of the libraries was performed with an Agilent 2100 Bioanalyzer High Sensitivity Chip. The libraries were quantified using a qPCR following Illumina’s Sequencing Library qPCR Quantification Guide (version of Februari 2011) and were equimolarly pooled. The pooled libraries were size-selected on a 2% E-Gel^TM^ Agarose Gel (Thermo Fisher Scientific) followed by a final library quality check on the Agilent 2100 Bioanalyzer High Sensitivity Chip. Sequencing was performed on a HiSeq 3000 system (Illumina, San Diego, CA, USA) generating 150 bp paired-end reads.

### 2.5. Data Analysis

Because the lowest cumulative dose of 1450 Gy did not seem to affect *L. indica* P2 and P6 cultures in terms of growth recovery and because the highest cumulative dose of 5700 Gy caused a much-delayed growth recovery in both strains, thus indicating massive cellular damage (as we could observe by TEM imaging in our previous study at 5000 Gy where some ultrastructures such as carboxysomes or thylakoids were disturbed or absent [13]), we decided to analyze in the first instance only RNA extracts from cultures exposed to the intermediate dose of 3200 Gy, which is at 40 h also approximately the midpoint of the organism’s lifecycle.

RNA-Seq reads obtained from these RNA extracts (both unexposed controls and exposed cultures) were aligned to the *L. indica* (formerly *Arthrospira* sp.) PCC 8005 reference genome ARTHROv5 of 2014 [9] (updated version 5 available at NCBI under GenBank assembly accession number GCA_000973065.1; also available from the MicroScope/MaGe platform [10] upon simple request to the corresponding author for conditional access) using *bowtie2* software (version 2.2.5) set at its default parameters [18]. Raw counts per gene were calculated based on the most recent genome annotation of *L. indica* PCC 8005 currently available on the MaGe platform (https://mage.genoscope.cns.fr/) [10]. Reads for coding regions were allowed to map between the start and stop codon. Where appropriate, genes in the text are described with either their gene name or using their unique identification number ARTHJROv5_XXXXX, or both.

Differential expression was calculated using the *edgeR* package (version 3.2.4) [19] in BioConductor (release 3.0, R version 3.1.2). First, the data were normalized using the weighted trimmed mean of M-values (TMM) method [20] applying the calcNormFactors()function. Next, the Cox–Reid profile-adjusted likelihood (CR) method in estimating dispersions [21] was used to take care of multiple factors by fitting generalized linear models (GLM), applying the estimateDisp() function, followed by the likelihood ratio test for differential expression analysis, applying the lmFit() and glmLRT() functions. We followed two different approaches for the definition of the contrast. The first approach consisted of four independent pairwise comparisons of the datasets P2 control (P2C), P2 irradiated (P2R), P6 control (P6C), and P6 irradiated (P6R), namely: P2 control vs. P6 control (P6C-P2C), P2 irradiated vs. P6 irradiated (P6R-P2R), P2 irradiated vs. P2 control (PR2-P2C), and P6 irradiated vs. P6 control (P6R-P6C) (in parentheses are column nominations used in Tables S1–S3). Differentially expressed genes uniquely detected for each comparison and those in common were identified using the Venn command. For the second approach, the contrast was defined comparing irradiated samples (P2 and P6) to the control samples (P2 and P6), whilst accounting for the different strain in the design matrix (referred to as “batch normalization” in the text). The differentially expressed genes/tags were extracted by the topTags() function, and their p-values were adjusted using the False Discovery Rate (FDR) approach [22], resulting in a value for fold-change (FC) or logarithmic fold-change (log_2_FC) and a corresponding p-value corrected for multiple testing for each individual gene (Tables S4 and S5). In both approaches, genes were considered as being differentially expressed if they abided by the following selection criteria: −1 ≥ log_2_FC ≥ 1, with an FDR equal to or below 0.05.

A multidimensional scaling (MDS), commonly referred to as the Principle Coordinate Analysis (PCoA) plot, was deployed to visualize the level of similarities between the control and the radiated samples. This was done using the plotMDS() function in R with an adaption for RNA-Seq data where the distance between each pair of samples (e.g., P2C1fw and P6Rfw, etc.) is the root-mean-square deviation (Euclidean distance). For this, only the top 500 genes were retained to calculate the distance between the two samples via implementation in the Bioconductor package *limma* [23].

## 3. Results and Discussion

### 3.1. Growth-Recovery of Irradiated Cultures vs. Non-Irradiated Cultures

Both morphotypes P2 (straight trichomes) and P6 (helical trichomes) were able to return to normal growth after exposure to the three cumulative doses of 1450 Gy, 3200 Gy, and 5700 Gy. For the lowest dose at 1450 Gy, P2 and P6 cultures very closely followed the growth curves of their respective controls (Figure 2). For the intermediate-high cumulative dose at 3200 Gy, a slight delay in growth was observed in both morphotypes, with P6 taking somewhat longer to regain normal than P2. For the highest cumulative dose at 5700 Gy, P2 took six days to recover growth while P6 took up to 13 days.

This typically long lag of regaining growth after a high cumulative dose of gamma irradiation was also noted by us for the two same *L. indica* morphotypes at a higher dose rate of 600 Gy·h^−1^ [13] although with this dose rate and after a cumulative dose of 5000 Gy, P2 recovered with a long delay of 15 days while P6 did not even recover for 23 days (at which point the monitoring of regaining growth was terminated). This non-recovery of P6 at 5000 Gy (at a dose rate of 600 Gy·h^−1^) was seen by us as a diminished IR resistance of the P6 subtype owing to genomic mutations present in P6 but not in P2, or vice versa. The fact that in the current study P6 remains recoverable at the highest cumulative dose (5700 Gy) (Figure 2) may be either related to the much lower dose rate (80 Gy·h^−1^) or to other specific conditions, i.e., the presence of light (as metabolically active cells might cope better with IR) or the fact that SNF was used as a gamma source.

### 3.2. Differential Gene Expression Analysis by RNA-Seq

In order to get a first grasp of the gene networks and metabolic pathways possibly involved in the *Limnospira* response to ionizing radiation (IR) and to better understand the differences between P2 and P6 regarding IR resistance we decided to define differentially expressed genes (DEGs) by strict selection criteria: −1 ≥ log_2_FC ≥ 1 with an adjusted p-value (i.e., FDR) equal or below 0.05. This limited the number of DEGs to 1553 (887 in strain P2 and 666 in strain P6, with 352 in common) (calculated from Table S1). 

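RNA was sequenced from 12 cultures of *L. indica*, with 3 irradiated and 3 control cultures of each morphotype. The paper describes dividing large-volume cultures into triplicates before exposure, and elsewhere calls the replicates biological. Cultures of a strain may thus share a parent culture. SDs and p-values would then not cover the spread between independent cultures. The irradiated cultures (P2R and P6R) had received 3200 Gy of gamma rays from spent nuclear fuel over 40 h at 80 Gy·h-1, and the controls (P2C and P6C) stayed in the laboratory. P2 and P6 were irradiated in separate campaigns, so strain and campaign cannot be told apart in any comparison between the strains. Within a strain, radiation likewise goes together with the irradiation vessel and with a shaker that failed in the first part of the exposure. The paper states that raw counts per gene were calculated and that edgeR was used. The deposited values are not whole counts. Each is the mean read depth per base over a gene on its own strand, called coverage here. Total reads per library lay between 12244661 and 39706988, with medians of 20740913 in P2C, 25047108 in P2R, 31074558 in P6C and 20732815 in P6R. Median coverage over genes ranged from 49.5 to 194 reads per base between libraries. No counting interval can be drawn from such values, so each SD given is the spread between the 3 libraries of a group. Of 6682 genes listed, 16 were at 0 in every library and 6666 were tested. Coverage was divided by a scaling factor per library from the TMM method, giving scaled coverage, and 1 was added before taking log2. A single limma model of the 4 groups, with a mean-variance trend, gave log2 fold changes and Benjamini-Hochberg adjusted p-values. Its standard errors use a variance per gene shared by the 4 groups, and are equal in P2 and P6. Deviations of a library from the rest of its group had SDs over genes of 0.57 to 1.04 in P2C. They were 0.34 to 0.48 in P2R and 0.33 to 0.54 in P6. The shared variance can thus understate the spread of P2C and overstate that of the other groups. A gene was called when its log2 fold change was at least 1 in size and its adjusted p at most 0.05. Single genes compared between 3 and 3 libraries cannot reach an exact permutation p under 0.1, so every adjusted p rests on limma's model across genes. The highest coverage of a library lay between 7707 and 8037 in all 12 libraries, although total reads differed by 3.24 times. Genes named hereafter that came within 75% of that level are marked as such.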

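By the limma test, 612 genes were called in P2 and 534 in P6, a sum of 1146 calls on 869 different genes. Both strains shared 277 calls, 193 of them higher and 84 lower after irradiation, and no gene was called in opposite directions. Of the 335 genes called in P2 alone, 91.6% changed in the same direction in P6, with a median log2 fold change of 0.66 along that direction. Among the 257 called in P6 alone, 92.2% changed in the same direction in P2, with a median of 0.64. A test of the difference between the strains, the interaction of strain and irradiation, called 4 genes out of 6666, while 593 had an unadjusted p under 0.05. Across genes, which are not independent replicates, the log2 fold changes in P2 and P6 had a Pearson's r of 0.603 and a Spearman's rho of 0.519. A fit of the P2 libraries alone called 316 genes in P2. Without the second or the third irradiated P2 library, 394 and 388 genes were called in P2. Without the second irradiated P6 library, 349 were called in P6. The interaction count was 2 without any library except the first P2 control, the third P2 control and the first irradiated P2 library.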

For interpretation purposes, we focused on those that had, through the use of the MaGe annotation system, been given a name (e.g., *glnA*)—implying a function—or been defined as transcribing non-coding RNA. This gave a total of 229 DEGs for primary consideration (171 genes with predicted function and 58 RNA genes) (Table 2 and Table S2).

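Among the coding genes with a name in Table S2, 128 were called in at least 1 strain. Of these, 85 were called in P2, 93 in P6 and 50 in both with the same direction. Genes for non-coding RNA and tRNA called in at least 1 strain numbered 43, with 32 in P2, 24 in P6 and 13 in both. Of the calls that Table S2 marks, 113 of the paper's 158 in P2 and 117 of the paper's 143 in P6 were also called here. All of the paper's calls in both lists had the same sign in these data.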

The use of two strains P2 and P6 and two conditions, non-irradiated and irradiated, resulted in four datasets P2C, P2R, P6C, and P6R (Table S1) which can be compared as follows: (A) differences in basal gene expression levels between P6 versus P2 before irradiation (P6C-P2C), (B) radiation-induced gene expression levels in P6 versus P2 (P6R-P2R), and (C) and (D) radiation-induced gene expression versus basal gene expression in respectively P2 (P2R-P2C) and P6 (P6R-P6C)—summarized in Table S2 for genes with predicted function and genes transcribing non-coding RNA. Such a four-way analysis may give some interesting general insights on basal gene expression across the two strains given the fact that both strains are descendants of the same ancestor and that their genomes are highly similar yet different, with 168 SNPs, 48 indels, and four large insertions affecting a total of 41 coding regions across both genomes [13]. Yet, it remains difficult to compare gene expression profiles between P2 and P6 as gene expression in either strain may be directly or indirectly affected by said genomic differences. In fact, the gene expression patterns for non-irradiated P2 and P6 are not equal, with 225 genes across the two strains showing different levels of expression as scored by the same stringent selection criteria as for “induced” or “repressed” genes in the same organism, i.e., −1 ≥ log_2_FC ≥ 1 and FDR ≤ 0.05 (calculated by Microsoft Excel COUNTIF operations in Table S1). 

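Between the non-irradiated strains, limma called 74 genes, 50 of them higher in P6 and 24 higher in P2, and 907 had an unadjusted p under 0.05. Groups were fully apart for 1101 genes (16.5%), where chance gives 10%. Leaving out the first, the second or the third P6 control lowered the count to 30, 38 and 42 genes. Scaling by the total of the values moved the median log2 fold change of all genes by 0.15 in this comparison. The largest difference was at _60292 (5269086 to 5269484 of assembly ASM97306v1), with a scaled coverage of 8.64 ± 2.35 (SD, n = 3) in P2 and 849.8 ± 149 (SD, n = 3) in P6. Its log2 fold change was 6.47 (standard error 0.551, limma adjusted p = 6.15e-05). The adjoining genes _60293 and _60294 had log2 fold changes of 5.44 (limma adjusted p = 1.12e-07) and 4.35 (limma adjusted p = 7.16e-06). The value of _60293 moved with a pseudocount of 5 (4.81). The genes flanking these 3 did not share the difference, with −0.90 at _60291 and 0.37 at _60295. Besides the *gro* genes, the largest differences in the other direction were at _30474, with −3.07 (limma adjusted p = 2.47e-06), and at _11103, with −2.92 (limma adjusted p = 0.0219). The call of _11103 was lost without the first, the second or the third P6 control (−3.14, −2.76 and −2.85). The value of _11103 moved without the first P2 control (−2.19). The non-coding RNA220 was higher in P6 by 2.99 (limma adjusted p = 0.00387). At _60292, _60293, _60294, _30474, _11103 and RNA220, all libraries of P6 lay on the same side of all libraries of P2.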

To normalize these slightly variant expression patterns between P2 and P6, housekeeping genes could be used to apply a multifactorial statistical correction (i.e., using the expression levels of a set of reference genes). For cyanobacteria, a number of genes have been recently suggested as reference genes in qPCR transcriptomic studies [24,25,26]. The log_2_FC[P6C-PC2] values for these genes (Table S1, summarized in Table S3) generally confirm that the difference between the expression patterns for P2 and P6 remains sufficiently low, with a FC value for most of these reference genes around 1 albeit with FDR values > 0.05. 

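The gene sets that the paper discusses, 15 in all, were tested in 5 comparisons with camera at a preset correlation of 0.01, and adjusted over all 75 tests. Of these tests 35 passed at an adjusted p of 0.05. With an estimated correlation, the alternative that moved this count most, 11 passed, and 32 of the 35 passed under fry. Under fry the *mutT* set in P2 and P6 and the trehalose set in P2 and between the controls passed as well. The 11 that passed with an estimated correlation were the *arh* genes in P2 and P6, the *gro* and chaperone genes in P6 and in the interaction, the chemotaxis, nitrogen and agmatinase genes in P6, and the *gro* and agmatinase genes between the controls. Most sets were chosen by the study on these same samples and are not independent evidence. The 10 reference genes of Table S3 did not stand apart between P6C and P2C (camera, adjusted p = 0.268). Their median log2 fold change was −0.095, with 5 higher and 5 lower in P6. It became 0.063 when scaled by the total of the values. After irradiation, the median of these genes was 0.11 in P2 (camera, adjusted p = 0.567, 9 of 10 higher) and −0.023 in P6 (camera, adjusted p = 0.505, 4 of 10 higher). In P6 the median and the direction of the test differed in sign.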

The outliers in this set are the two *rrnB* genes encoding 16S rRNA (*L. indica* PCC 8005 has two copies of the 16-23S rRNA operon), both with FC values of 0.61, and also *secA*, with an FC of 0.69. However, rRNA levels were lowered significantly in the RNA purification procedures via rRNA depletion (see methods Section 2.4) rendering differential expression data for the *rrn* genes in Table S1 meaningless. Additionally, the use of the *rrnB* gene as a reference gene in bacterial transcriptomics is controversial since rRNA and mRNA are degraded at different rates [27]. Furthermore, the copy number of *rrnB* can be much higher than for other genes [28]. 

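For *secA* (_40988), scaled coverage was 483 ± 175 (SD, n = 3) in P2C and 334 ± 6.65 (SD, n = 3) in P6C, a log2 fold change of −0.47 (standard error 0.216, limma adjusted p = 0.365), with 3 of 3 P6 libraries below every P2 library. The first 16S rRNA gene had a log2 fold change of −0.76 (standard error 0.321, limma adjusted p = 0.327), with 3 of 3 P6 libraries below every P2 library. Before scaling, it had 6451, 7117 and 7183 in the P2 controls and 7082, 7162 and 7123 in the P6 controls, so the size of this difference comes from the scaling. Reads of the 16S rRNA copies cannot be assigned to either with certainty. This gene reached 91.8% of the highest coverage of a library. Its unscaled mean coverage in irradiated P6 was 0.996 times that of the P6 controls, against 1.88 times after scaling.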

Unsurprisingly the above three studies [24,25,26] showed that, for a number of cyanobacteria and for a variety of conditions, the *rrnB* gene may not be a good choice for the normalization of transcriptomic data. In addition, these studies also showed that *secA* did not perform well as a reference gene, at least for some cyanobacteria under some conditions.

For these reasons we considered the genetic background of each strain as a “batch” condition and performed batch normalization (see Methods), resulting in a set of 660 DEGs (Table S5) with 98 DEGs having a predicted function (Tables S2, S4 and Table 3, Table 4 and Table 5) and 32 DEGs transcribed into non-coding RNA (Table S2, S4 and Table 6, Table 7 and Table 8). 

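With strain as a term in the limma model, 594 genes were called for irradiation, 336 higher and 258 lower. Among them were 33 genes for non-coding RNA and tRNA, 11 higher and 22 lower, with 7 higher without the first P2 control or when scaled by the total of the values. The count ran from 551 without the first P6 control to 617 without the third P2 control, and reached 479 to 660 under the other alternatives. All 277 genes called in both strains were among the 594.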

All 130 (98 + 32) genes but one verified in this way belong to a subset of the 229 (171 + 58) genes selected prior to batch normalization. The only exception being *narH* (ARTHROv5_10325) (in fact a mere gene fragment and identified by MaGe as being an fCDS) which was not seen as a true DEG in the original P2/P6 comparison (Tables S1 or S2: [P2R-P2C] → log_2_FC 1.73, FDR 0.087; [P6R-P6C] → log_2_FC 0.66, FDR 0.47), yet was scored as a DEG after batch normalization (Table S4: log_2_FC 1.12, FDR 0.048, bringing the total in this table inadvertently to 99). 

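The *narH* fragment (_10325, 333734 to 334300 of assembly ASM97306v1) was near the floor in P2, with a scaled coverage of 1.56 ± 1.42 (SD, n = 3) in the controls and 5.70 ± 1.87 (SD, n = 3) after irradiation. In P6 it was 4.48 ± 2.49 (SD, n = 3) in the controls and 7.64 ± 0.721 (SD, n = 3) after irradiation. The log2 fold changes were 1.56 (standard error 0.487, limma adjusted p = 0.0526) in P2 and 0.77 (standard error 0.487, limma adjusted p = 0.344) in P6, and every irradiated library lay above every control of its strain. In P2, *narH* passed the threshold without the second or the third P2 control (1.98 and 1.80) or the second P6 control (1.60), under median-of-ratios scaling (1.59), with rRNA left out before scaling (1.61) and with limma without its trend (1.56). With strain as a term the value was 1.16 (standard error 0.349, limma adjusted p = 0.0273).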

We discuss the majority of the 130 DEGs verified via batch normalization in separate sections below. Note that for all these genes the original FC is displayed rather than the FC after batch normalization as to allow comparison between P2 and P6 expression profiles. 

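All 660 genes that Table S5 lists after batch normalization were found among the genes tested. Of these, 582 were also called here with strain as a term, and all 660 had the same sign as the paper's value. Over these genes, the correlation of the paper's log2 fold changes with those computed here was 0.992 (Pearson's r), with a median absolute difference of 0.0475. Genes are not independent replicates. In the comparisons within each strain, 48 of the 660 were called in neither P2 nor P6.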

FC values and trends across the two approaches, i.e., prior and after normalization, are highly similar and fully corroborate to each other (verifiable with Tables S1 or S2 and S4).

#### 3.2.1. Genes Regulated by γ-Radiation in Strain P2 But Not in Strain P6

In the P2 morphotype (straight trichomes) of *L. indica* PCC 8005, a total of 887 genes were differentially expressed by exposure to gamma radiation (336 upregulated and 551 downregulated) (Table 2). Out of those, 119 had a defined function according to the MaGe annotation platform (42 upregulated and 77 downregulated). Additionally, 43 genes were transcribed into non-coding RNA (21 upregulated and 22 downregulated) (Table 2). 

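Of the genes called in P2, 316 were higher and 296 lower after irradiation. This division was not stable, as 177, 140 and 135 genes were lower without the first, the second and the third irradiated P2 library. In a fit of the P2 libraries alone, 198 were higher and 118 lower. Control and irradiated libraries were fully apart for 2309 genes (34.6%), where chance gives 10% for 3 against 3, and 610 of the 612 called genes were among them. The first P2 control had the fewest reads and stood apart from the other libraries, as 1997 genes (30.0%) differed more than 2-fold from the mean of the other P2 controls. Its correlation across genes with the other P2 controls was between 0.921 and 0.931, while the latter correlated with each other at 0.986. Its highest correlation, 0.933, was with the first P6 control. Leaving out the first P2 control raised the correlation between the strains' responses to 0.705. Outside the *arh* genes, the largest changes were at _10473, with a log2 fold change of 4.36 (limma adjusted p = 8.15e-06), at _30018 with 4.21 (limma adjusted p = 2.38e-05) and at _10126 with 3.94 (limma adjusted p = 8.29e-04). The value of _30018 moved with a pseudocount of 5 (3.53). The value of _10126 moved without the first or the third P2 control (3.30 and 4.55). The largest falls were at _10460, with −4.21 (limma adjusted p = 0.037), and at _11807, with −4.13 (limma adjusted p = 0.00212). The call of _10460 was lost without the first or the second P2 control (−3.45 and −4.11), the first, the second or the third irradiated P2 library (−3.85, −4.45 and −4.21) or the third irradiated P6 library (−4.16). The value of _10460 moved without the third P2 control (−4.97). The value of _11807 moved without the first P2 control (−3.46). At all 5 genes the irradiated libraries lay on 1 side of all controls.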

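In P2, 42 of the 85 named coding genes called were higher and 43 lower after irradiation. The 32 genes called for non-coding RNA and tRNA divided into 16 higher and 16 lower, with 13 tRNA genes among the latter. The RNA genes called as higher were 9 without the first P2 control and 32 without the third, and those called as lower were 8 and 7 without the second and the third irradiated P2 library. In a fit of the P2 libraries alone, 8 RNA genes were higher and 10 lower, and 24 named coding genes were lower. Without the second irradiated P2 library, 28 named coding genes were lower. P2 alone gave 35 of the named coding calls and 19 of the RNA calls.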

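Table 3 names 19 genes, among them *mutT1*, *sseA*, *sigG*, *isiA*, *rfpX*, *hliA*, *kaiA*, *kaiB* and *dam*. In these data, 15 of the 19 were called in P2, none was called in P6, and 17 changed in the same direction in P6. The exceptions in direction were *faxB3* and *faxB4*, with log2 fold changes of 0.64 and 0.070 in P6. Not called in P2 were *insB*, *rfpX*, *faxB3* and *faxB4*. Whether the response differed between the strains was tested with limma's interaction. Over all genes, 0 of the 19 passed at an adjusted p of 0.05, and 2, *sigG* and *hliA*, had an unadjusted p under 0.05. Adjusted over the list alone, that is over the 33 genes of Tables 3 and 4, *hliA* passed. The study chose that list on these same samples, so the second count is not independent evidence. With strain as a term, 12 of the 19 were called.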

Verification with batch normalization resulted in 19 genes (8 induced, 11 repressed) only regulated in P2 but not in P6 (indicated in Table S2 and listed separately in Table 3).

The *mutT1* gene (_40086) encodes a 8-oxo-dGTP diphosphatase/NUDIX hydrolase that helps to rid the cell of ROS-oxidized nucleotides which are highly mutagenic as they cause errors in DNA replication. The genome of the model organism for radiation resistance *D. radiodurans*, contains at least 23 genes encoding such 8-oxo diphosphatase/hydrolases, some of which may act to “sanitize” other mutagenic (radiation-evoked) DNA precursors [29]. 

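The *mutT1* gene (_40086) had a scaled coverage of 59.6 ± 26.5 (SD, n = 3) in the controls and 142 ± 51.2 (SD, n = 3) after irradiation in P2, a log2 fold change of 1.28 (standard error 0.347, limma adjusted p = 0.0303). In P6 the value was 0.72 (limma adjusted p = 0.2). Every irradiated library lay above every control in both strains. The call of *mutT1* was lost without the second P2 control (1.01) or the first or the third irradiated P2 library (1.01 and 1.44) and in a fit of the 2 groups alone (1.30). The interaction of *mutT1* had a limma adjusted p of 0.653 at a value of −0.56. As a set, the genes _30367, _30835, _60942 and _61161 had a median log2 fold change of −0.48 in P2 (camera, adjusted p = 0.168, 4 of 4 lower) and −0.36 in P6 (adjusted p = 0.428, 3 of 4 lower). The set passed under fry in both strains (adjusted p = 0.00815 in P2 and 0.0213 in P6), and not with an estimated correlation (adjusted p = 0.296 and 0.513).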

In *L. indica* PCC 8005, four other *mutT* genes exist (_30367, _30835, _60942, and _61161) but these were not scored as DEGs either in P2 or P6.

The SigG sigma factor encoded by the *sigG* gene is ubiquitous to all cyanobacteria and belongs to the so-called extracytoplasmic function (ECF) family of alternative sigma factors. Members of this family receive specific external stimuli to control the expression of proteins residing in the outer membrane or periplasmic space and hence are able to swiftly react to adverse conditions including high-intensity light, UV radiation, salinity, desiccation, antibiotics, and heavy metals. Although the strict DEG selection scores sigG only induced in P2, it is worthwhile to note that this gene has an FC of 1.93 (FDR = 0.012) in strain P6 (Table S2).

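Scaled coverage of *sigG* (_40126) was 409 ± 78.4 (SD, n = 3) in the controls and 1195 ± 193 (SD, n = 3) after irradiation in P2, and 742 ± 71.0 (SD, n = 3) in the controls and 1428 ± 81.5 (SD, n = 3) after irradiation in P6. The log2 fold changes were 1.55 (standard error 0.184, limma adjusted p = 2.45e-04) and 0.95 (standard error 0.184, limma adjusted p = 0.00513), with every irradiated library above every control in each strain. In P6, *sigG* passed the threshold without the second P6 control (1.05) or the third irradiated P6 library (1.00). The response in P6 was smaller than that in P2 by a log2 value of −0.60 (standard error 0.260, limma adjusted p = 0.544), and by an adjusted p of 0.209 adjusted over the list alone.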

**Table 3:** Irradiation-induced and repressed genes of known function in P2 but not in P6.

Gene	MaGe-ID	Predicted Function	COG-ID	Class	FC
***czcD***	10962	cation efflux system protein	COG1230	P	2.71
***mutT1***	40086	NUDIX hydrolase, MutT-like mutator protein	COG1051	F	2.38
***sigG***	40126	RNA polymerase sigma factor, ECF subfamily	COG1595	K	2.92
***acaE***	40592	precursor peptide (cyanobactin), PatE-like	nd	nd	2.73
***nanE***	41334	N-acylglucosamine-6-phosphate 2-epimerase	COG3010	G	2.42
***sseA***	60026	3-mercaptopyruvate sulfurtransferase	COG2897	P	2.53
***pflB***	60899	pyruvate formate lyase I	COG1882	C	2.78
***isiA***	61180	iron stress-induced chlorophyll-binding protein	nd	nd	2.32
***hisR***	30044	transcriptional 2-C system response regulator	COG0745	T	0.35
***insB***	30106	transposase InsAB′, IS*1* family (fragment)	COG1662	L	0.30
***rfpX***	30213	fluorescence recovery protein (RFP)	nd	nd	0.18
***faxB3***	30751	tentative phage protein	nd	nd	0.14
***hliA***	40644	high light-inducible protein (HLIP)	nd	nd	0.18
***chlN***	41145	protochlorophyllide reductase subunit	COG2710	C	0.31
***faxB4***	50359	tentative phage protein	nd	nd	0.17
***kaiA***	60140	circadian clock protein	nd	nd	0.39
***kaiB***	60141	circadian clock protein	COG0526	C, O	0.27
***dam***	60398	DNA adenine methylase	COG0338	L	0.41
***corA***	60812	magnesium/nickel/cobalt transporter	COG0598	P	0.43

MaGe-ID, unique gene identifier of the MaGe Genomes Database (https://mage.genoscope.cns.fr/) [10] for ARTHROv5; COG-ID, Database of Clusters of Orthologous Genes (COG) Definition [30]; class, classification of COGs into functional categories (one-letter codes explained in Table S2); FC, fold change; Induced (green): FC ≥ 2, Repressed (red): FC ≤0.5; all genes abide to the selection criteria of |log_2_FC| ≥ 1 and FDR ≤ 0.05 (see Methods), highly induced or repressed genes (four-fold or higher) are indicated with deeper green or red, respectively.

The *sseA* gene encodes a 3-mercaptopyruvate sulfurtransferase (3-MST) that may be involved in cysteine and methionine metabolism, tRNA sulfuration, and the generation of sulfane sulfur species that may help to protect cells against oxidative stress. MSTs are ubiquitous across all domains of life yet only very few prokaryotic MSTs have been structurally and biochemically characterized [31,32] while their function in cyanobacteria remains enigmatic.

The *isiA* gene codes for a CP43-like chlorophyll-binding protein that acts as an antenna protein under iron-limiting conditions, protects the PSI photosystem at high-light irradiances by forming a large protective multi-subunit ring-shaped complex around PSI, and has a great capacity to dissipate excesses of excited-state energy, hence preventing over-excitation of PSII (reviewed in 2018 by Chen and colleagues [33]). Recently, it has been proposed that the actual major function of the IsiA pigment–protein complex would be to act as a storage depot for up to 50% of the cellular chlorophyll content during stress-induced degradation of phycobilisomes which effectively prevents cells to absorb light under conditions of metabolic arrest [34]. In this context, the IR-induced expression of the *isiA* gene makes sense: not only does it serve to dissipate excesses of energy, but it also keeps a chlorophyll pool ready for use in the post-irradiation recovery phase. The fact that *isiA* is induced by gamma-irradiation in P2 but not in P6 (or at least not as distinctively, with an FC = 1.81 and an FDR = 0.074 hence not being scored in P6 as a DGE) (Table S2) may explain in part the somewhat faster recovery of P2 cells after irradiation-free regrowth in fresh medium (Figure 2).

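For *isiA* (_61180, 6134511 to 6135539 of assembly ASM97306v1), scaled coverage rose from 25.3 ± 5.89 (SD, n = 3) to 59.3 ± 3.41 (SD, n = 3) in P2, a log2 fold change of 1.22 (standard error 0.223, limma adjusted p = 0.00434). In P6 it rose from 26.9 ± 4.37 (SD, n = 3) to 48.6 ± 6.92 (SD, n = 3), with 0.83 (standard error 0.223, limma adjusted p = 0.0292). All irradiated libraries lay above all controls in both strains. The difference between these responses, −0.39, had a limma adjusted p of 0.633, and 0.333 adjusted over the list alone.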

Among the genes repressed uniquely in strain P2, *rfpX* and *hliA* are of immediate interest (Table 3). The former encodes a Fluorescence Recovery Protein (FRP), a small protein of 106 aa that exists in dimeric and tetrameric forms and in natural conditions plays a crucial role in cyanobacteria for the protection against the adverse effects of high-intensity light (HL) [35,36]. This protection is essential because longer periods of intense light inevitably will lead to a saturation in the cell’s capacity for photosynthesis and in turn, will increase the levels of reactive oxygen species which damage pigments, lipids, and PSI and PSII proteins of the photosynthetic thylakoid membrane [37] (and references therein). The latter encodes an HL-inducible protein. Such proteins are mostly located in the PSII system and have not only a chlorophyll-protein protective function but also an energy-quenching role [38]. It is odd that these two genes, *rfpX* and *hliA*, are firmly repressed (five-fold) by irradiation in the P2 strain which is known to grow slightly better under standard conditions and also recovers better from gamma irradiation. 

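The *hliA* gene (_40644) lies at 3881078 to 3881287 and *rfpX* (_30213) at 2596328 to 2596648 of assembly ASM97306v1. Scaled coverage of *hliA* was 5624 ± 1954 (SD, n = 3) in the controls and 1031 ± 132 (SD, n = 3) after irradiation in P2, a log2 fold change of −2.39 (standard error 0.290, limma adjusted p = 2.77e-04). In P6 it was 4042 ± 1191 (SD, n = 3) in the controls and 3060.4 ± 556 (SD, n = 3) after irradiation, with −0.38 (standard error 0.290, limma adjusted p = 0.447). All irradiated P2 libraries lay below all P2 controls, and 2 of 3 did so in P6. Its values came close to the highest coverage of a library, at 87.2% in a P6 control. The interaction of *hliA* was 2.01 (standard error 0.411, limma adjusted p = 0.193) over all genes and had an adjusted p of 0.00556 adjusted over the list alone, a list chosen on these same samples. For *rfpX* the P2 controls differed widely, with 763 ± 620.4 (SD, n = 3) in the controls and 138 ± 12.5 (SD, n = 3) after irradiation, and the log2 fold change was −2.09 (standard error 0.693, limma adjusted p = 0.065). Every irradiated P2 library lay below every control. In P2, *rfpX* passed the threshold without the third P2 control (−2.71) or the third irradiated P6 library (−2.04). In P6 the value of *rfpX* was −0.38 (standard error 0.693, limma adjusted p = 0.789), with 1 of 3 irradiated libraries below every control. The sign of *rfpX* in P6 reversed without the first irradiated P6 library (0.18). The interaction of *rfpX* was 1.71 (standard error 0.981, limma adjusted p = 0.569), with 0.209 adjusted over the list alone.

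**Figure D1:**
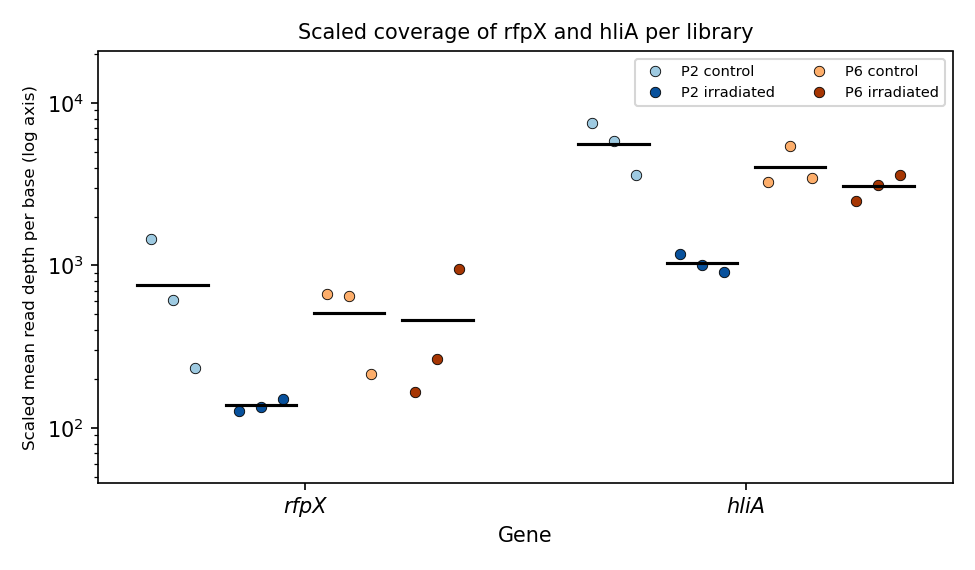
Scaled coverage of *rfpX* and *hliA* in each library (mean read depth per base divided by the library's scaling factor, log axis) by group. Points are single libraries and the black bars are means of 3 libraries. The irradiated P2 libraries of *hliA* lie together near 1031, while the P2 controls of *rfpX* spread with an SD of 620.4.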

One would think that gamma rays, which have extremely high photonic energies, would elicit the opposite effect and cause a higher—not lower—expression of these two genes. Importantly, neither *rfpX* nor *hliA* was identified as gamma radiation-regulated in previous studies [11,12], which in fact confirms our results for the P6 strain. Hence, the tight repression of these genes in the irradiated P2 strain deserves detailed follow-up experiments with gene-specific RT-qPCR analyses.

Interestingly, also the *kaiABC* circadian locus was well repressed in P2 but not regulated in P6 [note that although *kaiC* is not seen as a DEG in the normalization procedure (Table S4) it was registered as a DEG in the original comparison, being repressed more than two-fold in P2 but unregulated in P6 (Table S2 and Table 3)]. 

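The *kaiA*, *kaiB* and *kaiC* genes (_60140 to _60142) follow each other from 5129573 to 5132764 of assembly ASM97306v1. In P2 their log2 fold changes were −1.35 (standard error 0.271, limma adjusted p = 0.00677), −1.75 (standard error 0.313, limma adjusted p = 0.00382) and −1.07 (standard error 0.212, limma adjusted p = 0.00629), with all irradiated libraries below all controls. The call of *kaiC* was lost without the first or the second P2 control (−0.94 and −0.97) or the second irradiated P2 library (−0.94), with a pseudocount of 5 (−0.99) and in a fit of the 2 groups alone (−1.05). In P6 the same genes had −0.68 (limma adjusted p = 0.12), −0.88 (limma adjusted p = 0.0842) and −0.68 (limma adjusted p = 0.0531), with 2, 3 and 3 of 3 irradiated libraries below every control. In P6, *kaiB* passed the threshold when scaled by the total of the values (−1.10). Scaled coverage of *kaiB* was 359 ± 217 (SD, n = 3) in P2C, 95.4 ± 6.93 in P2R, 199.8 ± 40.8 in P6C and 106 ± 5.31 in P6R. The interaction values were 0.67, 0.87 and 0.39, with limma adjusted p-values of 0.569, 0.555 and 0.624. Adjusted over the list alone, *kaiA* had 0.209 and *kaiB* 0.209.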

The KaiABC circadian clock—essentially measuring time in 24 h periods—enables an organism to regularly coordinate and adjust its cellular processes including major steps in its cell cycle and key metabolic functions [39,40]. In cyanobacteria, a number of additional genes are involved in circadian expression, i.e., *rpaA*, *rpaB*, *sasA*, *labA*, *cdpA*, *cpmA*, *ldpA*, *ircA*, *prkE*, *lalA*, and *cikA* [41,42]. This spurred us to look for these genes in the *L. indica* PCC 8005 genome using the *Synechocystis* sp. PCC 6803 counterpart protein sequences as queries for BLAST searches against the *L. indica* PCC 8005 proteome at MaGe (ARTHROv5) [10]. All these genes could be found in the PCC 8005 genome, with their gene products displaying between 30 and 87% sequence identity with their query. Only *pex* (_20131) and *sasA* (_60943) were correctly named in the MaGe annotation platform and hence were considered in our analyses as genes with predicted function, while none of the other genes (*rpaA*, _12022; *rpaB*, _60282; *cdpA*, _41365 and _41035; *cpmA*, _20263; *ldpA*, _11956; *ircA*, _40296; *prkE*, _41401 and 40698; *lalA*, _40200) were named as such in MaGe and thus did not show up in our analyses beyond Table S1. When we checked the full list of genes (including *pex* and *sasA*) using their unique protein identifier for regulation by gamma-irradiation (Table S1) only the *cikA* gene (_41335) showed up. This gene is, like the *kaiABC* locus itself, more than two-fold repressed in P2 (log_2_FC = −1.31, FDR = 0.002) and not regulated in P6. 

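Scaled coverage of *cikA* fell from 74.9 ± 33.3 (SD, n = 3) to 29.9 ± 3.36 (SD, n = 3) in P2, a log2 fold change of −1.22 (standard error 0.278, limma adjusted p = 0.0141). In P6 it fell from 87.9 ± 15.8 (SD, n = 3) to 49.2 ± 7.69 (SD, n = 3), with −0.82 (standard error 0.278, limma adjusted p = 0.0745). Irradiated libraries were all below the controls in each strain. The call of *cikA* in P2 was lost without the first P2 control (−0.88) or the second or the third irradiated P2 library (−1.22 and −1.07) and in a fit of the 2 groups alone (−1.19). In P6, *cikA* passed the threshold when scaled by the total of the values (−1.04). The responses differed by 0.40 (limma adjusted p = 0.681) between the strains. Leaving out other libraries than those named changed no call of *cikA*.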

The CikA protein is a histidine kinase with roles in time entrainment (i.e., a clock reset in the cue of environmental changes), output signalling, and cell division [40,43]. Several studies on a variety of cyanobacteria have shown that the circadian system (with the core clock constituted by the KaiABC complex and the three input/output proteins SasA, CikA, and RpaA) controls gene expression at a global cell scale regulating a large portion of their genome in the range of 20 to 79% [41,44,45]. In addition, in cyanobacteria the circadian clock needs to work unperturbed as to ensure complete chromosome replication [46]. Thus, although the reasons why *kaiABC* and *cikA* gene expression is repressed by gamma irradiation in *L. indica* P2 but not in P6 remain elusive for now, it is clear that any disturbance in P2 circadian rhythm will bear a cell-wide impact on many cell processes, possibly explaining or augmenting the different routes taken by P2 and P6 in coping with IR.

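For *dam* (_60398), scaled coverage was 34.9 ± 7.84 (SD, n = 3) in the controls and 14.2 ± 1.00 (SD, n = 3) after irradiation in P2, and 45.2 ± 8.76 (SD, n = 3) in the controls and 24.3 ± 5.34 (SD, n = 3) after irradiation in P6. The log2 fold change was −1.22 (standard error 0.248, limma adjusted p = 0.00724) in P2 and −0.87 (standard error 0.248, limma adjusted p = 0.038) in P6, and in both strains all irradiated libraries lay below all controls. In P6, *dam* passed the threshold without the second P6 control (−1.00) or the third irradiated P6 library (−1.02) and when scaled by the total of the values (−1.09). The interaction was 0.35 (limma adjusted p = 0.684), with 0.394 adjusted over the list alone.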

The *dam* gene encoding the *L. indica* DNA adenine methylase is also more than two-fold repressed in P2 but not regulated in P6. This gene (_60398) is not associated with any of the restriction–modification (RM) systems in the *L. indica* genome. Such “orphan” MTases are widespread among bacterial genomes [47] and it has been recognized that Dam methylation plays an important role in the regulation of bacterial gene expression and DNA repair and replication [48,49]. It is possible that differences in *dam* gene regulation between strains P2 and P6 give rise to different Dam methylation patterns in their genomes which in turn may help explain in part the variance in the IR response routes deployed by these strains.

#### 3.2.2. Genes Regulated by γ-Radiation in Strain P6 But Not in Strain P2

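Irradiation changed 534 genes in P6 by the limma test, 345 of them higher and 189 lower. Groups were fully apart for 2589 genes (38.8%), where chance gives 10%. Scaling by the total of the values moved the median of all genes by −0.21 in P6 and turned the division into 221 higher and 405 lower, so a direction in P6 is relative to the scaling. Without the second irradiated P6 library 223 were higher, and without the first P6 control 124 were lower. The genes with the largest changes, next to *groS*, *groL1* and the *arh* genes, were *hsdR1a* (_30623) with a log2 fold change of 3.64 (limma adjusted p = 1.89e-05), _10474 with 3.61 (limma adjusted p = 4.85e-05), _10473 with 3.61 (limma adjusted p = 4.23e-05) and _30018 with 3.50 (limma adjusted p = 7.90e-05). Every irradiated library was above every control for these 4 genes. In P2, *hsdR1a* had 2.86 (limma adjusted p = 8.30e-05) and _10474 had 3.78 (limma adjusted p = 3.36e-05), also with the groups apart.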

In the P6 morphotype (helical trichomes) of *L. indica* PCC 8005, a total of 666 genes were differentially expressed by exposure to gamma radiation (398 upregulated and 268 downregulated) (Table 2). Out of those, 114 had a defined function according to the MaGe annotation platform (55 upregulated and 59 downregulated). Additionally, 31 genes were transcribed into non-coding RNA (9 upregulated and 22 downregulated) (Table 2). 

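Called in P6 were 93 named coding genes, 48 higher and 45 lower, and 24 genes for non-coding RNA and tRNA, 9 higher and 15 lower. Scaled by the total of the values, the named coding genes divided into 31 higher and 75 lower and the RNA genes into 4 higher and 24 lower. Without the second irradiated P6 library 5 RNA genes were higher, and 6 were lower without the second P6 control and 9 without the third irradiated P6 library. With all libraries, P6 alone gave 43 of the named coding calls and 11 of the RNA calls. Of the RNA genes lower in P6, 10 were tRNA genes.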

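Table 4 names 14 genes, *groL2*, *cry*, *psbI*, *cyp*, *cysA*, *cbsR*, *cheY1*, *glnA*, *ntcB*, *nthA* and *hypB1* among them. All 14 were called in P6 and changed in the same direction in P2, where *cheY1* was also called. Limma's interaction called 1 of the 14 over all genes, *groL2*, and 4 had an unadjusted p under 0.05. Adjusted over the list alone, *groL2*, *glnA* and *nthA* passed, which is not independent evidence since the study drew the list from these samples. All 14 were called with strain as a term.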

Verification with batch normalization resulted in 14 genes (9 induced, 5 repressed) only regulated in P6 but not in P2 (indicated in Table S2 and listed separately in Table 4).

**Table 4:** Irradiation-induced and repressed genes of known function in P6 but not in P2.

Gene	MaGe-ID	Predicted Function	COG-ID	Class	FC
***cry***	10963	deoxyribo-dipyrimidine photolyase	COG0415	L	2.66
***groL2***	30259	chaperonin GroEL, large subunit L	COG0459	O	11.13
***psbI***	30303	photosystem II reaction center protein	nd	nd	2.41
***cbsR***	30501	transcriptional regulator (cysteine biosynthesis)	COG0664	T	3.13
***cysA***	30503	sulfate/thiosulfate import ATP-binding protein	COG1118	P	2.97
***cas2***	40676	CRISPR-associated endoribonuclease	COG1518	L	2.42
***proA1***	41057	γ-glutamyl phosphate reductase	COG0014	E	2.80
***cyp***	60259	cytochrome P450	COG2124	Q	2.99
***cheY1***	60578	response regulator (receiver domain), 2-C system	COG0784	T	3.49
***glnA***	12133	glutamine synthetase	COG0174	E	0.24
***ntcB***	30796	transcriptional activator (nitrogen assimilation)	COG0583	K	0.46
***hypB1***	40489	hydrolase (nickel liganding into hydrogenases)	COG0378	K	0.33
***nblB1***	50028	phycocyanin α-phycocyanobilin lyase	COG1413	C	0.34
***nthA***	60175	nitrile hydratase α subunit	nd	nd	0.30

(abbreviations, colors, and selection criteria are as in Table 3).

Immediately standing out in the list of P6-specific DEGs is the chaperonin-encoding *groL2* gene (_30259) which is induced over ten-fold in response to γ-radiation (FC = 11.1). 

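At 2648894 to 2650570 of assembly ASM97306v1, *groL2* had a scaled coverage of 87.0 ± 7.81 (SD, n = 3) in P6C and 971 ± 226 (SD, n = 3) in P6R, a log2 fold change of 3.44 (standard error 0.196, limma adjusted p = 1.41e-06). In P2 the values were 435 ± 84.6 and 630.4 ± 18.9 (SD, n = 3 each), with 0.55 (standard error 0.196, limma adjusted p = 0.0815). All irradiated libraries lay above all controls of their strain. The response in P6 exceeded that in P2 by 2.89 (standard error 0.278, limma adjusted p = 0.00119), and by an adjusted p of 5.90e-06 adjusted over the list alone. No alternative changed these calls, and without each library in turn the interaction stayed between 2.67 and 3.06.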

While this gene is solitary placed on the genome another copy of the gene, *groL1* (_61181), is accompanied by its cochaperonin-encoding *groS* gene (_61182). Chaperonins promote protein folding and are known to play a role in the maintenance of cellular stability under a wide variety of stress [50]. Though most cyanobacteria encode one *groSL* locus and one additional monocistronic *groL* many also contain a second *groSL* [51]. The *L. indica* PCC 8005 proteins GroL1 and GroL2 are of nearly the same size (545 and 558 aa, respectively) and are 64% identical on peptide level. As chaperonins normally require an interaction of the large (L) and small (S) subunits to function properly, it is possible that GroL1 and GroL2 compete for the same GroS partner. Alternatively, GroL2 may have evolved a specialized function while GroL1 kept a housekeeping function [52]. Note that the *groSL1* locus (_61181/2) is induced in both P2 and P6 (Table 5) but where *groSL1* expression is only 2–3 fold elevated in P2, it is massively induced, ca. 30-fold, in P6. It is tempting to speculate that P6 proteins are more heavily damaged by gamma irradiation than P2 cells—which would be in line with the noted difference in IR resistance between the two strains—and therefore require more abundant levels of GroSL chaperonins, whether of mono- or bicistronic origin. 

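The *groL1* and *groS* genes lie side by side, at 6135878 to 6137515 and 6137626 to 6137937 of assembly ASM97306v1. In P6, *groL1* rose from a scaled coverage of 93.4 ± 7.65 (SD, n = 3) to 2788 ± 903 (SD, n = 3), a log2 fold change of 4.84 (standard error 0.343, limma adjusted p = 7.35e-06). For *groS* the step was from 123.2 ± 29.1 to 3978 ± 1020.2 (SD, n = 3 each), with 5.00 (standard error 0.268, limma adjusted p = 1.35e-06). In P2, *groL1* had 774 ± 359 in the controls and 2181 ± 270.3 after irradiation, with 1.63 (standard error 0.343, limma adjusted p = 0.00902), and *groS* had 1078 ± 326 and 2557 ± 67.0, with 1.30 (standard error 0.268, limma adjusted p = 0.00799). Irradiated libraries were all above the controls of their strain. The call of *groL1* in P2 was lost in a fit of the 2 groups alone (1.65). The interaction was 3.22 (limma adjusted p = 0.0368) for *groL1* and 3.71 (limma adjusted p = 0.00121) for *groS*. The call of *groL1* in the interaction was lost without any library except the first P2 control (2.92 to 3.33) and with limma without its trend (3.22). As a set, *groL1*, *groL2* and *groS* passed camera in P2 (median 1.30, adjusted p = 0.00866, 3 of 3 higher), in P6 (median 4.84, adjusted p = 2.25e-08, 3 of 3 higher) and in the interaction (median 3.22, adjusted p = 1.52e-10, 3 of 3 higher).

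**Figure D2:**
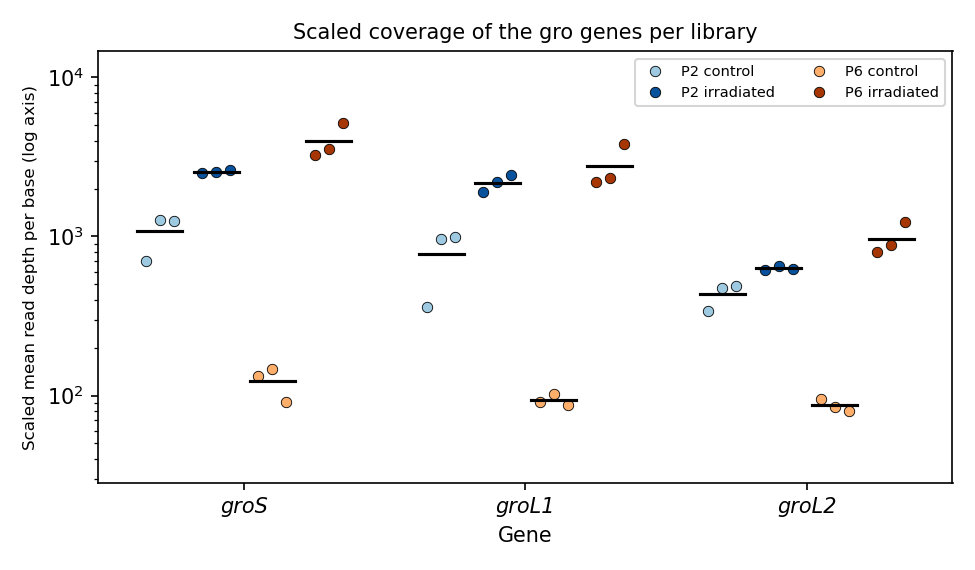
Scaled coverage of *groL1*, *groS* and *groL2* in each library (mean read depth per base divided by the library's scaling factor, log axis) by group. Points are single libraries and black bars are means of 3 libraries. P6 controls lie lowest for all 3 genes, near 93.4 for *groL1*, and irradiated P2 and P6 libraries lie closer together.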

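Between the controls, *groL1*, *groL2* and *groS* were lower in P6 than in P2, with log2 fold changes of −2.90 (standard error 0.343, limma adjusted p = 0.00129), −2.29 (standard error 0.196, limma adjusted p = 6.15e-05) and −3.10 (standard error 0.268, limma adjusted p = 6.15e-05). All P6 controls lay below all P2 controls. Between the irradiated cultures, P6 exceeded P2 by 0.32 (limma adjusted p = 0.712), 0.60 (limma adjusted p = 0.202) and 0.61 (limma adjusted p = 0.317), with 1, 3 and 3 of 3 P6 libraries above every P2 library. At each of the 3 genes the strains thus differed more between the controls than after irradiation. From the larger induction in P6, the paper speculates that proteins of P6 take more damage from gamma irradiation and need more chaperonin.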

Reversely, the P2 strain may have either lost the ability to induce these heat shock genes or simply does not need the strong induction of these genes as it incurred lesser damage than P6. Yet the P2-P6 orthologous coding and/or regulatory sequences for those genes are deemed identical based on whole-genome sequencing [13], so the remarkable variance in *groSL/L* gene induction between P2 and P6 with roughly one order of magnitude must be attributed to genetic pleiotropy involving unknown proteins, signal molecules, or ncRNAs. A preliminary analysis of the −200 upstream regions of the *L. indica* PCC 8005 bicistronic *groSL1* and monocistronic *groL2* loci learns that both regions contain a consensus CIRCE element (Controlling Inverted Repeat of Chaperone Expression) which has been shown in a variety of bacteria to act as a negative cis-element bound by HrcA (Heat shock regulation at CIRCE). However, the *hrcA* gene (_40278) in our RNA-Seq analysis was not regulated, so other regulatory mechanisms for gamma radiation-related induction of *groSL/L* might be involved. 

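The *hrcA* gene had log2 fold changes of −0.18 (standard error 0.158, limma adjusted p = 0.466) in P2 and −0.40 (standard error 0.158, limma adjusted p = 0.12) in P6, with 1 and 3 of 3 irradiated libraries below every control. Other chaperone genes were followed as well. In P6, *htpG* had 1.06 (limma adjusted p = 0.121), *clpB2* 0.61 (limma adjusted p = 0.606), *hspA* 1.68 (limma adjusted p = 0.173) and *cbpA* 1.36 (limma adjusted p = 0.0211), with 2, 1, 2 and 3 of 3 irradiated libraries above every control. These values depended on the third irradiated P6 library, without which their median fell from 1.21 to 0.76. The sign of *clpB2* reversed without the third irradiated P6 library (−0.29). The call of *cbpA* was lost without the second or the third P6 control (1.36 and 1.31) or the second or the third irradiated P6 library (1.42 and 1.08). In P2 the 4 genes had 0.37, −0.63, 0.28 and −0.17, none of them called. The sign of *hspA* in P2 reversed without the third P2 control (−0.45). The sign of *cbpA* in P2 reversed without the first P2 control (0.27). Coverage of *hspA* reached 93.9% of the highest value of a library.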

A number of additional regulatory sequences have been discovered in duplicate *groSL/groL* upstream regions across many prokaryotes, elucidating a distinct regulation of these gene loci including novel modes of light-responsive regulation [53,54]. So far we detected a light-responsive K-box element in the *groSL1* promotor region but not in the *groL2* promotor region. Clearly, a more detailed analysis on these groSL/L loci is called for, including time course studies by locus-specific qRT-PCR on *L. indica* P2 and P6 cells subjected to γ-radiation.

The induction of the *cry* gene (_10963) in P6 but not in P2 cells is of interest as this gene encodes a deoxyribo-dipyrimidinephotolyase cryptochrome (Lin-CRY) with the ability to repair cyclobutane pyrimidine dimer (CPD) lesion for both single-strand (ss) DNA and double-strand (ds) DNA [55]. Such CPD lesions are typically incited by UV as part of the solar light spectrum and photolyases are photon-triggered enzymes that revert this type of damage without relying on *de novo* DNA synthesis [56]. In our experiments, we only used LED lighting with an emission spectrum above 400 nm (see Methods) and hence the 266% induction of *cry* gene expression in the P6 strain cannot be UV-related. Additionally, gamma photons are far more energetic than UV photons and generally cause a different type of damage either directly resulting in ss and ds strand breaks or indirectly via the generation of ROS causing oxidative DNA damage, in both cases calling for other DNA repair systems. 

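For *cry* (_10963), scaled coverage was 29.3 ± 1.41 (SD, n = 3) in the controls and 78.5 ± 11.8 (SD, n = 3) after irradiation in P6, a log2 fold change of 1.38 (standard error 0.260, limma adjusted p = 0.00433). In P2 it was 31.0 ± 13.3 (SD, n = 3) in the controls and 55.5 ± 2.52 (SD, n = 3) after irradiation, with 0.89 (standard error 0.260, limma adjusted p = 0.0391). Both strains had every irradiated library above every control. In P2, *cry* passed the threshold without the first P2 control (1.21). The difference between the responses was 0.49 (limma adjusted p = 0.619) by limma's interaction, with 0.31 adjusted over the list alone.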

Still, it is possible that Lin-CRY with its unique ability to repair dsDNA CPD lesions and a unique methenyltetrahydrofolate (MTHF) chromophore-binding pattern, has yet unidentified activities related to γ-radiation-induced DNA damage and cellular responses, warranting further investigations. Interestingly, the *Synchocystis* PCC 6803 homolog Syn-CRY, in a sequence 62% identical to Lin-CRY, has been shown to have a specific physiological role in PSII repair [57]. In this context it is worth mentioning that the 38 aa gene product of *psbI*, seen as a DEG in P6 but not in P2 (Table 4), is thought to be involved in PSII assembly and also repair through interaction with the D1 and CP43 proteins [58,59], D1 being essential for PSII function—and constantly in need of replacement because it is particularly susceptible to photoinduced damage—and CP43 being a core light-harvesting pigment–protein complex.

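With 1.22 (standard error 0.303, limma adjusted p = 0.0208) in P6 and 1.00 (standard error 0.303, limma adjusted p = 0.0471) in P2, the log2 fold changes of *psbI* (_30303) lay near the threshold, and all irradiated libraries were above all controls in each strain. Scaled coverage was 159 ± 5.04 (SD, n = 3) in the controls and 384 ± 112 (SD, n = 3) after irradiation in P6. The call of *psbI* in P6 was lost without the first or the second P6 control (1.23 and 1.22) or the first or the second irradiated P6 library (1.07 and 1.12) and when scaled by the total of the values (1.00). In P2, *psbI* passed the threshold without the third P2 control (1.38), the second P6 control (1.05) or the first or the third irradiated P6 library (1.05 and 1.05), under median-of-ratios scaling (1.03), with rRNA left out before scaling (1.05) and with a pseudocount of 0.25 (1.00). Its interaction was 0.22 (limma adjusted p = 0.84), with 0.638 adjusted over the list alone. The sign of the interaction reversed without the third P2 control (−0.15).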

In strain P6, the cytochrome P450 gene *cyp* is strongly induced (FC = 3; Table 4). Cyanobacterial CYP monooxygenases play a crucial diversifying role in the production of secondary metabolites because of their regio- and stero-specific oxidation of a range of substrates [60]. Since some of these metabolites may have antioxidant or photo-protective properties, the induction of CYP in response to IR could make sense. Yet, such a CYP induction may imply a considerable investment in metabolic terms, something the already IR-stressed cells may not be readily able to afford. 

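Scaled coverage of *cyp* (_60259) rose in P2 from 95.2 ± 12.1 (SD, n = 3) to 173 ± 21.0 (SD, n = 3), a log2 fold change of 0.86 (standard error 0.228, limma adjusted p = 0.0279). In P6 it rose from 95.7 ± 15.3 to 288 ± 86.4 (SD, n = 3 each), with 1.55 (standard error 0.228, limma adjusted p = 9.59e-04). Irradiated libraries lay above the controls without overlap in both strains. In P2, *cyp* passed the threshold without the third irradiated P2 library (1.01). The interaction of 0.69 (limma adjusted p = 0.555) was not called, nor was it at 0.209 adjusted over the list alone.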

The more cautious CYP response in strain P2 (an FC of 1.8 and FDR of 0.033) may thus be a more favorable trade-off, in line with its better growth recovery from IR exposure.

The *cysA* gene displaying a 3-fold induction by SNF γ-irradiation in the P6 strain (Table 4) encodes a sulfate-transporting ATPase and is part of a gene cluster *cysARPWT* (_30503 to _30507), with CysR a transcriptional regulator and CysPWT constituting an ABC transporter system. In our study, neither *cysR* nor *cysPWT* was regulated in P2 or P6 (although *cysP* was scored as a DEG prior to normalization with an FC of 2.51 and an FDR of 0.007—Table S2). 

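The *cysA* gene (_30503) had a scaled coverage of 15.8 ± 10.9 (SD, n = 3) in the controls and 45.5 ± 26.3 (SD, n = 3) after irradiation in P6, and 11.0 ± 2.76 (SD, n = 3) in the controls and 23.9 ± 4.15 (SD, n = 3) after irradiation in P2. Its log2 fold changes were 1.52 (standard error 0.447, limma adjusted p = 0.0434) and 1.06 (standard error 0.447, limma adjusted p = 0.13), with 2 of 3 irradiated libraries above every control in P6 and 3 of 3 in P2. The call of *cysA* in P6 was lost without any library except the first P2 control, the third P2 control, the second P6 control and the first irradiated P6 library (1.09 to 1.64), when scaled by the total of the values (1.31) and in a fit of the 2 groups alone (1.54). The difference between the strains was 0.45 (limma adjusted p = 0.773), with 0.536 adjusted over the list alone. The sign of this difference reversed without the third irradiated P6 library (−0.023). For *cysP* (_30505), scaled coverage was 33.3 ± 37.8 (SD, n = 3) in the controls and 33.4 ± 41.4 (SD, n = 3) after irradiation in P6, where the SD exceeded the mean, and 31.6 ± 25.7 (SD, n = 3) in the controls and 13.3 ± 7.70 (SD, n = 3) after irradiation in P2. The values were 0.023 (standard error 0.991, limma adjusted p = 0.992) and −0.96 (standard error 0.991, limma adjusted p = 0.549), and in each strain 1 of 3 irradiated libraries lay beyond every control. The sign of *cysP* in P6 reversed without the third P6 control (−0.89) or the third irradiated P6 library (−0.96), when scaled by the total of the values (−0.18) and with a pseudocount of 5 (−0.015).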

Because we worked with strict DEG selection criteria, *cysA* was not listed as a DEG in P2 because of an FDR of 0.052 yet it displayed a solid 2-fold induction (Table S2). It is possible that under radiation stress, *L. indica* attempts to enhance sulfate uptake as it is in dire need of sulfur in glutathione biosynthesis (with cysteine as a precursor), in thiol groups of antioxidant enzymes (e.g., thioredoxins), in other thiol-disulfide exchanging proteins and ROS-signalling enzymes containing a Cys-X-X-Cys active site, or in the many key sulfur-containing compounds in the cell (i.e., sulfolipids, vitamins like biotin and thiamine, co-factors, etc.). Such cellular need for adequate levels of sulfur is also in line, at least in P2, with the increased production of 3-mercaptopyruvate sulfurtransferase involved in the cellular production of L-cysteine and encoded by *sseA* (previous section, Table 3). Immediately downstream of *cysA* lays another gene, *cbsR* (_30501), encoding a CRP/FNR family type regulator. This *cbsR* gene is induced in P6 over 3-fold (Table 4) and is followed by four genes *cysK2 cysE1*, *srpI*, and *sufS2* (_30500 to _30497) encoding a cysteine synthase, a serine O-acetyltransferase, a major membrane protein, and a cysteine desulferase, respectively, with *cysK2* one of three cysteine synthase genes, *cysE1* one of two serine acetyltransferase genes, and *sufS2* one of two cysteine desulferase genes present in the *L. indica* PCC 8005 genome, exemplifying the importance of its sulfur biogenesis and cysteine production. The observed repression of *cysP* and *sseA* only in P2, the upregulation of *cysA* in P6 (and likely P2) and the upregulation of *cbsR*, only in P6, are clear signs that the P2 and P6 strains have to cope, in response to IR exposure, with specific limitations and capacities in their sulfur households (see also our discussion in Section 3.2.3 on the commonly regulated *metE* gene).

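In P6, *cbsR* (_30501) had a scaled coverage of 6.16 ± 1.47 (SD, n = 3) in the controls and 19.3 ± 5.77 (SD, n = 3) after irradiation and a log2 fold change of 1.48 (standard error 0.285, limma adjusted p = 0.00496). In P2 the value was 0.75 (standard error 0.285, limma adjusted p = 0.0993), and all irradiated libraries lay above all controls in both strains. The interaction was 0.73 (limma adjusted p = 0.565), with 0.209 adjusted over the list alone. The *sseA* gene (_60026) rose in P2 from 229 ± 87.0 to 581 ± 41.4 (SD, n = 3 each), with 1.42 (standard error 0.289, limma adjusted p = 0.00724), and had 0.73 (limma adjusted p = 0.119) in P6. Here too the groups were apart, the irradiated libraries being higher. The 10 genes of the *cysARPWT* and *cbsR* clusters had a median of 0.24 in P2 (camera, adjusted p = 0.362, 7 of 10 higher) and 0.72 in P6 (adjusted p = 0.0118, 9 of 10 higher).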

As mentioned above, *cysE1* encodes a serine O-acetyltransferase, an enzyme catalyzing the formation of O-acetyl-L-serine (OAS) from L-serine. This OAS forms the amino acid skeleton for the production of cysteine with the input of free sulfides, interconnecting sulfate, nitrogen, and carbon assimilation in the cell. Looking at Table 4 for repressed genes in P6 but not in P2 one immediately notices the tight repression of the *glnA* gene, with an FC equal to 4.2. This gene encodes glutamine synthetase, an essential enzyme in nitrogen metabolism that catalyzes the condensation of glutamate, a pivotal carbon skeleton, and free ammonia to form glutamine. This confirms our previous findings [11,12] when we reported an immediate and full shutdown of *glnA* expression in *L. indica* PCC 8005 cells exposed to high doses of ^60^Co-gamma radiation. 

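Located at 2108322 to 2109743 of assembly ASM97306v1, *glnA* (_12133) fell in P6 from a scaled coverage of 1760.3 ± 205 (SD, n = 3) to 416 ± 41.9 (SD, n = 3), a log2 fold change of −2.07 (standard error 0.221, limma adjusted p = 1.07e-04). In P2 it fell from 1240.3 ± 369 to 739.9 ± 52.9 (SD, n = 3 each), with −0.70 (standard error 0.221, limma adjusted p = 0.0553). The irradiated libraries lay below all controls in both strains. The response in P6 was the larger by −1.38 (standard error 0.312, limma adjusted p = 0.231), and by 0.00657 adjusted over the list alone.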

Glutamine synthetase (GS) in cyanobacteria features regulatory systems that are very different from those of most prokaryotes (reviewed in 2018 by Bolay and colleagues [61]): (i) cyanobacterial GS interacts with one of two small inhibitory peptides of 7 and 17 kDa, the so-called inactivating factors (IFs) IF7 and IF17, that fully block GS activity at their highest concentrations, (ii) *glnA* and the genes encoding IF7 and IF17 (*gifA* and *gifB*, respectively) are, amongst other genes, controlled by NtcA, a global transcriptional regulator in nitrogen- and carbon metabolism that can act as a repressor or activator depending on the location of its binding site, and iii) IF abundance is tightly tuned by small non-coding (nc) RNAs that interfere with gene-specific transcript translation, some of which need to bind to glutamine (to so-called glutamine riboswitches that are unique to cyanobacteria) to obtain their most interfering secondary structure. In the MaGe database for *L. indica* PCC 8005, no *gifA* or *gifB* genes were annotated as such (and hence not taken into account in our original analyses), requiring BLASTp searches against the PCC 8005 proteome with the *Synechocystis* sp. PCC 6803 GifA and GifB sequences (Ssl1911 and Sll1515, respectively). This search yielded four potential *gifA* genes (_60802 to _60805) and two potential *gifB* genes (_11960 and _41129). The _11960 gene (now called by us *gifB1*) is immediately preceded by glutamine riboswitch RNA94. This resembles the situation in Synechocystis sp. PCC 6803 where the *gifB* (*sll1515*) gene is transcribed together with a 104 nt long untranslated transcribed region (5′UTR), containing the predicted *glnA* aptamer [62]. The other gene _41129 (provisionally called by us *gifB2*) does not have such a sequence in its 5′UTR. A second glutamine riboswitch was found in the PCC 8005 genome as gene RNA199. None of these genes were scored as DEGs in our analyses prior to normalization (Table S1) (and not withheld after normalization—not all data shown). Nonetheless, we should note that in our original analysis *gifA2*, *gifA4*, *gifB1* and both riboswitches were 165–195% up- or downregulated in strain P2, each with an FDR value below 0.05 (except RNA199 with an FDR of 0.062), yet were unregulated in strain P6 (Table S2, sheet 3).

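In P2, *gifA2* (_60803) and *gifA4* (_60805) had log2 fold changes of −0.82 (limma adjusted p = 0.188) and −0.84 (limma adjusted p = 0.0815), and *gifB1* (_11960) and the riboswitches RNA94 and RNA199 had 1.04 (limma adjusted p = 0.2), 1.14 (limma adjusted p = 0.178) and 0.78 (limma adjusted p = 0.175). In this order, 2, 2, 1, 2 and 2 of 3 irradiated libraries lay beyond every control. *gifA4* passed the threshold without the second P2 control (−1.07). In P2, *gifB1* passed the threshold without the third P2 control (1.60). RNA94 passed the threshold without the third P2 control (1.74). In P6 the same 5 genes had 0.16, 0.14, 0.15, 0.14 and 0.27, none called. The sign of *gifA2* in P6 reversed without the second irradiated P6 library (−0.13) and when scaled by the total of the values (−0.065). The sign of *gifA4* in P6 reversed without the second irradiated P6 library (−0.026) and when scaled by the total of the values (−0.082). The sign of *gifB1* in P6 reversed without the third P6 control (−0.12) or the first irradiated P6 library (−0.17) and when scaled by the total of the values (−0.074). The sign of RNA94 in P6 reversed without the third P6 control (−0.095) or the first irradiated P6 library (−0.12) and when scaled by the total of the values (−0.087). Reads of the 4 *gifA* copies may have been divided by the mapping. Coverage of *gifA2* reached 75.6% of the highest value of a library. As a set, the 6 *gif* genes and both riboswitches did not stand apart in P2 (camera, adjusted p = 0.99, 4 of 8 higher) or P6 (adjusted p = 0.614, 7 of 8 higher), with medians of 0.20 and 0.15. In P2 the direction of the test was lower while the median was above 0, and in P6 the median was −0.069 when scaled by the total of the values.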

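The *ntcA* gene (_30825) had a log2 fold change of 0.48 (standard error 0.245, limma adjusted p = 0.204) in P2 and −0.087 (standard error 0.245, limma adjusted p = 0.873) in P6, with 3 of 3 irradiated libraries above every control in P2 and 0 of 3 below every control in P6. Scaled coverage in P6 was 634 ± 188 (SD, n = 3) in the controls and 582 ± 64.7 (SD, n = 3) after irradiation. The sign of *ntcA* in P6 reversed without the second P6 control (0.15) or the second irradiated P6 library (0.0027).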

Although the global nitrogen regulator NtcA (which in *Synechocystis* sp. PC 6803 activates genes such as *glnA*, *glnB*, *nirA*, and *narB*, amongst others, and represses *gifA* and *gifB* [63]) was previously shown by us to be repressed by high doses of ^60^Co-gamma radiation [11], it was not regulated in our current analysis. 

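Scaled coverage of *glnB* (_50271) was 3268 ± 431 (SD, n = 3) in the controls and 1294 ± 169 (SD, n = 3) after irradiation in P6, a log2 fold change of −1.34 (standard error 0.193, limma adjusted p = 8.62e-04). In P2 it was 2202 ± 421 (SD, n = 3) in the controls and 1464 ± 36.9 (SD, n = 3) after irradiation, with −0.57 (standard error 0.193, limma adjusted p = 0.0689). All irradiated libraries were below all controls in each strain. A difference between the strains of −0.76 (limma adjusted p = 0.489) was not called by limma's interaction. Coverage of *glnB* came to 75.9% of the highest value of a library.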

The *glnB* gene encoding the PII signal transducer protein playing a central role in the modulation of carbon- and nitrogen metabolism-related processes and the regulation of ammonium, nitrate/nitrite, and cyanate uptake [64], is repressed in P6 but not in P2 as observed prior to normalization (Table S2; FC = 2.5/FDR = 0.000) and marginally not seen as such after normalization (FC = 1.95/FDR = 0.000; Table S5). In *Synechocystis* sp. PCC 6803, PII controls ammonium uptake by interacting with the Amt1 ammonium permease and mediates nitrate uptake by interacting with the NrtC and NrtD subunits of the nitrate/nitrite ABC-transporter NrtABCD [64]. In our study, prior to normalization, *amt1* was like *glnB* scored as a repressed gene in P6 but not in P2 (Table S2; FC = 2.38/FDR = 0.000) yet it was not retained as such after normalization (FC = 1.55/FDR = 0.03; Table S5). Nonetheless, the *nrtABCD* locus is firmly repressed in both P2 and in P6 before and after normalization (Table S2 and Table 5). Additionally, the *nrtP* gene encoding an MSF family nitrate transporter and the adjacent *narB* gene encoding a nitrate reductase, as well as the ferredoxin-nitrite reductase gene *nirA,* are tightly repressed in both strains P2 and P6 (Table 5). Likewise, the *cynBDX* genes encoding a putative cyanate transporter (or at least parts thereof) and the cyanase encoding *cynS* are highly repressed in both strains P2 and P6 (Table 5—*cynX* was manually added afterwards as it was previously unnamed but is clearly part of the *cynBDXS* gene cassette and was validated as a DEG after normalization, with FC = 3.5 and an FDR = 0.000). 

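For *amt1* (_11376), scaled coverage fell in P6 from 1106 ± 128 (SD, n = 3) to 463 ± 87.3 (SD, n = 3), a log2 fold change of −1.27 (standard error 0.263, limma adjusted p = 0.0078), with the groups apart. In P2, control and irradiated cultures overlapped at 885 ± 324 and 881 ± 24.8 (SD, n = 3 each), with 0.073 (standard error 0.263, limma adjusted p = 0.885). The sign of *amt1* in P2 reversed without the first P2 control (−0.28) and when scaled by the total of the values (−0.016). The responses differed by −1.34 (limma adjusted p = 0.393).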

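For the *nrtA*, *nrtB*, *nrtC* and *nrtD* genes (_40621 to _40618), log2 fold changes in P2 were −1.17 (limma adjusted p = 0.091), −1.14 (limma adjusted p = 0.00152), −1.12 (limma adjusted p = 0.0145) and −1.24 (limma adjusted p = 0.0241). In P6 they were −1.72 (limma adjusted p = 0.0216), −1.65 (limma adjusted p = 1.07e-04), −1.17 (limma adjusted p = 0.0106) and −1.76 (limma adjusted p = 0.00362). Each of the 4 genes had all irradiated libraries below all controls in both strains. In P2, *nrtA* passed the threshold without the first P2 control (−1.65). The call of *nrtB* in P2 was lost without the second P2 control (−0.95). The call of *nrtC* in P2 was lost without the second P2 control (−0.79) or the second or the third irradiated P2 library (−0.99 and −1.08) and in a fit of the 2 groups alone (−1.09). The call of *nrtD* in P2 was lost without the second P2 control (−0.83) or the first, the second or the third irradiated P2 library (−1.33, −1.11 and −1.18) and in a fit of the 2 groups alone (−1.22). The call of *nrtA* in P6 was lost without the first or the second P6 control (−1.75 and −1.51) or the first or the second irradiated P6 library (−1.55 and −1.47). The call of *nrtC* in P6 was lost without the third P6 control (−1.03) or the second irradiated P6 library (−1.07). The *nrtP* gene (_11808) had −2.63 (limma adjusted p = 3.17e-04) in P2 and −2.77 (limma adjusted p = 1.93e-04) in P6, and *narB* (_11809) had −2.37 (limma adjusted p = 1.48e-04) and −2.24 (limma adjusted p = 1.68e-04). For *nirA* (_11944) the values were −1.57 and −1.84, and for *cynS* (_11880) −1.96 and −2.75, with the groups of these 4 genes apart and no call changed under any alternative. The *cynB*, *cynD* and *cynX* genes (_11877 to _11879) had −1.40 (limma adjusted p = 0.0655), −0.87 (limma adjusted p = 0.0173) and −1.19 (limma adjusted p = 0.0119) in P2, and −2.43 (limma adjusted p = 0.00476), −2.44 (limma adjusted p = 3.15e-05) and −2.37 (limma adjusted p = 1.36e-04) in P6, with irradiated libraries below the controls throughout. In P2, *cynB* passed the threshold without the third P2 control (−1.84). In P2, *cynD* passed the threshold without the third P2 control (−1.01). The call of *cynX* in P2 was lost without the first P2 control (−0.91) or the second or the third irradiated P2 library (−1.05 and −1.10) and in a fit of the 2 groups alone (−1.17).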

Two unnamed gene fragments (_11875/6) upstream of *cynB* appeared to be part of this cassette as they form one single gene in other sequenced *Arthrospira/Limnospira* genomes (MaGe database [10]) as well as in other cyanobacterial genomes [65]. Together they encode a substrate-binding protein similar to NrtA/CynA. 

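The fragments _11875 and _11876 had log2 fold changes of −1.19 (standard error 0.383, limma adjusted p = 0.0577) and −0.80 (standard error 0.362, limma adjusted p = 0.156) in P2, and of −2.08 (standard error 0.383, limma adjusted p = 0.00398) and −2.02 (standard error 0.362, limma adjusted p = 0.00325) in P6. Scaled coverage of _11875 was 1185 ± 519.7 in P2C, 482 ± 46.5 in P2R, 2563 ± 212 in P6C and 680.3 ± 420.4 in P6R (SD, n = 3 each). All irradiated libraries lay below all controls of their strain for both fragments. In P2, _11875 passed the threshold without the third P2 control (−1.52) or the third irradiated P6 library (−1.14) and when scaled by the total of the values (−1.28).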

Although additional analysis is required to establish whether these gene fragments are the result of a mutation or sequencing error in the PCC 8005 genome, both genes were firmly repressed in both P2 and P6 before (Table S1) and validated as DEGs after normalization (Table S5). 

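In P6, *ntcB* (_30796) fell from a scaled coverage of 52.0 ± 9.65 to 24.7 ± 12.5 (SD, n = 3 each), a log2 fold change of −1.14 (standard error 0.347, limma adjusted p = 0.0487). The call of *ntcB* in P6 was lost without any library except the first P2 control, the third P2 control and the third irradiated P6 library (−1.27 to −0.79), under median-of-ratios scaling (−1.13), with rRNA left out before scaling (−1.12), with a pseudocount of 0.25 (−1.17) and in a fit of the 2 groups alone (−1.13). In P2 the value was −0.89 (limma adjusted p = 0.108). The interaction was −0.25 (limma adjusted p = 0.837), with 0.638 adjusted over the list alone. The sign of this interaction reversed without the first irradiated P6 library (0.048). The *nthA* gene (_60175) had −1.75 (standard error 0.195, limma adjusted p = 1.37e-04) in P6 and −0.47 (limma adjusted p = 0.124) in P2. Its interaction was −1.28 (standard error 0.276, limma adjusted p = 0.225), with 0.00609 adjusted over the list alone. For both genes and strains, irradiated libraries lay below all controls.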

Two more nitrogen-related genes scored as a DEG and repressed in P6 but not in P2 are the *ntcB* (_30796) and *nthA* (_60175) genes (Table 4). The former encodes a LysR-type, nitrite-responsive transcriptional regulator which is specifically involved in the activation of genes involved in nitrate assimilation (e.g., *nirA*, *narB*, *nrtABCD*, *nrtP*, etc.) [66]. The latter encodes the nitrile hydratase alpha subunt and is accompanied by *nthB* (_60176) for the beta unit as well as the *nthE* (_60174) gene encoding an NthAB activator protein. Nitrilate hydratases are able to free nitrogen from organic nitriles (R–C≡N) and thus open up, next to the ammonium/nitrate/nitrite and cyanate routes, an additional route for nitrogen assimilation. The *nthB* gene was firmly repressed in both P2 and P6 (Table S2 and Table 5) while *nthE*, like *nthA*, was only repressed in P6 (Table S5—note that gene _60174 is only named afterwards as *nthE* and thus was not present in our analyses). 

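For *nthB* (_60176, 5153389 to 5154135 of assembly ASM97306v1), scaled coverage fell from 1426 ± 739.5 to 513 ± 37.8 in P2 and from 1823 ± 165 to 493 ± 53.7 in P6 (SD, n = 3 each). Its log2 fold changes were −1.35 (standard error 0.290, limma adjusted p = 0.0101) and −1.89 (standard error 0.290, limma adjusted p = 0.00129). The call of *nthB* in P2 was lost without the first P2 control (−0.96) or the second irradiated P2 library (−1.26) and in a fit of the 2 groups alone (−1.32). For *nthE* (_60174), they were −0.70 (standard error 0.187, limma adjusted p = 0.0283) and −1.76 (standard error 0.187, limma adjusted p = 1.06e-04). Both genes had all irradiated libraries below all controls in each strain.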

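As a set, 21 nitrogen assimilation genes (among them *glnA*, *glnB*, *amt1*, *ntcB* and the *nrt*, *nth* and *cyn* genes) had a median log2 fold change of −1.14 in P2 (camera, adjusted p = 1.52e-10, 20 of 21 lower) and −1.84 in P6 (adjusted p = 1.22e-21, 21 of 21 lower). Limma called 9 of them in P2 and 21 in P6, and adjusted over the list alone 20 and 21 passed, which is not independent evidence as the study chose most on these samples. In the interaction, the set had a median of −0.76 (camera, adjusted p = 2.05e-08, 20 of 21 more negative in P6). Among single genes, limma gave 0 calls in the interaction, with 8 at an unadjusted p under 0.05 and 7 adjusted over the list alone. Between the controls, 20 of 21 were higher in P6, with a median of 0.76 (adjusted p = 2.15e-10), and between the irradiated cultures the median was −0.060 (adjusted p = 0.614, 11 of 21 lower in P6). With an estimated correlation the set passed in P6 (camera, adjusted p = 0.0302). It then passed neither in P2 nor between the controls (0.0725 each), nor in the interaction (0.111).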

Taken together, downregulation of nitrogen assimilation ran quite similar in the P2 and P6 morphotypes of *L. indica* PCC 8005 and was very much in line with our previous studies [11,12], with most of the involved genes repressed in both. Nevertheless, *glnA* (and probably also *glnB*), *ntcB*, *nthA* and *nthE* were clearly regulated in a strain-specific way, with a potential impact on cellular pathways and IR-incited responses.

#### 3.2.3. Genes of Strains P2 and P6 Commonly Regulated by γ-Radiation

Of the 1553 genes regulated by γ-radiation across P2 and P6, 352 genes were regulated in both strains (Table 2). Of those, 62 had a defined function according to the MaGe annotation platform (28 up- and 34 downregulated, with four genes added afterwards to Table 5—see text).

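Of the 50 named coding genes called in both strains, 28 were higher and 22 lower after irradiation. Scaled by the total of the values, 21 were higher and 34 lower, and in separate fits of each strain 14 were lower. Table 5 lists 66 genes, of which 56 were called in P2, 57 in P6 and 49 in both, and all 66 had the same sign in both strains. The genes called in neither strain were *yhdJ* and *banIR*. All 66 were called with strain as a term. In the interaction, 2 of them passed over all genes, *groL1* and *groS*, and 9 had an unadjusted p under 0.05.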

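For *rnc2* (_10310), the log2 fold changes were 2.26 (standard error 0.252, limma adjusted p = 1.64e-04) in P2 and 2.69 (standard error 0.252, limma adjusted p = 4.96e-05) in P6. Scaled coverage was 91.9 ± 32.1 (SD, n = 3) in the controls and 432 ± 74.5 (SD, n = 3) after irradiation in P2, with all irradiated libraries above all controls in both strains.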

The *rnc2* gene (_10310) encoding a ribonuclease III is highly induced by γ-radiation in both P2 and P6 (Table 5). Such RNases are involved in RNA processing and microRNA generation [67]. Recently, RNase III was also implicated in global gene expression in the cyanobacterium *Synechococcus* sp. strain PCC 7002 [68] whose genome harbours three RNase III homologs (A0061, A2542, A0384). 

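For *rnc1* (_30253), scaled coverage was 174 ± 137 (SD, n = 3) in the controls and 84.5 ± 5.35 (SD, n = 3) after irradiation in P2, and 91.8 ± 44.6 (SD, n = 3) in the controls and 65.9 ± 15.0 (SD, n = 3) after irradiation in P6. Its log2 fold changes were −0.77 (standard error 0.475, limma adjusted p = 0.297) and −0.36 (standard error 0.475, limma adjusted p = 0.693), with 2 and 0 of 3 irradiated libraries below every control.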

A second *L. indica* RNase III-encoding gene, *rnc1* (_30253) was repressed in P2 (FC > 2, FDR = 0.000) but not regulated in P6 cells in our original analysis prior to normalization (Table S2), after which it was not withheld as a DEG (Table S4). The *rnc1* and *rnc2* products were 49% and 57% identical to A2542 and A0061, respectively, but a third homolog corresponding to the *Synechococcus* A0384 “Mini-RNase III” was not found in the *L. indica* PCC 8005 proteome (via BLASTp using A0384 as a query). It has been suggested that the *Synechococcus* A0061 and A2542 RNase III play a role in processing pre-23S-rRNA explaining the significant alterations in the genome-wide expression patterns of single and combined ΔA2542/Δ0061 mutants [68]. Seen in this context, the high induction of *rnc2* in response to γ-radiation in both P2 and P6 might be related to switches and rerouting of global protein expression and hence increased needs in RNA degradation, maturation and processing.

An interesting pair of genes commonly induced in both strains P2 and P6 are *norB* and *glbN* (_10323/4). 

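Scaled coverage of *norB* was 8.46 ± 4.33 (SD, n = 3) in the controls and 24.0 ± 1.59 (SD, n = 3) after irradiation in P2, and 18.7 ± 1.5 (SD, n = 3) in the controls and 37.8 ± 1.93 (SD, n = 3) after irradiation in P6. Its log2 fold changes were 1.54 (standard error 0.333, limma adjusted p = 0.0103) and 0.98 (standard error 0.333, limma adjusted p = 0.0745). The *glbN* gene had 1.81 (standard error 0.324, limma adjusted p = 0.0038) and 1.19 (standard error 0.324, limma adjusted p = 0.0314), from a low coverage of 2.62 ± 0.479 in the P2 controls (SD, n = 3). All irradiated libraries lay above all controls in each strain for both genes. The call of *norB* in P2 was lost in a fit of the 2 groups alone (1.54). The value of *glbN* in P2 moved with a pseudocount of 5 (1.14). The call of *glbN* in P6 was lost without the first, the second or the third P6 control (1.31, 1.23 and 1.07) or the first or the second irradiated P6 library (1.22 and 1.06), when scaled by the total of the values (0.99) and with a pseudocount of 5 (0.89).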

The former gene encodes nitric oxide reductase (NOR) that should be regarded as a detoxifying enzyme as it converts the reactive nitrogen species (RNS) nitric oxide (NO) to the lesser reactive nitrous oxide (N_2_O) while *glbN* encodes a cyanoglobin able to bind, as all hemoglobins do, oxygen with high affinity but in a reversible manner [69]. In bacteria, NO levels must be carefully monitored and regulated because it is involved in many signaling networks and physiological conditions. In addition, NO is a reactive molecule that has the ability to attack, like ROS and other RNS, cellular components and requires active management. Cyanoglobins not only have a high affinity to oxygen (they probably act as oxygen scavengers) but also bind NO and as such may be key participants in the nitrogen–oxygen chemistry of cyanobacterial cells. What intrigues is the apparent genetic linkage between *norB* and *glbN* in the *L. indica* PCC 8005 genome and future investigations should include sequence analysis of *norB* and *glbN* upstream regions (URs) to identify regulatory sequences. For instance, *glbN* transcription is controlled by NtcA in Nostoc sp. UTEX 584 [70], and additional *norB-glbN* IR-induction experiments would help us to fully appreciate the functional role of a GlbN cyanoglobin in *Limnospira*‘s resistance to ionizing radiation.

Of the four intact and probably active *dnaK* genes in the *L. indica* PCC 8005 genome, i.e., *dnaK1* (_30014), *dnaK2* (_30686), *dnaK4* (_11814), and *dnaK5* (_10362), of respectively 530, 697, 658, and 737 aa in size, only the *dnaK5* gene is scored as a DEG in our analyses and was found to be highly induced (i.e., four- to sixfold) by γ-radiation in both strains P2 and P6 (Table 5). 

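For *dnaK5* the log2 fold changes were 2.59 (standard error 0.220, limma adjusted p = 2.38e-05) in P2 and 2.12 (standard error 0.220, limma adjusted p = 9.23e-05) in P6, with all irradiated libraries above all controls and no call lost under any alternative. The others were not called. In P2, *dnaK1*, *dnaK2* and *dnaK4* had −0.26 (limma adjusted p = 0.549), 0.46 (limma adjusted p = 0.0929) and −0.26 (limma adjusted p = 0.327), with 1, 3 and 2 of 3 irradiated libraries beyond every control. In P6 they had 0.22 (limma adjusted p = 0.649), 0.91 (limma adjusted p = 0.00448) and 0.39 (limma adjusted p = 0.158), with 2, 3 and 3 of 3. The sign of *dnaK1* in P2 reversed without the first P2 control (0.033). In P6, *dnaK2* passed the threshold without the second P6 control (1.06) or the third irradiated P6 library (1.01). Together, the 12 chaperone genes, the *gro* and *dnaK* genes included, had a median of 0.41 in P2 (camera, adjusted p = 0.0383, 8 of 12 higher) and 1.21 in P6 (adjusted p = 3.80e-09, 12 of 12 higher).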

The DnaK protein is the bacterial equivalent of the eukaryotic heatshock protein Hsp70 and plays a crucial role in protein stability and folding under a variety of stress conditions and handles protein-targeting and protecting functions in non-stressed cells [71]. It is estimated that in *E. coli* up to 25% of all cytoplasmic proteins interact with DnaK [72]. The occurrence of multiple *dnaK* genes in cyanobacterial genomes is rather common and indications are that they exist and function in various cellular compartments and have specific expression profiles [73,74]. The considerable induction of the *L. indica* PCC 8005 *dnaK5* gene in both P2 and P6 upon exposure to gamma radiation certainly warrants further investigation.

A striking set of genes commonly induced in both strains P2 and P6, are the five *arh* genes A to E (_10467 to _10471) (Table 5). These genes were strongly (i.e., 8 to 30-fold) induced by SNF-gamma irradiation, confirming our previous reports on ^60^Co-gamma irradiation of *L. indica* with induction levels of the same order [11,12]—please note that these genes since then were renamed so that *arhA* became the first gene and *arhE* the last. 

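In P2, log2 fold changes of *arhA* to *arhE* were 3.82 (limma adjusted p = 6.99e-05), 4.91 (limma adjusted p = 1.33e-06), 4.61 (limma adjusted p = 1.33e-06), 4.58 (limma adjusted p = 9.64e-06) and 4.60 (limma adjusted p = 6.99e-05). In P6 they were 3.04 (limma adjusted p = 2.70e-04), 3.47 (limma adjusted p = 1.89e-05), 3.92 (limma adjusted p = 6.01e-06), 4.04 (limma adjusted p = 3.15e-05) and 4.22 (limma adjusted p = 1.07e-04). Every irradiated library lay above every control at all 5 genes, and no alternative changed a call. Scaled coverage of *arhC* was 195 ± 69.0 (SD, n = 3) in the controls and 4617 ± 506 (SD, n = 3) after irradiation in P2. Before scaling, *arhA* and *arhB* came to 93.9% and 96.3% of the highest coverage of a library after irradiation, while *arhE* stayed at or under 34.9%. As a set, the 5 genes passed camera in P2 (median 4.60, adjusted p = 1.52e-10) and in P6 (median 3.92, adjusted p = 4.99e-10), with 5 of 5 higher in each.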

An updated BLASTp search against the GenBank Non-Redundant Protein Sequence Database (NRDB) of May 2021 did not result in any new information in regard to their function. All we know so far is that these five genes are most likely co-transcribed (on the basis of short, ostensibly promotor-less intergenic regions) and are very likely under control of an XRE-type transcriptional regulator encoded by the *arhR* gene (_10466) immediately preceding *arhA* and transcribed into the opposite direction.

**Table 5:** Irradiation-induced and repressed genes of known function common to P2 and P6.

Gene	MaGe-ID	Predicted Function	COG-ID	Class	FC (P2 and P6)	
***rnc2***	10310	ribonuclease III (16S/23S rRNA formation)	COG0571	K	4.71	6.58
***norB***	10323	nitric oxide reductase subunit B	COG3256	P	2.72	2.02
***glbN***	10324	cyanoglobin (hemoglobin)	COG2346	R	4.71	2.46
***narGb***	10336	nitrate reductase, alpha subunit (fragment)	COG5013	C	11.56	10.48
***dnaK5***	10362	chaperone protein (Hsp70 equivalent)	COG0443	O	6.05	4.28
***arhA***	10467	conserved hypothetical protein	nd	S	12.71	8.37
***arhB***	10468	conserved hypothetical protein	nd	S	29.85	11.33
***arhC***	10469	conserved hypothetical protein	nd	S	23.79	15.10
***arhD***	10470	conserved hypothetical protein	nd	S	23.36	15.65
***arhE***	10471	conserved hypothetical protein	nd	S	22.20	18.12
***phaP***	10501	phasin (54% aa identity with ssl2501)	nd	nd	3.08	2.63
***ubiA1***	10854	4-hydroxybenzoate octaprenyltransferase	COG0382	H	2.62	2.50
***rmlA***	12054	glucose-1-phosphate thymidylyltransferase	COG1209	M	2.05	2.14
***dusA***	20088	tRNA-dihydrouridine synthase A	COG0042	J	4.90	3.75
***panE***	30591	2-dehydropantoate 2-reductase	COG1893	H	3.84	2.93
***hsdR1a***	30623	Type I site-specific deoxyribonuclease (part)	COG0610	V	8.00	14.03
***hsdR1b***	30624	Type I site-specific deoxyribonuclease (part)	COG0610	V	4.49	5.09
***hsdR1c***	30625	Type I site-specific deoxyribonuclease (part)	COG0610	V	2.19	2.31
***cas1***	40678	CRISPR-associated endonuclease Cas1	COG1518	L	2.57	2.89
***folE1***	40925	GTP cyclohydrolase I	COG0302	H	5.51	4.83
***pyrD***	41290	dihydroorotate dehydrogenase	COG0159	E	2.25	2.07
***cheC1***	60571	inhibitor of MCP methylation	COG1776	N	2.02	2.42
***cheB1***	60572	chemotaxis protein methyl-esterase	COG2201	N	3.21	3.08
***cheW1***	60576	purine-binding chemotaxis protein	COG0835	N	2.17	4.47
***cheA1***	60577	signal transduction histidine kinase	COG0643	N	2.59	3.66
***metE***	60603	homocysteine methyltransferase	COG0620	E	7.62	4.94
***ppiC***	60867	peptidylprolyl isomerase	COG0760	O	2.37	2.52
***groL1***	61181	chaperonin GroEL, large subunit L	COG0459	O	2.82	29.87
***groS***	61182	chaperonin GroEL, small subunit S	COG0234	O	2.37	32.34
***stpA***	10080	glucosylglycerol 3-phosphatase	nd	nd	0.32	0.44
***yhdJ***	10381	DNA adenine methyltransferase	COG0863	L	0.46	0.39
***livG***	10485	leucine/isoleucine/valine transporter component	COG4674	R	0.31	0.31
***nadC***	10738	nicotinate-nucleotide pyrophosphorylase	COG0157	H	0.55	0.44
***bcp4***	10833	1-Cys peroxiredoxin (PrxQ4)	COG1225	O	0.40	0.43
***cheY6***	10887	response regulator (receiver domain), 2C-system	COG0784	T	0.44	0.40
***intA9***	11275	site-specific recombinase (fragment)	nd	nd	0.25	0.5
***hsdS***	11311	type I DNA restriction specificity protein (part)	COG0732	V	0.37	0.45
***nrtP***	11808	nitrate/nitrite antiporter	COG2223	P	0.16	0.15
***narB***	11809	nitrate reductase	COG0243	C	0.18	0.21
***cynB***	11877	cyanate ABC-type transport, membrane comp.	COG0600	P	0.29	0.18
***cynD***	11878	cyanate ABC-type transport, ATP-binding comp.	COG1116	P	0.53	0.18
***cynX***	11879	response regulator receiver domain protein	COG1513	S	0.42	019
***cynS***	11880	cyanase	COG1513	P	0.23	0.15
***cobA***	11943	uroporphyrinogen-III C-methyltransferase	COG0007	H	0.20	0.40
***nirA***	11944	ferredoxin-nitrite reductase	COG0155	P	0.34	0.28
***msrA1***	20193	methionine sulfoxide reductase	COG0225	O	0.44	0.43
***fmdA***	20218	formamidase (formamide amidohydrolase)	COG2421	C	0.47	0.31
***intB2***	20252	site-specific recombinase (fragment)	nd	nd	0.28	0.30
***msrPb***	30294	methionine sulfoxide reductase subunit (part 2)	COG2041	R	0.27	0.38
***msrPa***	30295	methionine sulfoxide reductase subunit (part 1)	COG2041	R	0.23	0.29
***hypA1***	40490	hydrogenase expression/formation protein	COG0375	R	0.32	0.33
***ndhD2***	40540	NAD(P)H-quinone oxidoreductase chain 4	COG1008	C	0.50	0.31
***murG***	40561	N-acetylglucosaminyl transferase	COG0707	M	0.43	0.37
***nrtD***	40618	nitrate ABC-type transport, ATP-binding comp.	COG1116	P	0.38	0.28
***nrtC***	40619	nitrate import ATP-binding protein	(b)	P	0.43	0.44
***nrtB***	40620	nitrate ABC-type transport, permease comp.	(a)	P, L	0.45	0.32
***nrtA***	40621	nitrate ABC-type transport, periplasmic comp.	COG0715	P	0.39	0.32
***banIR***	40641	type II restriction enzyme BanI	COG3587	V	0.42	0.45
***gmk***	40786	guanylate kinase	COG0194	F	0.41	0.39
***snaRb***	40882	type II restriction enzyme SnaBI (part 2)	COG3587	V	0.16	0.40
***snaRa***	40883	type II restriction enzyme SnaBI (part 1)	COG3587	V	0.21	0.33
***snaX***	40884	R-M system control protein (prototype C.SnaBI)	COG1396	K	0.20	0.35
***pcrA***	41347	ATP-dependent DNA helicase	COG0210	L	0.45	0.50
***nthB***	60176	nitrile hydratase β subunit	nd	nd	0.36	0.27
***glcD***	60706	glycolate dehydrogenase FAD-linked subunit	COG0277	C	0.46	0.48
***nblA1***	61056	phycobilisome degradation protein	nd	S	0.13	0.43

(abbreviations, colors, and selection criteria are as in Table 3).

The *phaP* gene (_10501) is about threefold upregulated in both strains P2 and P6 (Table 5) and encodes a phasin that regulates the formation of polyhydroxybutyrate (PHB) granules [75]. This gene is part of a *phaECP* unit (_10499 to _10501) with *phaP* and *phaEC* convergently transcribed. 

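The *phaP* gene (_10501) had log2 fold changes of 1.65 (standard error 0.250, limma adjusted p = 0.00126) in P2 and 1.38 (standard error 0.250, limma adjusted p = 0.00355) in P6, with all irradiated libraries above all controls. For *phaE* (_10499) they were 0.30 (limma adjusted p = 0.468) and 0.83 (limma adjusted p = 0.0559), and for *phaC* (_10500) 0.87 (limma adjusted p = 0.0137) and 0.56 (limma adjusted p = 0.0833). In P2, 0 and 3 of 3 irradiated libraries of *phaE* and *phaC* were above every control, and in P6 3 and 3.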

The *phaEC* pair of genes, encoding the heterodimeric PHB synthase, was not scored in this experiment as DEGs. To date, no other PHB biosynthesis genes were identified in the *L. indica* PCC 8005 genome. As PHB is an important carbon/energy storage material in cyanobacteria [76,77] and may play a role in *Limnospira* survival mechanisms for γ-irradiated cells it may be worthwhile to search for additional genes in the PCC 8005 genome involved in PHB synthesis and look up their expression profiles obtained in our experiment.

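At 5565058 to 5567340 of assembly ASM97306v1, *metE* (_60603) had a scaled coverage of 150.4 ± 29.0 (SD, n = 3) in the controls and 1148 ± 109 (SD, n = 3) after irradiation in P2, and 349 ± 60.7 (SD, n = 3) in the controls and 1725 ± 156 (SD, n = 3) after irradiation in P6. This gave log2 fold changes of 2.94 (standard error 0.187, limma adjusted p = 2.07e-06) and 2.31 (standard error 0.187, limma adjusted p = 1.89e-05), and no irradiated library overlapped the controls.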

The *metE* gene is strongly induced by gamma irradiation in both P2 and P6, with FC values of 7.6 and 4.9, respectively. Its gene product, homocysteine methyltransferase (also known as “methionine synthase”), catalyzes the formation of methionine from homocysteine thus providing, next to the biosynthesis of cysteine from serine, a second route of sulfur assimilation via protein synthesis and recycling. Both cysteine and methionine have critical roles in protein structure and function. While cysteine residues are involved in protein tertiary structure, protein–protein interaction, redox signaling, metal ion binding, and thiol-mediated antioxidant activities (for instance in thioredoxins) [78], methionine has a predominant role in protein initiation (in prokaryotes via the N-formyl methionine derivative) but is also deployed as an endogenous (intraproteinic) antioxidant [79,80]. Oxidized methionines (in the form of methionine sulfoxide or MetSO) originating from ROS attacks are repaired back to the original methionine by methionine sulfoxide reductase (MSR) so that they can take up again their ROS scavenging function in a catalytic cycle of oxidation and reduction [81]. In *L. indica* sp. PCC 8005 this important protein-repair enzyme is encoded by the *msrA1* gene (_20193) which is more than twofold repressed in gamma-irradiated P2 and in P6 cells (Table 5). The PCC 8005 genome harbours a second gene for methionine sulfoxide reductase (_11900) but this gene was annotated as being a fragment (fCDS) and, at first, was given little attention. Thus, while *L. indica* seems to step up the production of methionine upon exposure to ionizing radiation via the MetE biosynthesis pathway, perhaps providing excess methionine for the synthesis of anti-oxidant peptides, proteins, or enzymes, the ROS–methionine scavenging cycle might be disrupted by diminished MrsA levels. This to us makes little sense as we would expect that during oxidative stress MSR levels would be at least maintained or perhaps even induced. For that reason we turned our attention back to the presence of the second MSR gene (_11900) and found from the literature that cyanobacteria generally possess two genes encoding this enzyme, in addition to a third gene *msrB* [82]—consequently, we named gene _11900 as *msrA2* and gene _61123 as *msrB*. The A and B types of MSR display an absolute specificity towards the S- and R-MetSO isomeric forms, respectively, but do not share any similarity in sequence or structure. Both types are essential to reduce MetSO since oxidation of Met leads to a mixture of isomers. The MsrA1 and MsrA2 enzymes of *L. indica* sp. PCC 8005 share 45% aa sequence identity but they differ in length, i.e., 219 aa and 143 aa, respectively (for which reason the *msrA2* gene was probably considered a gene fragment in the MaGe annotation platform). As *msrA1* in our experiment is repressed in IR-exposed cells, and MSR-activity seems crucial during oxidative stress (i.e., due to gamma irradiation), we think that the *msrA2* gene product should be considered an active enzyme at least guaranteeing a basal level of intraproteinic MetSO-Met recycling. Importantly, neither *msrA2* nor *msrB* was regulated in P2 or P6 (Table S5)—and none of the MSR encoding genes were regulated in ^60^Co-gamma irradiation studies on *L. indica* sp. PCC 8005 [11,12]. 

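Log2 fold changes of *msrA1* (_20193) were −1.18 (standard error 0.174, limma adjusted p = 0.00111) in P2 and −1.21 (standard error 0.174, limma adjusted p = 8.52e-04) in P6, with irradiated libraries below all controls. Those of *msrA2* (_11900) were −0.56 (limma adjusted p = 0.335) and −0.23 (limma adjusted p = 0.765), and those of *msrB* (_61123) −0.40 (limma adjusted p = 0.368) and 0.12 (limma adjusted p = 0.845). For *msrA2*, 1 of 3 irradiated libraries lay below every control in P2 and 1 in P6, and for *msrB* 0 lay below in P2 and 2 above in P6. The sign of *msrA2* in P6 reversed without the first P6 control (0.091). The sign of *msrB* in P2 reversed without the first P2 control (0.0062). The sign of *msrB* in P6 reversed when scaled by the total of the values (−0.10). As a set with *msrPa* and *msrPb*, the 5 genes had a median of −1.18 in P2 (camera, adjusted p = 0.00325, 5 of 5 lower) and −1.21 in P6 (adjusted p = 0.0244, 4 of 5 lower).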

The reasons and mechanisms for *msrA1* shutdown upon SNF-gamma-irradiation in our experiment remain unknown for now.

Four chemotaxis-related genes *cheA1* (_60577), *cheB1* (_60572), *cheC1* (_60571), and *cheW1* (_60576) were also induced in both P2 and P6 (Table 5). These four genes are organized in two pairs and each pair is separated from each other by three genes: *cheR1*, encoding a chemotaxis methyl transferase (not scored as a DEG), gene _60574, encoding a 1091 aa large HEAT-repeat sensory protein (not scored as a DEG), and gene _60575, a chemotaxis related protein of undefined function (induced in strain P6, with an FC = 2.6 and an FDR = 0.000, but unregulated in strain P2 (Table S1). A *cheY1* gene (_60578), encoding a two-component regulator, is located at the far end of this entire cluster. 

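Of the chemotaxis genes, *cheA1* (_60577) had log2 fold changes of 1.37 (limma adjusted p = 0.00137) in P2 and 1.86 (limma adjusted p = 1.41e-04) in P6, and *cheB1* (_60572) had 1.73 (limma adjusted p = 6.88e-04) and 1.62 (limma adjusted p = 9.59e-04), unchanged in call under every alternative. For *cheC1* (_60571) they were 0.95 (limma adjusted p = 0.0158) and 1.26 (limma adjusted p = 0.00316), for *cheW1* (_60576) 1.13 (limma adjusted p = 0.0319) and 2.25 (limma adjusted p = 6.81e-04), and for *cheY1* (_60578) 1.02 (limma adjusted p = 0.0432) and 1.77 (limma adjusted p = 0.00263). All irradiated libraries of these 5 genes lay above all controls in each strain. In P2, *cheC1* passed the threshold without the first or the second P2 control (1.01 and 1.00), the first irradiated P2 library (1.21), the second P6 control (1.01) or the first or the third irradiated P6 library (1.01 and 1.01) and with rRNA left out before scaling (1.01). The call of *cheW1* in P2 was lost without the second or the third P2 control (1.16 and 0.97) or the first, the second or the third irradiated P2 library (1.23, 1.16 and 1.13) and when scaled by the total of the values (1.04). The call of *cheY1* in P2 was lost without the second or the third P2 control (0.92 and 0.92), the first, the second or the third irradiated P2 library (1.18, 1.00 and 1.01), the first P6 control (1.07) or the first irradiated P6 library (1.08), when scaled by the total of the values (0.94), with limma without its trend (1.02) and in a fit of the 2 groups alone (1.05). The interaction of *cheY1* was 0.75 (limma adjusted p = 0.569, and 0.209 adjusted over the list alone). Over the 8 genes of the cluster the median was 0.99 in P2 (camera, adjusted p = 1.95e-05, 8 of 8 higher) and 1.51 in P6 (adjusted p = 2.64e-09, 8 of 8 higher).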

Although this latter gene was not scored as a DEG in P2 according to our strict criteria (and hence is listed in Table 4), it still had an acceptable FC of 1.98 with FDR = 0.008; in P6, FC and FDR were 3.5 and 0.000, respectively (Table S2 and Table 5). The activation of chemotaxis enzymes makes full sense for motile cyanobactaria such as *Arthrospira/Limnospira* who upon excesses of photonic energy move away out of danger while seeking out extra nutrients for adaptation and survival.

The chaperonin gene pair *groSL1* (Table 5) and particularly their massive induction in strain P6 have already been discussed extensively in the previous Section 3.2.2. Other induced genes in both strains P2 and P6 (Table 5) were involved in electron transport (*ubiA1*; FC ~2.5), carbohydrate biosynthesis (*rmlA*; FC~2.5), protein synthesis (*dusA*; FC ~4–5), vitamin biosynthesis (*panE*; FC ~3–4*, folE1*; FC ~5), pyrimidine biosynthesis (*pyrD*; FC ~2.2) and protein folding (*ppiC*; FC ~2.5), with seemingly no direct relevance to cyanobacterial responses towards ionizing radiation or oxidative stress except that all were involved, in one way or another, in the stimulation or re-direction of cellular resources.

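Log2 fold changes of *folE1* (_40925) were 2.44 (standard error 0.223, limma adjusted p = 3.91e-05) in P2 and 2.27 (standard error 0.223, limma adjusted p = 6.35e-05) in P6. Those of *dusA* (_20088) were 2.38 (limma adjusted p = 0.00111) and 1.84 (limma adjusted p = 0.00474), and those of *panE* (_30591) 1.94 (limma adjusted p = 0.00103) and 1.51 (limma adjusted p = 0.00433). For each, all irradiated libraries exceeded all controls, and no alternative changed a call.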

The shutdown of the *stpA* gene in both P2 and P6 irradiated cells (Table 5) deserves a few words. It was named after *the stpA* (*slr0746*) gene of *Synechocystis* sp. PCC 6803 (the StpA proteins of PCC 6803 and PCC 8005 are 61% identical in aa sequence) where it was identified generically as a “salt tolerance protein” whose expression was enhanced at NaCl concentrations of 170 mM or above [83]. 

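Scaled coverage of *stpA* (_10080) fell from 49.9 ± 6.54 to 16.5 ± 3.54 in P2 and from 62.5 ± 21.3 to 27.6 ± 7.09 in P6 (SD, n = 3 each). Its log2 fold changes were −1.55 (standard error 0.293, limma adjusted p = 0.00522) and −1.12 (standard error 0.293, limma adjusted p = 0.0262), with the groups apart in both strains. The call of *stpA* in P6 was lost without the first or the second P6 control (−1.01 and −0.88) or the first or the second irradiated P6 library (−0.92 and −1.12).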

A few years later it was shown that the *Synechocystis* sp. PCC 6803 *stpA* gene actually coded for a glucosylglycerol-phosphate phosphatase (GGPP) [84], glucosyl-glycerol (GG) being a common compatible solute (osmoprotectant) of cyanobacteria. Seeing *stpA* being repressed we became interested in this gene because another solute, trehalose, appears to play an important role in the cellular protection of microorganisms against a variety of abiotic stresses including ionizing radiation [85,86] and we thought that perhaps GG synthesis was switched off in favor of trehalose production as we noted in previous irradiation experiments in *L. indica* PCC 8005 that gene expression for trehalose synthesis via maltose (TreS pathway) or dextrine (TreYZ pathway) were 70 to 300% enhanced in cells when exposed to high doses (800 Gy–1600 Gy–3200 Gy) of ^60^Co-gamma irradiation [11]. Additionally, we recently noted remarkable differences in trehalose content between P2 and P6 ^60^Co-gamma-irradiated cells [13]. 

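For *treS* (_41060), *treY* (_61152) and *treZ* (_61153), log2 fold changes were 0.14 (limma adjusted p = 0.632), −0.63 (limma adjusted p = 0.0366) and −0.51 (limma adjusted p = 0.185) in P2, and 0.26 (limma adjusted p = 0.385), −0.46 (limma adjusted p = 0.118) and −0.45 (limma adjusted p = 0.264) in P6. In P2, 1, 3 and 3 of 3 irradiated libraries lay beyond every control in the direction of the value, and in P6 2, 3 and 2. As a set of 3, they did not pass camera in P2 (median −0.51, adjusted p = 0.362, 2 of 3 lower) or in P6 (median −0.45, adjusted p = 0.567, 2 of 3 lower). In P2 the set passed under fry (adjusted p = 0.0202) and not with an estimated correlation (adjusted p = 0.457). In P6 these values were 0.107 and 0.659.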

Surprisingly, in our current experiment, neither *treS* (_41060) nor *treYZ* (_61152/3) was regulated in γ-irradiated P2 or P6 cells (i.e., at 3200 Gy of SNF γ-radiation).

The *bcp4* gene is approximately 2.5-fold repressed in both P2 and P6 strains (Table 5). This gene was annotated by MaGe as coding for a “bacterioferritin comigratory protein” but actually encodes a 1-Cys peroxiredoxin (i.e., holding only the peroxidatic Cys residue) based on the high aa sequence similarity to PerQ proteins of *Synechococcus* elongatus PCC 7942, *Synechocystis* sp. PCC 6803, and *Anabaena* sp. PCC 7120 [87]. Such peroxiredoxins have the general task to detoxify H_2_O_2_ from the cell [88], and it is surprising that this peroxiredoxin gene is switched off in response to ionizing radiation which is bound to produce ROS including H_2_O_2_. However, the PCC 8005 genome possesses three other *bcp* genes (however unregulated in our study) encoding two 2-Cys peroxiredoxins (*bcp1* and *bcp2*) (holding one peroxidatic Cys residue and one resolving Cys residue) and one atypical 2-Cys peroxiredoxin (*bcp3*) (holding one peroxidatic Cys residue and one resolving Cys residue but located further apart from each other) thus providing ample redundancy in H_2_O_2_-detoxifying capacity. Nonetheless, it might be worthwhile to find out why and how *bcp4* expression is blocked (note that all four *bcp* genes have now been renamed in the MaGe database as *prxQ* correspondingly numbered 1 to 4).

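For *bcp4* (_10833), scaled coverage was 445 ± 58.5 (SD, n = 3) in the controls and 178 ± 23.1 (SD, n = 3) after irradiation in P2, and 365 ± 120.0 (SD, n = 3) in the controls and 157 ± 26.0 (SD, n = 3) after irradiation in P6. Log2 fold changes of −1.32 (standard error 0.230, limma adjusted p = 0.00316) and −1.17 (standard error 0.230, limma adjusted p = 0.00555) were found, with every irradiated library below every control. The call of *bcp4* in P6 was lost without the second P6 control (−0.90).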

The commonly repressed *msrA1* gene was discussed in the context of MetSO-Met recycling (see higher up in this section). Two genes _30294/5, both identified as fCDS in MaGe, appear to encode parts of a novel methionine sulfoxide reductase (MRS) and were also repressed in both strains P2 and P6. These two fCDS form together one gene in all other *Arthrospira/Limnospira* genomes thus may be the result of either a mutation or sequencing error. 

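For the fragments, here by the names *msrPb* (_30294) and *msrPa* (_30295), log2 fold changes were −1.72 (standard error 0.497, limma adjusted p = 0.0384) and −1.97 (standard error 0.339, limma adjusted p = 0.00288) in P2. In P6 they were −1.41 (standard error 0.497, limma adjusted p = 0.0833) and −1.64 (standard error 0.339, limma adjusted p = 0.00753). Scaled coverage of *msrPb* was low, at 12.3 ± 3.01 (SD, n = 3) in the controls and 4.94 ± 3.79 (SD, n = 3) after irradiation in P6. The groups were apart for both fragments in both strains, irradiated libraries being lower. The call of *msrPb* in P2 was lost without any library except the first P2 control, the third P2 control, the first irradiated P6 library and the third irradiated P6 library (−1.89 to −1.39) and with a pseudocount of 0.25 (−1.85). In P6, *msrPb* passed the threshold without the third irradiated P6 library (−1.89) and when scaled by the total of the values (−1.60).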

Amino acid sequence alignment with the *E. coli* MsrP protein (UniProtKB—P76342) learned that the _30294/5 pair corresponds well with respectively its carboxy and amino-terminal ends and hence for now we called these genes *msrPa* and *msrPb* until the question of one or two CDS has been resolved. The *E. coli* MrsP protein is capable of in vitro reducing N-acetyl-Met-O, a substrate mimicking protein-bound Met-O, implying a function in the repair of ROS-oxidized proteins [89]. The *E. coli* MsrP partner MsrQ, a heme-binding membrane protein, was not readily identified in the PCC 8005 proteome (using BLASTp with UniProtKB—P76343 as a query). Possibly, when *L. indica* PCC 8005 has to cope with prolonged radiation stress, the concerted action of MsrA1, MrsA2, MrsB and tentatively MsrPab suffices to keep pace with the required intraproteinic Met recycling from MetSO, even at lower *msrA1* expression, particularly when cellular Met levels are abundant since the Met biosynthesis gene *metE* is highly induced by γ-radiation in both P2 and P6. The exact reason why *msrA1* gene expression is repressed over twofold by γ-radiation in both P2 and P6 remains elusive but in fact, there might be a correlation between *metE* induction and *msrA1* repression in the sense that an excess of methionine in the cell may have a negative feedback effect specifically on *msrA1* transcription so that not γ-radiation but actually methionine abundancy is the immediate effector.

The *hypA1* gene (_40490) encoding a putative hydrogenase maturation factor was threefold repressed in both strain P2 and P6 (Table 5). This gene appears to be part of a cassette of six genes (_40486 to _40491) displaying a perfect synteny to a *Synechocystis* sp. PCC 8603 operon of six genes *sll1077* to *sll1082*, with high gene-to-gene similarity in length and aa sequence (55–85% aa identity). Besides _40489, named *hypB1* after MaGe predicts it as a second hydrogenase maturation factor, none of the four other *L. indica* genes were given a name (and hence escaped our attention as “unknowns”). Yet, the three genes downstream of *hypB1* were annotated as the three subunits of an ABC transport system while the gene preceding *hypA1* was annotated as an agmatinase (involved in arginine and proline metabolism). Because the *hypB1* expression is also regulated, i.e., repressed threefold in P6, but is not seen as a DEG in P2 (Table 4), we checked the expression profiles for the four unnamed genes. As it turns out, the agmatinase-encoding gene was threefold repressed in strain P6 (but not scored as a DEG in P2) while the three transport-related genes were repressed three to four-fold in P6 (but again not seen as DEGs in P2) (Table S1). Thus, all six genes are downregulated in strain P6 but only *hypA1* is also repressed in strain P2. 

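In P6 the log2 fold changes along the cassette were −1.99 (limma adjusted p = 6.35e-05) at _40486, −1.56 (limma adjusted p = 8.48e-04) at _40487, −1.68 (limma adjusted p = 0.00107) at _40488, −1.61 (limma adjusted p = 0.00217) at *hypB1*, −1.56 (limma adjusted p = 0.0159) at *hypA1* and −1.59 (limma adjusted p = 7.31e-04) at _40491. In P2 they were −0.60 (limma adjusted p = 0.0596), −0.34 (limma adjusted p = 0.333), −0.78 (limma adjusted p = 0.0591), −0.44 (limma adjusted p = 0.286), −1.41 (limma adjusted p = 0.0255) and −0.49 (limma adjusted p = 0.164). In P6 all irradiated libraries lay below all controls at the 6 genes, and in P2 3, 1, 3, 1, 3 and 3 of 3 did. The call of *hypA1* in P2 was lost without the first P2 control (−0.86) or the first, the second or the third irradiated P2 library (−1.36, −1.37 and −1.39) and in a fit of the 2 groups alone (−1.39). The call of *hypA1* in P6 was lost without the first or the third P6 control (−1.46 and −1.41) or the first or the second irradiated P6 library (−1.44 and −1.55). The interaction of *hypB1* was −1.17 (limma adjusted p = 0.489), with 0.0621 adjusted over the list alone. As a set, the cassette had a median of −0.54 in P2 (camera, adjusted p = 0.0115, 6 of 6 lower), −1.60 in P6 (adjusted p = 9.52e-08, 6 of 6 lower) and −1.14 in the interaction (adjusted p = 6.65e-06, 6 of 6 lower in P6). Between the controls it was higher in P6, with a median of 1.07 (adjusted p = 9.52e-08, 6 of 6). The *hox* hydrogenase genes had a median of 0.48 in P2 (camera, adjusted p = 0.0115, 6 of 6 higher) and 0.026 in P6 (adjusted p = 0.693, 3 of 6 higher), and −0.20 in P6 when scaled by the total of the values.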

Perhaps *hypA1* and *hypB1* are actually not maturation factors for the HOX hydrogenase, which is encoded by a distantly located locus *hoxEFUYH* (_41294 to _41299), but instead for the agmatinase encoded in the same _40486 to _40491 locus. It is also not clear what is being taken up or exported by the ABC transporter encoded in this locus and what its structure might be. Given the lack of reliable and conclusive functional information on these six genes, it is difficult to assess their relevance in terms of the *L. indica* PCC 8005 response/resistance to ionizing radiation, but it illustrates well how genomic, ontological, and transcriptomic data can work together to improve our understanding of bacterial gene networks, or at least identify interesting loci for further research.

Cyanobacteria adjust the amount and composition of their light-harvesting pigments in response to environmental cues by the action of a small peptide (coined NblA) that acts as a proteolysis adaptor protein required for the disassembly and degradation of phycibillisomes [90]. This feedback mechanism basically prevents photoinhibitory damage in times of surplus excitation (e.g., continuous high-light conditions). It has been shown in *Anabaena* sp. PCC 7120 that homodimeric NblA interacts with ClpC, an HSP70 (ClpB) chaperone partner, guiding the ClpC-ClpB proteolytic complex to the phycobiliprotein disks in the rods of phycobilisomes [91]. More recently, a NblA1/NblA2 heterodimer made of the products of two *nblA* genes has been implicated in the degradation of *Synechocystis* sp. PCC 6803 phycobilisomes [92]. The *L. indica* PCC 8005 genome also contains two such genes: *nblaA1* (_61056) and *nblA2* (_61095), located about 50 kb apart, displaying ca. 40% aa identity to each other. Besides the fact that we do not know whether proteolytic degradation of the *Limnospira/Arthrospira* phycobilisome requires both *nblA* genes and whether this degradation is mediated by a homedimeric or heterodimeric NblA adaptor, previous ^60^Co-gamma irradiation experiments have shown that *nblA2* was twofold upregulated by application of a 527 Gy·h^−1^ dose rate [12] but was not regulated by ^60^Co-gamma irradiation when cells were exposed to the very high dose rate of 20 kGy·h^−1^ [11], while for *nblA1* no regulation was seen in either dose rate. 

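Scaled coverage of *nblA1* (_61056) in the P2 controls spread as widely as its mean, at 2619.9 ± 2982 (SD, n = 3), against 352 ± 39.6 (SD, n = 3) after irradiation. In P6 it was 1228 ± 409.5 (SD, n = 3) in the controls and 530.2 ± 72.1 (SD, n = 3) after irradiation. The log2 fold changes were −2.24 (standard error 0.592, limma adjusted p = 0.0269) in P2 and −1.16 (standard error 0.592, limma adjusted p = 0.224) in P6. For *nblA2* (_61095) they were −1.03 (standard error 0.427, limma adjusted p = 0.127) and −0.39 (standard error 0.427, limma adjusted p = 0.62). Irradiated libraries of *nblA1* lay below all controls in both strains, and those of *nblA2* did in 2 of 3 in P2 and 0 of 3 in P6. The call of *nblA1* in P2 was lost without the first, the second or the third irradiated P2 library (−2.14, −2.21 and −2.25) and in a fit of the 2 groups alone (−2.22). The value of *nblA1* in P2 moved without the first or the third P2 control (−1.31 and −2.86). In P6, *nblA1* passed the threshold without the first P2 control (−1.16) and in a fit of the 2 groups alone (−1.14). In P2, *nblA2* passed the threshold without the third P2 control (−1.38). The sign of *nblA2* in P6 reversed without the second P6 control (0.049).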

In our experiment, with an SNF-gamma radiation dose rate of “only” 80 Gy·h^−1^, but over a longer period of exposure time, i.e., days and not hours or minutes, and in the presence of light, *nblA1* was downregulated in both strains P2 and P6 (Table 5) while *nblA2* was downregulated in the P2 strain only (Table S2) but was not validated as a DEG via normalization. This may point to a strategy of stalling phycobilisome degradation in favour of light-harvesting for energy, i.e., by keeping the production of this key peptide, NblA, as low as possible.

Besides the ammonium, nitrate/nitrite, nitrile, and cyanate routes already discussed at the end of the previous Section 3.2.2, *L. indica* has yet another route in nitrogen metabolism and assimilation at its disposal, i.e., in the form of the *fmdA* gene (_20218) encoding a formamidase. This enzyme essentially frees up ammonia from organically stored nitrogen in the form of amides, most notably formamide. The 2.5–3.5 fold repression of *fmdA* is in line with the shutdown of nitrogen metabolic pathways (outlined in 3.2.2) and our previous observations on *L. indica* responses to IR [11,12]. 

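Scaled coverage of *fmdA* (_20218) was 885 ± 484 (SD, n = 3) in the controls and 416 ± 29.9 (SD, n = 3) after irradiation in P2, and 1130.1 ± 288 (SD, n = 3) in the controls and 356 ± 54.3 (SD, n = 3) after irradiation in P6. These values gave log2 fold changes of −0.95 (standard error 0.320, limma adjusted p = 0.0673) and −1.64 (standard error 0.320, limma adjusted p = 0.00529), and irradiated libraries lay below all controls of their strain. In P2, *fmdA* passed the threshold without the third P2 control (−1.23).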

All other commonly repressed nitrogen-related genes listed in Table 5 (*nrtP*, *narB*, *cynBDXS*, *nirA*, *nrtABCD*, *nthB*) have also been mentioned in the previous section. The remaining genes repressed in both P2 and P6 are involved in transport (*livG*), cofactor synthesis (*nadC*, *gmk*, *cobA*), signal sensory (*cheY6*), DNA replication (*pcrA*), carbon metabolism (*glcD*), electron transport (*ndhD2*), cell wall biogenesis (*murG*), and DNA restriction and modification (*yhdJ, hsdS*, *banIR*, *snaRab*, *snaX*).

#### 3.2.4. RNA Genes Regulated by γ-Radiation

Out of the 337 non-coding RNAs (ncRNA) identified in the *L. indica* PCC 8005 genome via the MaGe platform, 58 were found to be regulated using the strict DEG selection criteria −1 ≥log_2_FC ≥ 1 and FDR ≤ 0.05 of which 26 were up- and 32 were downregulated (Table 2 and Table S2). Of those, 32 genes transcribing non-coding RNA were withheld after normalization, i.e., 10 induced and 22 repressed (Table 6, Table 7 and Table 8). 

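Tables 6, 7 and 8 list 10, 6 and 16 RNA genes. All 32 were called here with strain as a term. Of the 10 in Table 6, 9 were called in P2 and none in P6, and of the 6 in Table 7, all were called in P6 and none in P2. Of the 16 in Table 8, 13 were called in both strains. Limma's interaction called 0 of the 16 genes in Tables 6 and 7, over all genes and also adjusted over the list alone. In these tables 4 and 0 genes had an unadjusted p under 0.05, namely RNA220, RNA248, RNA273 and tRNA15.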

We do not include the 14 group I/II introns and HEARO RNAs in our discussion because we consider them as post-splicing, post-mobility intron remnants. Nonetheless, future analysis, e.g., in regard to their precise location should be undertaken to check whether their presence might be affecting the function of host genes or, in the case of intergenic location, nearby genes.

**Table 6:** Irradiation-induced and repressed RNA genes in P2 but not in P6.

Gene	Size	Type/Function	Rfam-ID	FC
**RNA153**	65	grp II intron	RF00029	2.20
**RNA220**	78	grp II intron	RF00029	4.35
**RNA248**	78	grp II intron	RF00029	5.60
**RNA273**	78	grp II intron	RF00029	5.04
**RNA285**	65	grp II intron	RF00029	2.31
**RNA105**	78	grp II intron	RF00029	0.37
**tRNA15**	74	Pro tRNA	RF00005	0.33
**tRNA17**	73	Trp tRNA	RF00005	0.27
**tRNA35**	73	Phe tRNA	RF00005	0.34
**tRNA41**	75	Thr tRNA	RF00005	0.44

(abbreviations, colors, and selection criteria are as in Table 3).

**Table 7:** Irradiation-induced and repressed RNA genes in P6 but not in P2.

Gene	Size	Type/Function	Rfam-ID	FC
**RNA67**	78	grp II intron	RF00029	2.20
**tRNA38**	73	Arg tRNA	RF00005	0.45
**RNA90**	78	grp II intron	RF00029	0.36
**RNA116**	237	grp I intron	RF00028	0.39
**RNA124**	78	grp II intron	RF00029	0.03
**RNA134**	79	grp II intron	RF00029	0.24

(abbreviations, colors, and selection criteria are as in Table 3).

Transfer RNAs (tRNAs) are indispensable molecules in the translational machinery by which the genetic information in the mRNA, through 61 different triplets (codons), is decoded into a peptide or protein. The *L. indica* PCC 8005 genome possesses a total of 42 tRNAs recognizing these 61 codons. 

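Of the 42 tRNA genes, 32 had a lower and 10 a higher value after irradiation in P2, and 36 and 6 in P6. Limma called 13 in P2 and 10 in P6, all lower, with 8 in both strains and 15 in at least 1. Adjusted over the list alone, 16 in P2 and 12 in P6 were lower, a list that the study examined on these samples. The most negative log2 fold changes were −2.42 (standard error 0.346, limma adjusted p = 8.29e-04) at tRNA13 in P2 and −2.57 (standard error 0.418, limma adjusted p = 0.0018) at tRNA32 in P6. In the other strain, tRNA13 had −2.05 (limma adjusted p = 0.0023) and tRNA32 had −1.67 (limma adjusted p = 0.0212). Irradiated libraries lay below all controls for both genes. The call of tRNA32 in P2 was lost without the second or the third irradiated P2 library (−1.52 and −1.44). With camera the set was lower in P2 (median −0.87, adjusted p = 6.76e-07) and in P6 (median −0.72, adjusted p = 8.57e-07), but not in the interaction (median −0.085, adjusted p = 0.614, 22 of 42 lower), where the test and the median had opposite signs. With an estimated correlation the set passed in neither strain (camera, adjusted p = 0.205 in each). As tRNA genes are short, 71 to 90 nt, they were also set against 211 non-coding RNA genes of 61 to 100 nt. The difference in median log2 scaled coverage between the 2 classes changed by −1.91 in P2 and −0.93 in P6 after irradiation. In the interaction, the median was −0.085 for tRNA and −0.22 for that background (camera, adjusted p = 0.0459). The gap to the background was thus smaller in P6. The background had a median of 0.31 in P2 and 0.10 in P6, so this is no weaker fall of tRNA itself. This interaction test did not pass without the first or the third P2 control, the third irradiated P2 library, the first or the third P6 control, or the first or the second irradiated P6 library (adjusted p from 0.0666 to 0.385), or with an estimated correlation (adjusted p = 0.557). Within P2 and P6, tRNA stayed below that background with an estimated correlation (camera, adjusted p = 0.0270 and 0.0406). With the other scalings and without each other library the adjusted p lay between 5.96e-04 and 0.0492. Each strain alone gave an exact two-sided permutation p of 0.1, the smallest that 3 against 3 allow. Over both strains the change was −1.42, with an exact permutation p of 0.005 within strains, again the smallest possible.

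**Figure D3:**
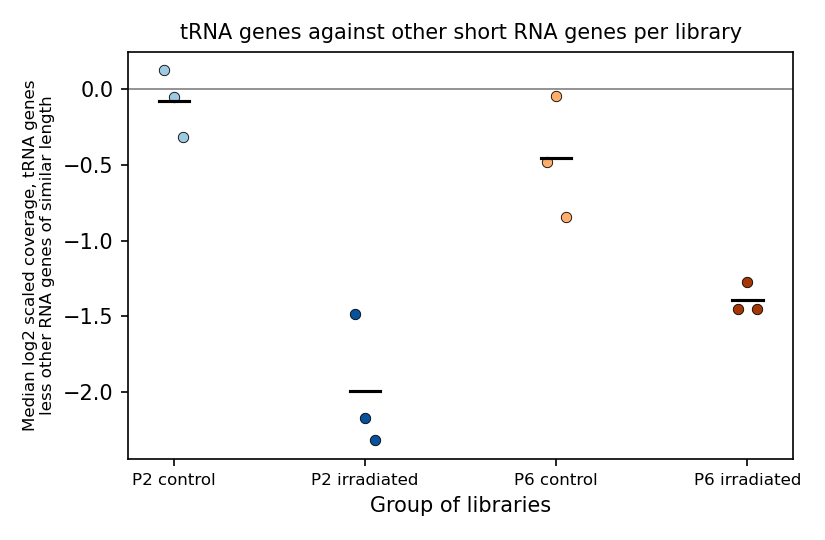
Median log2 scaled coverage of the tRNA genes less that of non-coding RNA genes of similar length, in each library by group. Points are single libraries and black bars are means of 3 libraries. The 6 irradiated libraries lie between −2.32 and −1.28 and the 6 controls between −0.84 and 0.12.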

Strikingly, 16 of these RNAs are repressed in gamma-irradiated cells (four in P2 only, one in P6 only, and 11 in both P2 and P6) while none are induced (Table 6, Table 7 and Table 8). Stability and modification of tRNAs and the balance of tRNA supply, both in quantity as well as in composition, are determining factors in stress-dedicated protein synthesis [93,94,95,96]. With a number of pathways involved in central metabolism and amino acid synthesis diminished upon exposure to gamma radiation, *L. indica* PCC 8005 appears to rearrange its tRNA pool to address priority changes of protein synthesis. It may also be possible that it attempts to limit or avoid the production of proteins holding certain aa residues that are particularly prone to ROS attack or redox-mediated modification, e.g., Trp, Tyr, Phe, and His [97,98]. To find out the exact reasons for the drastic repression of tRNAs in gamma-irradiated *L. indica cells*, a thorough analysis of the concerned tRNAs (i.e., what anticodon is affected, what is the role of the resulting residue in proteins, etc.) and genetic network analysis (stringent response, tRNA modification, tRNA stability, …) are required.

**Table 8:** Irradiation-induced and repressed RNA genes common to P2 and P6.

Gene	Size	Type/Function	Rfam-ID	FC (P2 and P6)	
**RNA2**	78	grp II intron	RF00029	2.34	2.41
**RNA68**	79	grp II intron	RF00029	2.38	2.61
**RNA269**	146	cobalamin	RF00174	2.81	2.12
**RNA280**	65	grp II intron	RF00029	2.11	2.39
**tRNA11**	74	Arg tRNA	RF00005	0.22	0.27
**tRNA13**	77	Val tRNA	RF00005	0.18	0.25
**tRNA14**	72	Gln tRNA	RF00005	0.32	0.40
**tRNA18**	82	Tyr tRNA	RF00005	0.39	0.30
**tRNA19**	72	Thr tRNA	RF00005	0.37	0.30
**tRNA26**	83	Leu tRNA	RF00005	0.24	0.35
**tRNA27**	72	Val tRNA	RF00005	0.35	0.34
**tRNA31**	71	Gly tRNA	RF00005	0.36	0.31
**tRNA32**	72	Gly tRNA	RF00005	0.29	0.16
**tRNA37**	73	His tRNA	RF00005	0.19	0.42
**tRNA39**	90	Ser tRNA	RF00005	0.48	0.33
**RNA182**	149	ykkC-yxkD	RF00442	0.42	0.29

(abbreviations, colors, and selection criteria are as in Table 3).

Two RNA genes regulated by SNF-gamma irradiation in both P2 and P6 strains (Table 8) are worth mentioning:

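For RNA269, scaled coverage was 83.8 ± 9.57 (SD, n = 3) in the controls and 236 ± 48.5 (SD, n = 3) after irradiation in P2, and 132 ± 37.7 (SD, n = 3) in the controls and 279 ± 8.90 (SD, n = 3) after irradiation in P6. Its log2 fold changes were 1.47 (standard error 0.219, limma adjusted p = 0.00118) and 1.11 (standard error 0.219, limma adjusted p = 0.00567), with irradiated libraries above all controls in each strain. The call of RNA269 in P6 was lost without the third P6 control (0.97) and when scaled by the total of the values (0.89).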

(i) RNA269 representing a cobalamin riboswitch which is located immediately upstream of the *metE* (_60603) gene and was upregulated 2–3 fold by γ-irradiation in both strains (Table 8), as is the *metE* gene itself which was upregulated 5–8 times (Table 5; discussed in Section 3.2.3). Although RNA269 is 337 bp away from the *metE* start, it is likely that it is part of the *metE* 5′ untranslated transcribed region (5′UTR). Riboswitches are elements that exert regulatory control in a cis-fashion, most often over the transcript in which they are embedded, via two secondary-structure domains, the receptor domain binding a small effector molecule (which can be a metabolite, a signaling molecule, or an ion) and a regulatory switching domain that interfaces with either the transcriptional or translational machinery (or both) thereby directly affecting expression [99]. The effector specificity is usually very high and is determined by riboswitch local RNA sequence and structure. RNA269 was identified by MaGe based on its similarity (Expect value of 2.2 × 10^−11^) with cobalamin riboswitches where the effector is (one of the chemical forms of) cobalamin. However, cobalamin riboswitches are almost exclusively found in the 5′ UTRs of cobalamin biosynthesis genes. The location of RNA269, likely being part of the *metE* 5′ leader sequence, suggests that the effector would be actually S-adenosylmethionine (SAM), as is the case for the *B. subtilus metE* gene and its riboswitch [100]. Detailed sequence analysis is required to determine the presence of an “S-box” rather than a “B12-box” (these boxes are sequence elements that are indicative for the effector to be bound—[101]) while it would also be interesting to study RNA269 mutants under various growth conditions as methionine and sulfur are all-important in cyanobacteria and perhaps particularly so in the resistance to ionizing radiation (IR) (see Section 3.2.1 and Section 3.2.2)

(ii) RNA182 forming a 149 nt RNA species with the resemblance in sequence and structure to the ykkC-yxkD leader, a conserved RNA structure found upstream of the *ykkC* and *yxkD* genes in *Bacillus subtilis* and related genes in other bacteria and characterized as guanidine-sensing riboswitches that function to switch on efflux pumps and detoxification systems in response to perilous conditions [102,103]. The RNA182 gene is located immediately upstream of the _40491 gene which codes for an agmatinase (agmatine ureohydrolase) responsible for the hydrolysis of agmatine to urea and putrescine and which is part of a six-gene cassette holding the *hypA1* and *hypB1* genes (Table 4 and Table 5) encoding two enzyme accessory proteins—as well as three genes encoding an ABC transporter (genes _40486 to _40491). These genes were discussed earlier in this section: the agmatinase-encoding gene was 3-fold repressed in strain P6 but not scored as a DEG in P2 while the three transport-related genes were repressed 3–4 fold in P6 but again not seen as DEGs in P2 (Table S1). The RNA182 gene is clearly repressed in both gamma-irradiated P2 and P6 cells (Table 8; FC = 2.4 to 3.5) and its position suggests it is an integral part of the 5’ UTR of the _40491 agmatinase gene. 

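Scaled coverage of RNA182 fell from 1789 ± 1013 to 750.3 ± 188 in P2 and from 2528 ± 298 to 746 ± 155 in P6 (SD, n = 3 each). The log2 fold change was −1.14 (standard error 0.326, limma adjusted p = 0.0366) in P2 and −1.78 (standard error 0.326, limma adjusted p = 0.00381) in P6, with the groups apart. The call of RNA182 in P2 was lost without any library except the second P2 control, the third P2 control, the first irradiated P2 library and the second irradiated P6 library (−1.10 to −0.71), with rRNA left out before scaling (−1.09) and in a fit of the 2 groups alone (−1.12).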

The aforementioned six-gene cassette does not seem to be very common in *Limnospira/Arthrospira* with currently—out of seven genomes in the MaGe system—only the *Arthrospira* sp. TJSD091 genome also displaying this cassette. However, the complete cassette is also present in *Synechocystis* sp. PCC 6803 where it also bears the ykkC-yxkD leader in the 5′ UTR of the first gene (*sll1077*) [104]. To date, no further information is available on this locus.

Because small non-coding RNAs do not impose any metabolic burden on host cells yet are often instrumental, even at minute changes in their own expression, in global or specific gene regulation in response to cyanobacterial stress [105,106,107], a closer look is warranted regardless of the strict DEG selection criteria or the validation check through normalization as we applied in this study for the protein-encoding genes. 

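RNA98 had a scaled coverage of 2.32 ± 2.12 (SD, n = 3) in the controls and 8.09 ± 1.48 (SD, n = 3) after irradiation in P2, near the floor, and a log2 fold change of 1.74 (standard error 0.530, limma adjusted p = 0.0474) with the groups apart. The call of RNA98 in P2 was lost without any library except the second P2 control, the third P2 control and the first irradiated P6 library (1.03 to 1.92), when scaled by the total of the values (1.67), with robust moderation (1.74), with a pseudocount of 0.25 (2.46), with a pseudocount of 5 (0.88) and in a fit of the 2 groups alone (1.68). In P6 its value was 0.044 (limma adjusted p = 0.974), with 1 of 3 irradiated libraries above every control. The sign of RNA98 in P6 reversed without the second irradiated P6 library (−0.30) and when scaled by the total of the values (−0.13). RNA200 had −1.05 (limma adjusted p = 0.177) in P6 and 0.18 (limma adjusted p = 0.845) in P2, with 3 and 0 of 3 irradiated libraries beyond every control. In P6, RNA200 passed the threshold without the first P2 control (−1.05) and in a fit of the 2 groups alone (−1.03). The sign of RNA200 in P2 reversed without the first P2 control (−0.59). RNA242 had −0.97 (limma adjusted p = 0.134) and −0.12 (limma adjusted p = 0.879), with 3 and 0 of 3. In P6, RNA242 passed the threshold when scaled by the total of the values (−1.19). The sign of RNA242 in P2 reversed without the second or the third P2 control (0.00061 and 0.23) or the second or the third irradiated P2 library (0.063 and 0.15).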

Four genes are of particular interest: RNA98, seen as three-fold induced in only P2, and RNA162, RNA200, and RNA242, seen as twofold repressed only in P6 (Table S2). The RNA98 gene encodes so-called iron stress repressed RNA or IsrR. This is actually an anti-sense RNA (asRNA) transcribed from the opposite strand of the *isiA* gene (see Section 3.2.1) and is able to bind, under sufficient iron conditions, to the central part of *isiA* mRNA forming a duplex RNA target for enzymatic degradation, thus modulating the expression of the IsiA protein [108]. The fact that *isrR* and *isiA* are co-induced (in P2 but not P6) may seem weird but in fact, this is because their RNAs are degraded together at different rates rendering intricate stoichiometric concentrations of IsrR asRNA and *isiA* mRNA achieving a fine balance of *isiA* gene activation and inactivation, with an initial delay during an early stage of stress and a fast decrease at the end of stress (releasing chl *a* for immediate use) quickly followed by the onset of recovery under normal growth conditions [109]. The RNA162 gene encodes a small RNA (sRNA) only 57 nt long and resembles the nitrogen stress-induced RNA1 (NsiR1) detected in a number of cyanobacteria where it is expressed very early and transiently at the onset of dwindling nitrogen levels [110]. Its expression requires NtcA but also HetR, a heterocyst-specific transcriptional regulator and it has been suggested that NsiR1 can be used as an early marker for cell differentiation in cyanobacterial filaments [111]. Although *Limnospira/Arthrospira* do not form heterocysts nor fix N_2_, all their genomes carry a *hetR-patS* locus, PatS being a diffusible inhibitor of heterocyst formation regulating spacing of heterocysts along the length of filaments, and HetR levels increased in *Arthrospira platensis* following combined-nitrogen removal [112]. These authors also hinted at the presence of “pigment-rich cells” visible by red fluorescence and placed regularly along the filament and hypothesized that these cells ensured the survival of at least some of the cells under adverse conditions. It is thus feasible that a shutdown of nitrogen assimilation and metabolism as part of a larger radiation response evokes NsiR1 expression, and that this occurs specifically in P6 but not in P2 because of the P6-specific repression of *glnA*, *glnB*, *ntcB*, *amt1*, etc.; see previous sections). Actually, NsiR1 levels in irradiated P2 rather point to induction of expression, with an FC = 1.88 and an FDR = 0.113) (Table S2). 

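In P2 the scaled coverage of RNA162 was 13.2 ± 3.12 (SD, n = 3) in the controls and 24.9 ± 4.93 (SD, n = 3) after irradiation, a log2 fold change of 0.88 (standard error 0.288, limma adjusted p = 0.0623). In P6 it was 49.4 ± 10.2 (SD, n = 3) in the controls and 25.0 ± 7.95 (SD, n = 3) after irradiation, with −0.98 (standard error 0.288, limma adjusted p = 0.0438). All irradiated libraries lay above all controls in P2 and below them in P6. In P2, RNA162 passed the threshold without the first P2 control (1.02). In P6, RNA162 passed the threshold without the third P6 control (−1.13) or the second irradiated P6 library (−1.21) and when scaled by the total of the values (−1.19).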

Possibly, the shutdown of N_2_ assimilation and/or metabolism in P2 occurs at a different pace or to a different extent, once again emphasizing the idea that strains P2 and P6 follow their own agenda in their response to the prolonged exposure to (SNF) gamma radiation. The RNA200 product belongs to the Yfr2 family of non-coding RNAs identified in almost all studied species of cyanobacteria and are characterized by a so-called Cyano-1 RNA sequence motif [113]. The majority of Yfr2 genes appear as individual transcriptional units, possessing their own promoter. In *L. indica* PCC 8005, RNA200 lays immediately upstream of gene _40989 which encodes a conserved hypothetical membrane protein (possibly a cytochrome B but the analysis was inconclusive); added note: this _40989 gene is about twofold induced in gamma-irradiated P6 cells but not in irradiated P2 cells (FC = 2.1, FDR = 0.008) (Table S1). 

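For _40989, log2 fold changes were 0.68 (standard error 0.304, limma adjusted p = 0.152) in P2 and 1.03 (standard error 0.304, limma adjusted p = 0.0438) in P6, with 0 and 3 of 3 irradiated libraries above every control. In P2, _40989 passed the threshold without the first P2 control (1.1). The call of _40989 in P6 was lost without any library except the first P2 control, the second P2 control and the third P2 control (0.92 to 1.21), when scaled by the total of the values (0.81), with limma without its trend (1.03) and with a pseudocount of 5 (0.97).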

The biological function of Yfr2 RNAs is still enigmatic but they seem to play a crucial and global role in carbon- and nitrogen-related primary metabolism, photosynthesis, and respiration through the interaction with other ncRNAs and asRNAs or by targeting certain transcriptional regulators [114]. The RNA242 gene (*ssaA*) encodes a 185 nt long 6S RNA whose secondary structure resembles an open promoter complex through which it binds to RNA polymerase and acts as a regulator of sigma 70-dependent transcription in many prokaryotes [115,116]. In *Synechocystis* sp. PCC 6803, the *ssaA* ncRNA has an integral role in the cellular response to changes in nitrogen availability by facilitating the switch from group 2 sigma factors SigB-, SigC-, and SigE-dependent transcription to SigA-dependent transcription [117].

#### 3.2.5. Genes with Unknown Function at Least Fivefold Regulated by γ-Irradiation

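With a log2 fold change of at least 2.322 in size and an adjusted p at most 0.05 by limma, 50 genes were higher and 16 lower in P2. In P6, 29 were higher and 9 lower, and 19 and 2 were shared by both strains. With a pseudocount of 5, the P2 total of 66 became 43, with 31 higher. Without the first P2 control it was 40, and without the third P2 control 106. The P6 total of 38 ran from 31 to 50 without each library in turn. The 9 lower genes of P6 were 16 with a pseudocount of 0.25 and 15 when scaled by the total of the values, which also raised those lower in both strains to 5.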

Based on simple COUNTIF operations in Table S1, 60 genes in P2 and 33 genes in P6 are induced by γ-radiation with log_2_FC ≥ 2.322 (FC ≥ 5.00), of which 21 are common to both P2 and P6, while 40 genes in P2 and 20 genes in P6 are repressed by γ-radiation with log_2_FC ≤ −2.322 (FC ≥ 5.00), of which 6 are common to P2 and P6. As before, in this count, only genes with an FDR ≤ 0.05 are considered. This count obviously also includes all named genes with FC ≥ 5 and FDR ≤ 0.05 (Table S2).

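For the 22 unnamed genes that Table S5 lists as induced, all 22 were called in P2 and 20 in P6, with median log2 fold changes of 2.75 and 2.49. With strain as a term, 18 of them had a fold change of at least 5. Of the 11 listed as repressed, 6 were called in P2 and 3 in P6, with medians of −2.53 and −1.68, and 3 fell at least 5-fold with strain as a term.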

We provide two sheets in Table S5 displaying fivefold induced (*n* = 22) and fivefold repressed (*n* = 11) unnamed genes (i.e., after batch normalization), always with FDR < 0.05. For each of the unnamed genes, we checked functional evidence in the MaGe annotation platform. As was to be expected, the majority of these unnamed genes can only be described as hypothetical or conserved hypothetical proteins due to the lack of any evidence on possible function. In only very few instances MaGe detected a known protein domain or suggested a putative function (this general picture already emerged for all the unnamed genes in the gene lists obtained by COUNTIF operations on Table S1, i.e., prior to batch normalization).

Researchers interested in highly regulated unnamed genes of this study can retrieve gene lists from Table S1 using custom FC and FDR cutoff values, and subsequently look up those genes in MaGe for additional functional information, or download data from MaGe and perform dedicated bioinformatic analyses. Even with little functional information on a particular gene, if this gene is immediately adjacent to a named gene with a known function considered as a DEG under our criteria (e.g., FC ≥ 2, FDR ≤ 0.05) this may be a clue for further investigation. Likewise, clusters of genes that are co-regulated by γ-radiation may be of special interest, even if none of those genes have a predicted function; an example is the five *arh* genes listed in Table 5 (ARTHROv5_10467 to _10471), each of which was induced at least 8-fold by γ-radiation in both P2 and P6. In fact, these genes were included in Table 5 as they were previously given a name in MaGe [11,12] (although we now renamed these genes in the order *arhA* to *arhE* to be in line with transcriptional direction).

#### 3.2.6. Association of P2 and P6 Expression Patterns with Their Respective Genotype

In our previous study [13] we observed that the *L. indica* PCC 8005 morphotypes P2 and P6 behaved differently in terms of growth and buoyancy and also displayed after exposure to γ-radiation distinct differences in antioxidant capacity, pigment content, and trehalose levels. In the same study, the whole-genome comparison revealed a difference of 168 SNPs, 48 indels, and four large insertions affecting in total 41 coding regions (CDS) across both genomes of which only nine could be assigned a function. Of those nine CDS, four were severely affected by a frameshift or large insertion: _10705 and _11989 in P2 and _60747 and _30483 in P6 (Table 9). The other five CDS harbored single or multiple amino acid substitutions with unclear functional outcomes. In addition, a total of 56 SNPs or indels were detected in 34 intergenic regions across both strains [13]. The vast majority of the affected intergenic regions separate genes that encode proteins of unknown function, gpII introns, or transposases (or fragments thereof) while many SNPs or indels were located over 250 nt away from the nearest downstream gene or located in between two converging genes, with less or no direct impact on expression. The remaining six genes whose expression might have been affected by an upstream SNP or indel (all detected in the genome of the strain P6) are _11992 (*ycf4*, encoding a PSI assembly protein), _11993 (*psbD*, encoding the D2 protein of the photosynthesis PSII complex), _60118 (encoding a DNA-[cytosine-5-]-methyl transferase), _60128 (encoding a fibronectin-binding-A-like protein), _60723 (encoding a signal transduction histidine kinase), and _61273 (encoding part of a tetratricopeptide TPR_2 repeat protein).

**Table 9:** Affected CDS with known function in strains P2 and P6 based on genome data (taken from [13]).

MaGe-ID	Function	Size (aa)	Strain P2	Strain P6
10196	adenylosuccinate synthetase (PurA)	446		C248G
10705	Ser/Thr protein kinase	825	E290fs	
11989	hemolysin-type Ca-binding protein	1261		V592R, L596R, A597D + insPDGPDPEL
12033	gas vesicle protein (gvpC)	151		K135D
30483	putative Ser/Thr protein phosphatase	360		large insertion
30654	nitrilase/cyanide hydratase	269	L21F	
41442	putative diguanylate cyclase	195	G136R, T172A, C176R	
60747	signal transduction histidine kinase	790		L443 *
61039	WD-40 repeat protein	818	A124G	Q100K, T106R, E804G

MaGe-ID, ARTHROv5 unique gene identifier of the MaGe Genomes Database (https://mage.genoscope.cns.fr/) [10], the creation of a stop codon (resulting in a truncated gene product) is denoted as an asterisk.

Of the above nine affected CDS with known function and six genes possibly affected in their upstream regulatory region, only _61039 (Table 9) and _61273 were differentially expressed before and after exposure to γ-radiation. 

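For _61039, scaled coverage was 57.4 ± 27.3 (SD, n = 3) in the controls and 114 ± 2.94 (SD, n = 3) after irradiation in P2, and 53.9 ± 12.0 (SD, n = 3) in the controls and 113 ± 25.7 (SD, n = 3) after irradiation in P6. This corresponds to log2 fold changes of 1.12 (standard error 0.345, limma adjusted p = 0.0493) and 1.05 (standard error 0.345, limma adjusted p = 0.0664), with irradiated libraries above all controls in each strain. The call of _61039 in P2 was lost without the first P2 control (0.64), the first, the second or the third irradiated P2 library (1.15, 1.16 and 1.18), the first or the third P6 control (1.16 and 1.16) or the second irradiated P6 library (1.12), when scaled by the total of the values (1.04), with limma without its trend (1.12), with a pseudocount of 0.25 (1.14) and in a fit of the 2 groups alone (1.14). In P6, _61039 passed the threshold without the first or the third P2 control (1.05 and 1.07) and in a fit of the 2 groups alone (1.07). For _61273 they were −1.71 (standard error 0.403, limma adjusted p = 0.0158) and −0.75 (standard error 0.403, limma adjusted p = 0.249), irradiated libraries being lower. The call of _61273 in P2 was lost without the second irradiated P2 library (−1.49) and in a fit of the 2 groups alone (−1.69). As a set, 11 of the genes that the paper lists with a changed sequence, in the gene or upstream, in P2 or P6 (_10196, _30654, _41442 and _12033 of Table 9 were not in the set, the last of which reached 79.7% of the highest coverage) had a median of 0.25 in P2 (camera, adjusted p = 0.614, 6 of 11 higher) and 0.33 in P6 (adjusted p = 0.567, 7 of 11 higher).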

Gene _61039 encoding a WD-40 repeat protein was about two-fold induced by γ-radiation in both P2 and P6 (with an FC of 1.97 and 2.11, and an FDR of 0.02 and 0.01, respectively) (Table S1), while gene _61273 encoding a TPR repeat protein was repressed fourfold in P2 (FC = 3.84, FDR = 0.00) (Table S1) but not considered a DEG in P6, neither by FC nor by FDR. The function of these repeat proteins in cyanobacteria is not well understood but it is thought that they play an important role in protein-protein interactions, protein complex formation and stabilization, and the interaction with macromolecules in a wide variety of cellular superstructures and processes [118,119].

With the current lack of functional information for the majority of *L. indica* PCC 8005 genes, it is for now not possible to perform any meaningful associative analysis between the genotypes of the P2 and P6 substrains and their different metabolic and physiological responses to IR. Additionally, it is important to keep in mind that genotypic changes between P2 and P6, whether in gene coding or regulatory regions, may cause cascade-driven and pleiotrophic effects that cannot be easily traced and even may act in a combinatory fashion and/or on a global scale. Clearly, special efforts are needed to improve the functional annotation of the *L. indica* PCC 8005 genome/proteome. However, equally important is the development of a genetic system allowing site-directed mutational analysis and the isolation and genotypic characterization of naturally occurring IR sensitive *L. indica* strains—which we have not encountered yet over the past several years of testing isolates from various sources and geographical locations, although a variation in IR resistance does exist for *Limnospira* and *Arthrospira* strains in the range of 2–5 kGy (unpublished results).

## 4. Conclusions

Although the cellular routes used by the *L. indica* PCC 8005 substrains P2 and P6 to cope with ionizing radiation (under the conditions applied, i.e., during one lifecycle under 45 μE·m^−2^·s^−1^ continuous light and 80 Gy·h^−1^ SNF γ-irradiation) overlap each other to a large extent—as exhibited by the many co-regulated genes across the two, such as shutting down central metabolism, amino acid biosynthesis, and photosynthesis in favor of repair and ROS detoxification—each strain displayed a preference of priorities, most probably brought about by their slightly different genetic backgrounds.

In order to narrow down the number of genes for analysis, we focused on those transcribing non-coding RNA or that had been given a name (i.e., *glnA*) by the MaGe annotation system [10] (started in 2010 and still ongoing to date at a slow pace—the gene name is a strong indication on the gene’s function and a powerful “handle” to manage and preselect expression data). However, unnamed genes with informative lines of functional evidence in their MaGe “gene cards” were missed. In retrospect, it might have been better to follow a slightly different route by not relying solely on the gene name but also taking into account the gene product description provided by MaGe. That said, this may only shift the problem as this information then needs to be qualified. We need to look into this but it is obvious that any post-annotation analysis primarily depends on the actual quality of the annotation. Thus, while name-giving strongly indicates the known function, one cannot blindly assume that all gene names are correct nor unique. In many cases of duplicate genes (*petJ*, *nblA*, *pmbA*, *cnr*, …) we had to resort to indexation (*petJ2*, *nblA1*, etc.) and in several cases of gene fragmentation (e.g., *hsdR1*, *dnaK3*), to subindexation (a, b, c, …). This was a time-consuming interactive process during which structural and functional annotation in MaGe was scrutinized and improved on a case-by-case basis and, where necessary, genes were renamed (e.g., *bcp4* to *perQ4*) or newly identified genes were given for the first time a new name (e.g., *gifA* and *gifB*).

After detailed gene analysis, we postulate that P2 succeeds in swiftly shutting down pathways irrelevant for basic metabolism and adjusting cellular activities in terms of DNA replication, cell division, and amino acid and nucleotide synthesis, hence conserving important amounts of energy to remodel transcriptional and post-transcriptional mechanisms allowing the redirection of resources towards cellular survival. The P6 strain is not equally successful in this response so it seems, and as a consequence, needs to focus on emergency measures involving enhanced DNA and protein repair and overall damage control. Some transcriptional regulators and sigma factors as well as some crucial regulatory ncRNAs are differently expressed in P2 versus P6 while also DNA methylation and circadian rhythm likely differ across the two strains. These factors govern multiple target genes whose expression, in turn, may define the production of other cell components, and so forth. It is thus expected that alterations in such regulatory cascades and networks have a decisive, cumulative effect on cellular function at the molecular level.

Of the many genes regulated by SNF γ-radiation in either P2 or P6 but not in both, four genes, in our opinion, deserve immediate further study in a P2 to P6 comparison: *groL2* (only induced in P6; FC = 11.1), *isiA* (only induced in P2; FC = 2.3), and the two genes, *rfpX*, and *hliA* (repressed in P2 only; FC = 2 to 5). We highlight the *groL2* gene because we think the GroL2 chaperonin might be specifically produced in P6 to counter radiation-induced protein damage and may interact with many radiation-damaged proteins, *isiA* because it encodes a protein with a dual role of protecting PSII from excesses of excitation energy and storing large amounts of chlorophyll for immediate post-irradiation use, and *hliA* and *rfpX* because they encode proteins instrumental for an optimal photosynthetic apparatus. These studies should entail the design of gene-specific primers and gene expression measurements by RT-qPCR in response to various conditions of ionizing radiation (or oxidative stress) as well as detailed proteomic studies with a focus on certain cellular pathways.

Other genes that similarly warrant immediate attention are *glnA* and *ntcA*. The *glnA* gene because of its pivotal role in C- and N-metabolism and because it was firmly repressed in previous gamma irradiation experiments while in our experiment it was only repressed in strain P6 and not in P2, and the *ntcA* gene because it encodes a global transcriptional regulator of many target genes (*glnA, gifA, gifB, glnB, nirA, narB, nrtcABCD*, *amt1*, *metX, rbcL, rbcS, cynABDS, nblA, pstS, sigD, folE, hetR*, …) involved in different cellular processes and because it is not regulated by radiation in our experiment, in contrast to previous irradiation experiments [11,12] when *ntcA* was repressed.

In this study, we set out to unravel the radioresistance mechanisms in *L. indica* PCC 8005 by relating the differences in RNA expression patterns between two of its sibling strains P2 and P6 to their different responses to SNF γ-radiation. This proved to be a difficult exercise because: (i) the stringent DEG selection criteria possibly masked interesting observations (a twofold change may not ideally balance data complexity with gains of insight), and (ii) a lot of information was missing since the majority of regulated genes (~85%) in this study were unnamed, encoding proteins of unknown function, and hence disregarded. A better view will be obtained on radioresistance in *L. indica* using our data if this percentage of “unknowns” can be brought down and hence renewed efforts should focus on an improved functional annotation of the *L. indica* PCC 8005 genome data.

## Figures and Tables

**Figure 1:**
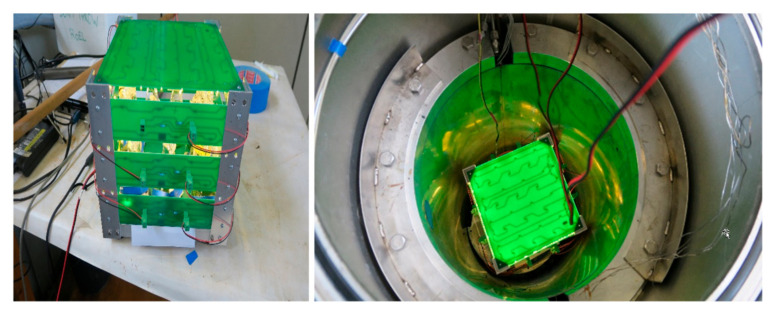
LED light tower assembled from panels connected in parallel, with culture flasks receiving continuous white light (**left**) and its positioning inside the GEUSE II vessel for exposure of *Limnospira indica* PCC 8005-P2 and -P6 cultures to spent nuclear fuel (SNF) gamma rays (**right**).

**Figure 2:**
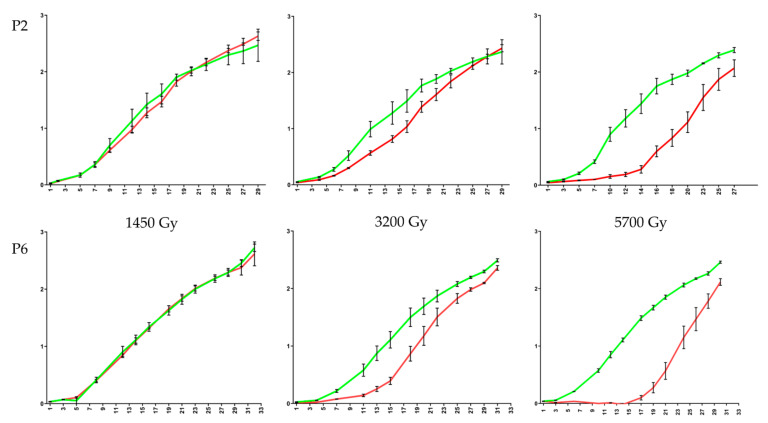
Growth curves of *L. indica* PCC 8005 subtypes P2 and P6 plotted as optical density at 750 nm (OD_750_) (*y*-axis) versus time in days (*x*-axis). Red curves represent gamma-irradiated cultures while green curves represent non-irradiated control cultures. Samples for post-irradiation outgrowth were taken in triplicate at three timepoints amounting to cumulative doses of 1450, 3200, and 5700 Gy. At the same time points triplicate samples were taken from non-irradiated control cultures. Data represent the mean of three independent biological replicates, and error bars present the standard error of the mean (SEM).

**Table 1:** Transcriptomic studies on IR-exposed *L. indica* PCC 8005.

Source	Rate (Gy·h^−1^)	Exposure (Max Dose) ^d^	IR Doses (Gy) ^e^	Light	Technology	Reference
^60^Co ^a^	20,000	9.6 min	800–1600–3200	no	MA—tiling ^g^	[11]
^60^Co ^b^	527	11.5 h	3200–5000	no	MA—tiling ^g^	[12]
SNF ^c^	80	3 d	1450–3200–5700	LED ^f^	RNA-Seq ^h^	This work

^a^ gamma radiation from the BRIGITTE facility at SCK•CEN; ^b^ gamma radiation from the RITA facility at SCK•CEN; ^c^ SNF: gamma radiation from rods of Spent Nuclear Fuel (SNF), GEUSE II facility at SCK•CEN); ^d^ prechosen sampling times determined the cumulative doses during the experiment; ^e^ approximate values (see methods); ^f^ warm white LED light at 45 μE.m^−2^·s^−1^ (see Methods for details); ^g^ tilling microarray (MA) analysis by Roche NimbleGen, USA; ^h^ RNA-Seq performed by NXTGNT, Belgium; all transcriptional analyses were based on genome version v5 (ARTHRO_v5) of 15 February 2014, Genbank accession number GCA_000973065 [9].

**Table 2:** Breakdown of gamma-irradiation regulated genes unique to P2 or P6 or common to both.

	Induced (F/R)	Repressed (F/R)	Total
**P2**	336 (42/21)	551 (77/22)	887
**P6**	398 (55/9)	268 (59/22)	666
**common**	208 (28/4)	144 (34/12)	352
**across P2 and P6 (1)**	69/26	102/32	229 (a)
**across P2 and P6 (2)**	46/10	52/22	130 (b)

Base numbers were calculated from Table S1. F, number of genes with predicted function; R, number of genes transribing non-coding RNA. Calculations of induced and repressed genes across the two strains in (1) and (2) take into account the common genes, i.e., 42 + 55 − 28 = 69 and are before and after verification by batch normalization, respectively. The final 130 genes are further broken down in Table 3, Table 4, Table 5, Table 6, Table 7 and Table 8.

## Data Availability

The quantitative transcriptomic (RNA-seq) data including the raw sequencing reads, individual sample gene expression levels, and normalized abundance gene expression levels have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database under the accession number GSE175921. These data can be accessed directly via https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175921 using a secure token that can be requested from the correcponding author. Two months upon acceptance of publication, access will be made public and no token will be further needed.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/microorganisms9081626/s1, Table S1: Differential gene expression data within and between strains P2 and P6 before (C) and after (R) SNF γ-irradiation, Table S2: Differential gene expression data of named genes (implying function) and genes transcribed into non-coding RNA both complying to set DEG selection criteria, Table S3: Differential expression values for cyanobacterial house-keeping genes, Table S4: Differential gene expression data after batch normalization with a breakdown of named genes (implying function) and genes transcribing non-coding RNA both complying to set DEG selection criteria, Table S5: Batch- normalized expression data of all genes (Tab “complete”) and of subsets thereof presenting 660 genes complying to set DEG selection criteria (Tab “filtered”) or presenting genes with unknown function at least 5-fold regulated by γ-irradiation (Tabs “induced” and “repressed”). For all supplementary tables: see embedded legends and additional information in the text. Note that gene names in Tables S2–S4 and Table 3, Table 4, Table 5, Table 6, Table 7 and Table 8 correctly correspond across these tables, and also correctly correspond with actual information at the MaGe platform [10]. Some differences in gene name occur between S1 or S5 and S2–S4 (which have manually adjusted names as to avoid the same name for multiple genes—see Conclusions) yet the user of data can always check correspondence via the unique MaGe-ID.

How the deposited data were processed for this re-analysis (not part of the article)

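RNA-Seq libraries were analysed from 12 cultures of *L. indica*: 3 irradiated (P2R) and 3 control cultures (P2C) of morphotype P2, and 3 irradiated (P6R) and 3 control cultures (P6C) of morphotype P6. Irradiated cultures had received 3200 Gy over 40 h at 80 Gy·h-1. Groups were taken from the sample labels of the deposited series. The strains were irradiated in separate campaigns, irradiated cultures stood in the irradiation vessel and controls in the laboratory, and the shaker of irradiated cultures failed in the first part of the exposure. Neither the campaign nor these conditions can be separated from the groups. Cultures of a strain may also stem from a shared parent culture divided before exposure, so replicates may not be independent.

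The authors depleted rRNA, made stranded libraries, sequenced paired ends, mapped the reads with bowtie2 and counted them on the ARTHROv5 annotation. The authors calculated raw counts per gene and used edgeR with TMM normalization, and in a further run with a correction for the strain. Whether the deposited values were the input of edgeR is not stated. The deposited signal values are not whole counts. The authors' values are mean read coverage, that is the depth per base over each gene on its own strand. This was read from the values themselves, since they are multiples of 1 over a whole number. The smallest such number plus 1 was taken as the length of the gene. For 6302 of 6329 coding genes tested such a length was found within a tolerance of 0.02, and 6297 of these were multiples of 3, so they are coding lengths. All 69 RNA lengths given in Table S2 were equal to those found. No read counts could be recovered without assumptions on read length, so no count model and no counting interval was used.

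Total reads per library lay between 12244661 (a P2 control) and 39706988 (a P6 control), and the median coverage over genes between 49.5 and 194. Between 61 and 330 genes were at 0 in a library. The highest coverage of a library lay between 7707 and 8037, which points to an upper limit of the depth recorded per position. For 167 genes coverage passed 75% of the highest value in at least 1 library, and changes of these genes can be too small or can follow the scaling alone.

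Of 6682 genes listed, 16 had coverage 0 throughout and 6666 were tested, made up of 6329 coding genes and genes for non-coding RNA, tRNA, rRNA and tmRNA. Scaling factors were computed by the TMM method (trim of 30% on the ratios and 5% on the levels, written out in R 4.3.3). Coverage was divided by them, a pseudocount of 1 was added and log2 taken. A linear model with 4 groups was fitted with limma 3.58.1 with a mean-variance trend, and contrasts were taken for irradiation in P2, irradiation in P6, P6 against P2 among controls, P6 against P2 among irradiated cultures and the interaction of strain and irradiation. A further model held strain and irradiation as terms. P-values were adjusted by the Benjamini-Hochberg method within each contrast. The threshold was a log2 fold change of at least 1 in size and an adjusted p of at most 0.05. Means and SDs of scaled coverage are over 3 libraries, and standard errors are limma's, from a variance per gene shared by all groups.

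Gene sets, 15 in all, were taken from the paper: reference genes of Table S3, *mutT* genes other than *mutT1*, the *cys* and *cbsR* clusters, *gif* genes with glutamine riboswitches, *gro* genes, nitrogen assimilation genes, *arh* genes, chaperone genes, the chemotaxis cluster, methionine sulfoxide reductases, the agmatinase cassette, *hox* hydrogenase genes, trehalose genes, tRNA genes and genes with sequence changes between the strains. They were tested with camera of limma at a preset correlation of 0.01 and adjusted over 75 tests. For tRNA genes, the difference of median log2 scaled coverage from 211 non-coding RNA genes of 61 to 100 nt was also tested by exact permutation of the libraries within each strain.

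Genes named in the text were chosen by a rule set in advance: every gene that the paper names in its text, in Tables 3 to 9 or in Tables S2 and S3, whose values in the paper had been seen, and the 10 genes with the largest change in each contrast among those past the threshold with groups fully apart. The genes beside _60292 to _60294 and _40645 were looked at after the values were seen. Gene names were taken from the paper's tables. Identifiers are given in the short form of the paper (_60292). Of the identifiers, 5213 matched a locus tag of the RefSeq annotation of assembly ASM97306v1, and 4230 of those had the same length. Coordinates are given only for genes of the latter kind.

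The model was tested on simulated data with 200 changed genes of log2 size 2 for the same 12 libraries. It recovered 182 for irradiation in P2, 179 for irradiation in P6, 177 for P6 against P2 among controls, 179 among irradiated cultures, 148 for the interaction and 196 with strain as a term, with 11, 9, 12, 7, 7 and 2 false calls among 6666 genes. The set test was tried for irradiation in P6 with a simulated log2 size of 1. It found 15 of 15 changed sets and called 2 of 208 unchanged ones. This count does not show how often camera at the preset correlation would call unchanged sets whose genes vary together. In the measured libraries, 35 of 75 set tests passed at that correlation and 11 with an estimated correlation.

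Alternatives were median-of-ratios scaling, scaling by the total of the values, leaving out low genes (mean scaled coverage under 5), leaving out rRNA before scaling, limma without trend or with robust moderation, a pseudocount of 0.25 or 5, a fit of the 2 groups compared, the replicate number as a block, a model with no strain term, and leaving out each library in turn. Set tests were repeated with fry and with an estimated correlation. These choices were made before the data were examined, apart from those named in the closing section. No library was left out of the main values.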

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

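The tests of the first P2 control, of the depth limit, of shared reads, of a heat shock and of the level in the P6 controls for the *gro* genes, of neighbouring genes for _60292 to _60294 and for _40645, and of irradiation for _60292 to _60294 were chosen only after the result was seen.

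The response to irradiation differed between the strains, by limma's interaction, at *groL1* (3.22, adjusted p = 0.0368), *groS* (3.71, adjusted p = 0.00121) and *groL2* (2.89, adjusted p = 0.00119). In both strains every irradiated library lay above every control. For *groL1* the call was lost without any library except the first P2 control, with values from 2.92 to 3.33, and with limma without trend. The values argue against several technical explanations. Without the first P2 control, the smallest of the 3 interactions was 3.06. The genes reached at most 49.9% of the highest coverage of a library before scaling, which leaves room for a rise in P2. The *groS* gene, which has no second copy in the list, had 3.71, so reads shared between *groL1* and *groL2* do not account for the pattern. Over the other scalings the smallest interaction was 2.76. A heat shock of the P2 controls that raised all chaperone genes as much as the *gro* genes would lower the other 9 chaperone genes in P6 controls by 2.29 or more. Their lowest value was −0.41 (*cbpA*) and their lowest 95% limit −1.48 (*hspA*), so a weaker heat shock is not excluded. What remains open is where the difference lies. The strains differed more between the controls than between the irradiated cultures, by a log2 value of at least 1.696 at each gene. The interaction is computed from the same control values. This comparison therefore cannot tell a lower level in the P6 controls from the larger induction in P6 that the paper reports. Strain and irradiation campaign cannot be told apart here, since each strain was irradiated in its own campaign. As for chance, 5 of 100 label splits within the strains, the true one included, gave at least 4 genes in the interaction. The other 4 kept or mirrored the true labels in 1 strain and so carry the response of that strain, while splits mixed in both strains put the response into the spread. Chance is therefore not excluded for that number by this count.

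The fourth gene with an interaction was _40645, at 1.98 (limma adjusted p = 0.0368). Its log2 fold change was −2.10 in P2, with 3 of 3 irradiated libraries below every control, against −0.12 in P6, with 1 of 3. The call of _40645 in the interaction was lost without any library except the first P2 control, the third P2 control and the first irradiated P2 library (1.81 to 2.11), under median-of-ratios scaling (1.96), with rRNA left out before scaling (1.94) and with limma without its trend (1.98). The sign of _40645 in P6 reversed without the second P6 control (0.030) or the first irradiated P6 library (0.061). The genes that precede it, *hliA* and then _40643, moved in the same way, with interactions of at least 1.87. Both came near the depth limit in a P6 control (87.2% and 85.6% of the highest coverage). A limit there may make their fall in P6 too small and their interaction too large. A change of the whole stretch is a candidate explanation, although no value is given for the gene that follows _40645. Neither the first P2 control nor the depth limit accounts for the interaction of _40645 itself. Without that library the value was 1.90, and the highest coverage was 29.7% of that of the library. The strain itself stays open as a biological explanation, and it cannot be told apart from the campaign.

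Between P6 and P2 controls, the largest differences lay at 3 adjoining genes that the paper does not discuss, _60292 (6.47), _60293 (5.44) and _60294 (4.35), with limma adjusted p-values of 6.15e-05, 1.12e-07 and 7.16e-06 and all P6 controls above all P2 controls. Between irradiated cultures they were 6.89, 5.18 and 4.87. A wider region with more copies in P6 is argued against by the neighbours, the larger value of which was 0.37. Irradiation is argued against as the cause, since the controls alone differed by at least 4.35. Over the other scalings and without each library, the smallest value was 4.17. Coding genes of similar length had a median of 0.0153, against a bias by coding length. A difference in sequence or regulation of these genes between the strains may underlie this, with reads that do not map in P2 among the possibilities, but no sequence data were at hand. Strain and campaign cannot be told apart for these genes either.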

How the results depend on the processing

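The settings tried only after the result was seen were, as tests, scalings and leaving out libraries for the set tests, low genes and rRNA left out for single genes, and for genes changed at least 5-fold all settings other than scaling and pseudocount.

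Counts of genes past the threshold stayed within 1.5 times their value in 181 comparisons with an alternative and moved further in 30. The 612 genes called for irradiation in P2 became 316 in a fit of the P2 libraries alone, while the 534 of P6 became 620 in a fit of the P6 libraries alone, and the cause was not tested. Under the other alternatives they reached at most 617. Leaving out each library in turn gave 388 (without the third irradiated P2 library) to 889 (without the third P2 control), and 394 without the second irradiated P2 library. For P6, alternatives gave 472 to 626 genes against 534. Without each library the count lay between 349 (without the second irradiated P6 library) and 659 (without the first P2 control). Genes called in both strains, 277 in all, numbered 211 to 280 under alternatives and 212 to 333 without each library.

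For P6 against P2 controls, alternatives gave 55 to 99 genes against 74. The count was 30 without the first P6 control, 38 without the second P6 control and 42 without the third, and at most 93, without the first P2 control. The 25 genes called between irradiated P6 and P2 cultures numbered up to 27 under the other alternatives. Leaving out libraries gave 125 without the first P2 control, 13 and 14 without the first and the third P6 controls, 16, 8 and 6 without the first, the second and the third irradiated P2 libraries, and 14, 7 and 7 without the first, the second and the third irradiated P6 libraries. The 4 genes of the interaction were 3 to 5 under alternatives. They were 2 without the second P2 control, the second or the third irradiated P2 library, any P6 control or any irradiated P6 library, and 6 without the first irradiated P2 library. With strain as a term, 479 to 660 genes were called under alternatives and 551 to 617 without each library, against 594. The causes of these shifts were not tested. A lone library out of a group leaves 2, whose spread is taken from all groups.

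Genes changed at least 5-fold in P2 were 66, and 43 with a pseudocount of 5, which lowers fold changes of genes with low coverage by construction. They were 40 without the first P2 control and 106 without the third P2 control. In P6 the count of 38 lay between 32 and 50 under alternatives and between 31 and 50 without each library. Of 75 set tests 35 passed, and 11 did with an estimated correlation, where a set's own correlation widens its test. Under fry 32 of the 35 passed. Under the other alternatives the count was at most 37, and without each library it was 32 to 38.

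Scaling by the total of the values moved the division of calls into higher and lower. In P6 it gave 221 higher and 405 lower, in both strains 136 higher and 142 lower, with strain as a term 254 higher and 406 lower, between the controls 85 higher and 14 lower, and for changes of at least 5-fold in P6 21 higher and 15 lower. That scaling shifted the median of all genes by −0.21 in P6, by 0.15 between the controls and by −0.13 in the interaction. Under it the sign reversed for the *gif* genes and glutamine riboswitches in P6 (−0.069), the *hox* genes in P6 (−0.20), the chaperone genes between the controls (0.11), the chemotaxis cluster between the controls (0.016), the reference genes between the controls (0.063), the reference genes in the interaction (−0.059) and the trehalose genes in the interaction (−0.015). Among single genes it reversed for *amt1* in P2 (−0.016), *cysP* in P6 (−0.18), *msrB* in P6 (−0.10), RNA98 in P6 (−0.13), *gifA2* in P6 (−0.065), *gifA4* in P6 (−0.082), *gifB1* in P6 (−0.074) and RNA94 in P6 (−0.087). With a pseudocount of 5, *cysP* in P6 reversed to −0.015. All of these lay near 0 to begin with. The cause was not tested beyond the shift named.

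Over all named genes, 5605 comparisons with an alternative kept direction and side of the threshold, 212 fell short of it, 59 passed it newly and 39 reversed. For sets these numbers were 336, 27, 7 and 7. Leaving out 1 library reversed the sign of 22 values. The range was, for *dnaK1* in P2 from −0.44 without the third P2 control to 0.033 without the first P2 control, for *cbpA* in P2 from −0.40 without the third P2 control to 0.27 without the first P2 control, for *msrB* in P2 from −0.60 without the third P2 control to 0.0062 without the first P2 control, for RNA200 in P2 from −0.59 without the first P2 control to 0.64 without the second P2 control. The range was, for *amt1* in P2 from −0.28 without the first P2 control to 0.31 without the third P2 control, for RNA242 in P2 from −0.50 without the first P2 control to 0.23 without the third P2 control, for *hspA* in P2 from −0.45 without the third P2 control to 0.73 without the first P2 control, for *msrA2* in P6 from −0.39 without the third P6 control to 0.091 without the first P6 control. The range was, for *ntcA* in P6 from −0.27 without the third P6 control to 0.15 without the second P6 control, for *nblA2* in P6 from −0.72 without the third P6 control to 0.049 without the second P6 control, for _40645 in P6 from −0.24 without the third irradiated P6 library to 0.061 without the first irradiated P6 library, for *cysP* in P6 from −0.96 without the third irradiated P6 library to 1.00 without the second P6 control. The range was, for *gifB1* in P6 from −0.17 without the first irradiated P6 library to 0.62 without the second P6 control, for RNA94 in P6 from −0.12 without the first irradiated P6 library to 0.55 without the second P6 control, for *rfpX* in P6 from −1.10 without the third irradiated P6 library to 0.18 without the first irradiated P6 library, for RNA98 in P6 from −0.30 without the second irradiated P6 library to 0.39 without the first irradiated P6 library. The range was, for *gifA2* in P6 from −0.13 without the second irradiated P6 library to 0.36 without the first irradiated P6 library, for *gifA4* in P6 from −0.026 without the second irradiated P6 library to 0.30 without the third irradiated P6 library, for *clpB2* in P6 from −0.29 without the third irradiated P6 library to 1.32 without the first irradiated P6 library, for *psbI* in the interaction from −0.15 without the third P2 control to 0.58 without the first P2 control. The range was, for *ntcB* in the interaction from −0.66 without the third irradiated P6 library to 0.048 without the first irradiated P6 library, for *cysA* in the interaction from −0.023 without the third irradiated P6 library to 0.92 without the second P6 control. The cause of these reversals was not tested.

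The labels number the libraries 1 to 3 in each group, but no source says that equal numbers belong together. Deviations of libraries with the same number from their group means correlated with mixed signs, from −0.39 to 0.35 (Pearson's r over genes), so the numbers were not used to pair libraries. With the replicate block, 573 genes were called in P2, 510 in P6, 267 in both, 55 between the controls and 588 with strain as a term. Between the irradiated strains the replicate block gave 15 genes against 25, and in the interaction 3. It lost the calls of _40645 in the interaction (1.98), of *cysA* (1.52) and *ntcB* (−1.14) in P6, and of *msrPb* (−1.72), *cheY1* (1.02) and _61039 (1.12) in P2.

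Count models (DESeq2 and the likelihood ratio test of edgeR) were planned for whole counts only and were not run, as the values are coverage. A second entry per locus was planned as an alternative but does not occur. Depth bears on the results at both ends. Coverage of *arhA*, *arhB*, *hspA* and *hliA* came near the highest value of a library. Whether a limit there compressed their changes stays open. In all irradiated libraries *arhA* lay at 84.8% or more of the highest value, with a log2 fold change of 3.82 in P2. Against compression, *arhB* lay at 88.6% or more and had 4.91 in P2. Genes of low coverage depend on the pseudocount, as RNA98 does.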

Differences from the paper's values

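Values that the paper's text states, and supplement values of the genes discussed in the added passages, were compared. A count was taken to differ at more than 1.5 times, a fold also only beyond the replicate SD, and a log2 fold change with another sign or beyond the replicate SD. Of 237 values compared, 11 differed, 7 of 62 from the text and 4 of 175 from the supplement. The settings without single libraries, low genes, rRNA, the replicate block and the limma variants were tests chosen only after the result was seen for genes changed at least 5-fold. The paper used edgeR, and limma was used here on the deposited values.

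In P2, the paper's number of genes lower after irradiation is 551, and 296 were found here. Of 22 alternatives set before the data were examined, only leaving out the third P2 control, with 435, comes within 1.5 times of the paper's value, and the other 21 do not. Between the controls, the paper's count is 225 and 74 were found here, and none of 21 alternatives comes within that range.

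For named coding genes lower in P2, the paper's number is 77 and 43 were found here. Leaving out the third P2 control (55) and scaling by the total of the values (54) come within 1.5 times, and the other 20 alternatives do not. For those lower in both strains, the paper's number is 34 and 22 were found here. The values within 1.5 times are 34 when scaled by the total of the values; a pseudocount of 0.25 gives 23, and leaving out the third P2 control, the first irradiated P2 library or the third irradiated P6 library gives 26, 23 and 25. The other 17 alternatives stay outside.

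Genes lower by at least 5-fold in P2 are 40 in the paper and 16 here. None of 4 alternatives set before the data were examined comes within 1.5 times. Of 18 chosen after seeing the values, leaving out the third P2 control does, with 37. That setting calls 127 of the paper's 158 calls in P2 and drops 31, against 113 called with all libraries. In P6 the paper's number is 20 and 9 were found here. A pseudocount of 0.25 (16) and scaling by the total of the values (15) come within 1.5 times, and the other 2 set before the data were examined do not. Leaving out the third P6 control, chosen after seeing the values, gives 19. That setting calls 98 of the paper's 143 calls in P6 and drops 45, against 117 called with all libraries. For both strains the paper's number is 6 and 2 were found here. Scaling by the total of the values gives 5, and the other 3 set before the data were examined stay outside. Leaving out the third P6 control, chosen after seeing the values, gives 7, with the same 45 calls dropped in P6.

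Of the log2 fold changes in the supplement, that of *hspA* in P2 is −0.049 in the paper and 0.28 here. Of 20 alternatives, leaving out the third P2 control has the paper's sign (−0.45), and the other 19 do not. That of *cysP* in P6 is −0.030 in the paper and 0.023 here. The paper's sign is found when scaled by the total of the values (−0.18), with a pseudocount of 5 (−0.015) and without the third P6 control (−0.89) or the third irradiated P6 library (−0.96), and not under the other 16. That of RNA200 in P2 is −0.15 in the paper and 0.18 here, with the paper's sign without the first P2 control (−0.59) and not under the other 19. That of *amt1* in P2 is −0.0075 in the paper and 0.073 here, with the paper's sign when scaled by the total of the values (−0.016) and without the first P2 control (−0.28), and not under the other 18. Outside the values compared, over all genes of Table S2, the largest gap in P2 was at *narGb*, with 3.53 in the paper and 1.84 here. In P6 its value is 3.39 in the paper and 1.77 here. With a pseudocount of 0.25 *narGb* comes within the replicate SD of the paper's value, at 3.12 in P2 and 2.79 in P6, and under no other setting run. RNA124, for which the paper gives −5.15 in P6, is listed at 0 in all irradiated P6 libraries, so no fold is set against it.

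Of the genes the paper calls and names, some were not called here. Under no setting run were *htpG*, *clpB2*, *hspA* and *norB* called in P6, or *cysP* and *rnc1* in P2. Others were called under some settings: *nrtA* in P2 without the first P2 control (−1.65), *cynB*, *nblA2* and *fmdA* in P2 without the third P2 control (−1.84, −1.38 and −1.23), *msrPb* in P6 when scaled by the total of the values (−1.60) and without the third irradiated P6 library (−1.89), and *rfpX* in P2 without the third P2 control (−2.71) or the third irradiated P6 library (−2.04). In P6, *nblA1* was called without the first P2 control (−1.16) and in a fit of the P6 libraries alone (−1.14), RNA200 under the same settings (−1.05 and −1.03), and RNA242 when scaled by the total of the values (−1.19). For *cheC1* in P2, 7 settings gave a call, from 1.00 to 1.21: rRNA left out before scaling, which was chosen after seeing the values and drops 48 of the paper's 158 calls in P2, and leaving out the first or the second P2 control, the first irradiated P2 library, the second P6 control, or the first or the third irradiated P6 library.

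The paper describes *sseA* as repressed in P2 in 1 sentence and as induced in Table 3. Here its log2 fold change in P2 was 1.42, with every irradiated library above every control.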

Other observations

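The tests of other splits for set tests outside P2 and P6, of the direction in the other strain, of the depth and the exchange of the first P2 control, of the limit on depth, of the length of tRNA genes, of the third irradiated P6 library and of the level of nitrogen genes in the P6 controls were chosen only after the result was seen.

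Whether chance could give the counts was examined by counting other splits of the libraries. For irradiation in P2 and in P6, for P6 against P2 among the controls and among the irradiated cultures, and for changes of at least 5-fold in P2 and in P6, 1 of 10 splits gave as many genes, the true one. With 10 splits the share cannot be lower, so chance cannot be excluded by this count alone. For genes called in both strains, for strain as a term and for the correlation between strains, 1 of 100 splits gave a result as large, the true one. Chance is therefore excluded for these. For the 18 set tests passing in P2 and P6 the count was also 1 of 100. Most of those sets were chosen by the study under the true labels, so that count cannot exclude chance for them. Chance is not excluded for the other set tests either. For the 7 passing in the interaction, 15 of 100 splits gave as many. For the 4 passing between irradiated cultures 4 of 10 splits did, and for the 6 between the controls 1 of 10, the true one.

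Between irradiated P6 and P2 cultures limma called 25 genes, 15 higher and 10 lower in P6, while 979 had an unadjusted p under 0.05. Groups were fully apart for 2196 genes (32.9%), where chance gives 10%. Without the first P2 control the count was 125, without the first, the second and the third irradiated P2 library 16, 8 and 6, without those of irradiated P6 14, 7 and 7, and without the first and the third P6 control 13 and 14. Outside _60292 to _60294, the largest differences with a limma call included _30474 (−2.37), with all P6 libraries below all P2 libraries.

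Genes called in 1 strain only mostly changed in the same direction in the other. That share was 91.6% for P2 and 92.2% for P6, against 50% for genes without a shared response. A response common to both strains, with the threshold crossed in only 1, is a candidate explanation for many of these calls. Genes with a truly separate response in 1 strain are not excluded by it.

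The first P2 control lay apart from the other libraries. Sampling noise from its lower depth is argued against, as the SD of its deviation stayed at 0.962 among the genes with the highest coverage, against at most 0.614 in the other libraries. An exchange with an irradiated P2 library is argued against, since those correlated with each other at 0.983 or more and with P2 controls at 0.969 or less. The highest correlation of the first P2 control, 0.933, was with the first P6 control. The deviations of these libraries from their group means correlated at 0.35 (Pearson's r). An exchange with a P6 control is argued against by _60292 to _60294. There all P6 controls lay above all P2 controls, by log2 values of 6.47, 5.44 and 4.35. Between irradiated cultures, which such an exchange leaves untouched, the same genes were higher in P6 by 6.89, 5.18 and 4.87. The deviation of the first P2 control followed neither coding length (Spearman's rho 0.0665) nor the coverage level (rho −0.113) more than that of other libraries. It did not run along the irradiation response of P6 either (Pearson's r 0.0261). What set this culture or library apart stays open, and a biological difference of the culture was not tested.

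Several patterns follow the highest coverage. The highest values of the libraries differed by 1.04 times while total reads differed by 3.24 times, so a limit on the depth recorded per position is a candidate explanation. The smaller rise of *arhA* than of *arhB* to *arhE* may be due to it, as *arhA* lay at 84.8% or more of the highest value in all irradiated libraries. Against this, *arhB* lay at 88.6% or more and yet had the largest rise of the 5 in P2 (4.91), so this explanation stays open. The rise of 16S rRNA in P6 after scaling may stem from scaling a value held at the limit, since before scaling irradiated and control P6 differed by 0.996 times. Genes with the highest coverage had a median log2 fold change of 0.46 in P6, along with the scaling factors.

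For the fall of tRNA genes, the short length of the genes is argued against, as they fell below non-coding RNA genes of similar length by −0.82 or more in size in both strains. Without the first P2 control, the median in P2 was −0.94. Over the other scalings the value nearest to 0, less that of all genes, was −0.67. Only 1 of 200 label splits gave a difference as large as the true one, so chance is excluded. A lower tRNA level after irradiation is therefore a hypothesis that these values leave standing. The irradiation vessel and the shaker stay open as well, as does the recovery of short RNA in the libraries of irradiated cultures.

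The higher *htpG*, *clpB2*, *hspA* and *cbpA* in P6 after irradiation may rest to a large part on the third irradiated P6 library. Without it their median was 0.76, against 1.21 with it. The call of *cbpA*, the gene among them called by limma, was lost as well. That call was also lost without the second or the third P6 control or the second irradiated P6 library. Its loss therefore does not single out the third irradiated P6 library. The stronger fall of nitrogen assimilation genes in P6 goes along with a higher level in the P6 controls, at a median of 0.76 against P2 controls. For each gene the interaction is the difference between the irradiated cultures less that between the controls. Between the irradiated cultures the median was −0.060. The level in the controls therefore restates the interaction and does not test its cause, which stays open. The first P2 control alone does not account for the difference, as the set test of the interaction without it had an adjusted p of 3.97e-12 (camera, 20 of 21 genes lower; with all libraries 2.05e-08, and 0.0202 with fry and 0.111 with an estimated correlation). Strain and campaign cannot be told apart here.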
